# Carrageenan catabolism is encoded by a complex regulon in marine heterotrophic bacteria

**DOI:** 10.1038/s41467-017-01832-6

**Published:** 2017-11-22

**Authors:** Elizabeth Ficko-Blean, Aurélie Préchoux, François Thomas, Tatiana Rochat, Robert Larocque, Yongtao Zhu, Mark Stam, Sabine Génicot, Murielle Jam, Alexandra Calteau, Benjamin Viart, David Ropartz, David Pérez-Pascual, Gaëlle Correc, Maria Matard-Mann, Keith A. Stubbs, Hélène Rogniaux, Alexandra Jeudy, Tristan Barbeyron, Claudine Médigue, Mirjam Czjzek, David Vallenet, Mark J. McBride, Eric Duchaud, Gurvan Michel

## Abstract

Macroalgae contribute substantially to primary production in coastal ecosystems. Their biomass, mainly consisting of polysaccharides, is cycled into the environment by marine heterotrophic bacteria using largely uncharacterized mechanisms. Here we describe the complete catabolic pathway for carrageenans, major cell wall polysaccharides of red macroalgae, in the marine heterotrophic bacterium *Zobellia galactanivorans*. Carrageenan catabolism relies on a multifaceted carrageenan-induced regulon, including a non-canonical polysaccharide utilization locus (PUL) and genes distal to the PUL, including a *susCD*-like pair. The carrageenan utilization system is well conserved in marine *Bacteroidetes* but modified in other phyla of marine heterotrophic bacteria. The core system is completed by additional functions that might be assumed by non-orthologous genes in different species. This complex genetic structure may be the result of multiple evolutionary events including gene duplications and horizontal gene transfers. These results allow for an extension on the definition of bacterial PUL-mediated polysaccharide digestion.

## Abstract (web summary)

Carrageenans, major cell wall polysaccharides of red macroalgae, are metabolised by marine heterotrophic bacteria through unclear mechanisms. Here, the authors identify an unusual polysaccharide-utilization locus encoding carrageenan catabolism in a marine bacterium, and characterise the complete pathway.

## Introduction

Carrageenans, alongside agars, are the main cell wall polysaccharides of red macroalgae and play vital roles in the development and physiology of these photosynthetic eukaryotes. These complex polymers consists of d-galactose based units alternatively linked by β-1,4 and α-1,3 linkages. The β-linked unit is either a d-galactose-6-sulfate or a 3,6-anhydro-d-galactose, a bicyclic sugar unique to red macroalgae^1^. Carrageenan structures are further modified by the presence of various substituents (sulfate, methyl and pyruvate groups). For more than 70 years, carrageenans have been widely used as ingredients in food, personal care, and cosmetic industries due to their gelling and emulsifying properties. In addition, these polysaccharides and their derived oligosaccharides have multiple biological properties and are promising molecules for blue biotechnology^2^. In marine ecosystems carrageenans constitute a huge biomass and thus a precious carbon source for marine heterotrophic bacteria (MHB). However, carrageenan catabolism is largely uncharacterized and only a few enzymes specific for these sulfated galactans are known^3–7^.

*Bacteroidetes* are considered key recyclers of marine polysaccharides^8–10^ and notably of carrageenans^2^. Bacteria from this phylum are particularly suitable models for efficiently characterizing complete carbohydrate degradation pathways. Indeed, they have developed multi-component protein systems tailored for sensing, binding, transporting, and degrading specific glycans, as described for the starch-utilization system (Sus)^11,12^. The genes encoding these proteins are adjacent and co-regulated; these regions are referred to as Polysaccharide Utilization Loci (PUL (singular) or PULs (plural)). Tandem *susD*-like and *susC*-like genes, which encode a carbohydrate-binding lipoprotein and a TonB-dependent transporter (TBDT) respectively, are considered as a hallmark of PULs^13^, and the presence of these *susCD*-like gene pairs is used to identify PULs in *Bacteroidetes* genomes^14^. Several PULs have been extensively characterized in human intestinal *Bacteroidetes* ^15–18^, describing the complex molecular mechanisms behind the glycoside hydrolase (GH) enzymes and carbohydrate-binding proteins involved in the digestion of common dietary polysaccharides. Some previous studies have described the partial characterization of PULs targeting marine polysaccharides, for instance, alginate-specific PULs were shown to be genuine operons and to encode the enzymes responsible for the bioconversion of alginate into 2-keto-3-deoxy-6-phosphogluconate^19^. The transcription of a PUL in *Bacteroides plebeius* was shown to be induced by porphyran. The PUL-encoded enzymes responsible for the initial endolytic degradation of this sulfated agar (family GH16 and GH86 β-porphyranases) were biochemically and structurally characterized^20^. However, such studies, focusing on macroalgal polysaccharides, have not yet reached the level of integrative characterization observed in the field of PULs from human gut *Bacteroidetes*.

The marine *Bacteroidetes Zobellia galactanivorans* Dsij^T^, originally isolated from a healthy red macroalga, is a bacterial model for the bioconversion of algal polysaccharides^10^. Notably, this bacterium can utilize kappa-carrageenan (KC), iota-carrageenan (IC), and lambda-carrageenan as sole carbon sources and its kappa-carrageenase (CgkA, CAZy family GH16, http://www.cazy.org/^21^) and iota-carrageenases (CgiA1, CgiA2, and CgiA3, CAZy family GH82) have been studied^22–24^.

Here we describe in *Z. galactanivorans* the discovery and the integrative characterization of the complete pathway for utilization of the kappa family carrageenans (containing 3,6-anhydro-d-galactose units, mainly kappa-, iota- and beta-carrageenans^25^), which is carried out by a complex regulon including a dedicated atypical PUL, lacking the *susCD*-like pair, and carrageenan-induced loner genes including distal *susCD*-like pairs. The core of this complex system is conserved in MHB from different phyla. These carrageenan utilization systems appear to display a remarkable plasticity, likely resulting from diverse evolutionary events such as horizontal gene transfers and gene duplications.

## Results

### The ZGAL_3145-3159 cluster encodes carrageenan-specific enzymes

The annotation of the genome sequence of *Z. galactanivorans* ^10^ revealed a cluster of genes encoding three GH127 enzymes (ZGAL_3147, ZGAL_3148, and ZGAL_3150), one enzyme assigned to the GH129 family^21^ (ZGAL_3152), and three sulfatases belonging to different S1 subfamilies (ZGAL_3145, ZGAL_3146, and ZGAL_3151 belonging to the subfamilies S1_19, S1_7, and S1_17, respectively, http://abims.sb-roscoff.fr/sulfatlas/^26^), suggesting this gene cluster could be a PUL specific for a sulfated algal polysaccharide (Fig. 1). This 15-gene locus notably encodes 4 additional carbohydrate-related enzymes (ZGAL_3153-3156), three cytoplasmic membrane transporters and an *araC* family transcription factor (ZGAL_3159), but does not include a *susCD*-like gene pair. The GHs have distant homologs in enteric bacteria: BT1003 (*Bt*GH127) from *Bacteroides thetaiotaomicron* is a 3-C-carboxy-5-deoxy-l-xylose (aceric acid)-hydrolase involved in rhamnogalacturonan-II depolymerization^18^; *Bl*GH127 from *Bifidobacterium longum* is an exo-β-l-arabinofuranosidase that acts on the plant glycoproteins extensins^27^; NagBb (*Bb*GH129) from *Bifidobacterium bifidum* hydrolyzes alpha-linked N-acetyl-d-galactosamine from intestinal mucin^28^. To the best of our knowledge L-aceric acid, β-L-arabinofuranose and α-N-acetyl-d-galactosamine are not known components of red algae^29^, suggesting that the GHs from *Z. galactanivorans* may have new substrate specificities (Supplementary Discussion). To test these hypotheses, we first cloned and overproduced the 11 enzyme-coding genes of this cluster in *Escherichia coli* BL21(DE3). The resulting recombinant proteins were all soluble and were purified by affinity chromatography (Supplementary Fig. 1), allowing examination of their activities.

**Fig. 1:**
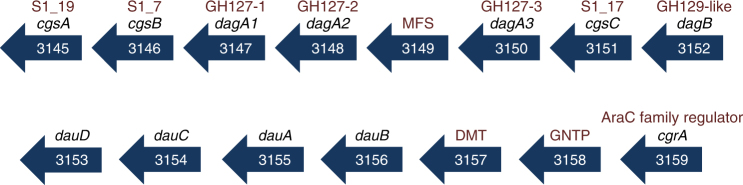
*Z. galactanivorans* PUL involved in carrageenan catabolism. Genes are annotated according to their CAZy family (GH127, GH129-like), sulfatase subfamily (S1_19, S1_7, and S1_17) or enzymatic activity. The names of the genes and their functions are given in Table 1. The acronyms for the gene names are as follows: *cgs*, CarraGeenan Sulfatase; *dag*, d-3,6-AnhydroGalactosidase; *dau*, d-3,6-Anhydrogalactose Utilization; *cgr*, CarraGeenan Regulator

In vitro assays of the GH127 and GH129-like enzymes showed no activity on poly- or oligo-saccharides of agarose (uncharged substrate), agars, porphyrans, KC or IC (sulfated substrates). However, the presence of sulfatases in the gene cluster suggested that these GHs could act after the sulfatases and thus require de-sulfated substrates. Since we had already tested agarose, we searched for a natural source of de-sulfated carrageenans. *Furcellaria lumbricalis* is a red macroalga with beta-carrageenan (BC) in its cell wall, primarily composed of kappa-carrabiose and uncharged beta-carrabiose motifs^30^. This hybrid polysaccharide is commonly referred to as furcellaran. No GH activity was detected on furcellaran using fluorophore-assisted carbohydrate electrophoresis (FACE)^31^. In order to produce oligosaccharides, furcellaran was treated with the kappa-carrageenase from *Pseudoalteromonas carrageenovora* which cleaves the β-1,4 bond within kappa-carrabiose motifs in an endolytic manner^3^. The product oligosaccharides have a neutral 3,6-anhydro-d-galactose (D-AnG) on the non-reducing end and a d-galactose-4-sulfate on the reducing end. These oligosaccharides were purified by size-exclusion chromatography and the fraction containing a majority of hexasaccharides was tested with the GHs (Fig. 2). All the GHs showed activity on the furcellaran hexasaccharide, as demonstrated using FACE. Nonetheless, there appears to be some as yet undetermined differences in specificity between the three GH127 enzymes as the FACE gel shows different intensities and banding patterns (Fig. 2b). ZGAL_3150 (GH127-3) and ZGAL_3152 (GH129-like) were the most active enzymes and appear indistinguishable biochemically based on FACE patterns (Fig. 2c). MALDI-TOF-MS analysis of these enzymatic digests indicated the release of the terminal neutral monosaccharide D-AnG and of a pentasaccharide (Fig. 2e). Thus, these enzymes are exo-lytic α-1,3-(3,6-anhydro)-d-galactosidases which cleave the α-1,3 linkage between D-AnG and d-galactose on the non-reducing end, releasing D-AnG and odd-DP (degree of polymerization) oligocarrageenans (Fig. 3). Overall, this describes a novel enzymatic activity, long predicted to be present in nature, but for the first time described here in two families of non-homologous enzymes. The genes of these new GHs have been named: *dagA*1 (ZGAL_3147 encoding GH127-1), *dagA*2 (ZGAL_3148 encoding GH127-2), *dagA*3 (ZGAL_3150 encoding GH127-3), and *dagB* (ZGAL_3152 encoding GH129-like). Furthermore, this discovery strongly supports that the ZGAL_3145-3159 gene cluster is carrageenan-specific.

**Fig. 2:**
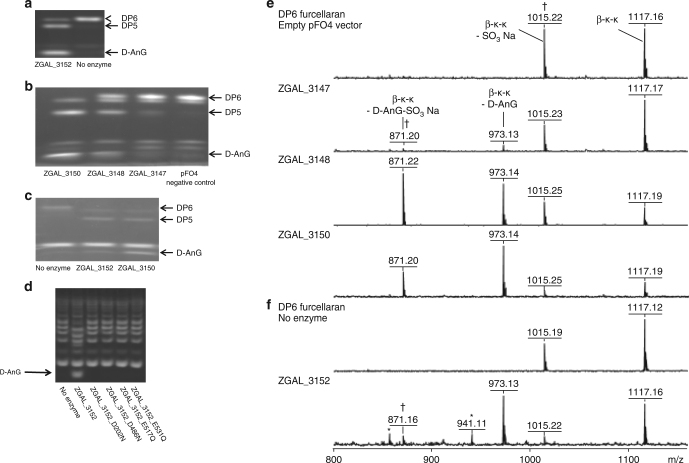
Biochemical characterization of the GH127 and GH129-like enzymes. GH127 enzymes (DagA1, DagA2, DagA3; ZGAL_3147, ZGAL_3148, ZGAL_3150) and GH129-like enzymes (DagB, ZGAL_3152). **a** FACE gel depicting the reaction products after furcellaran (beta-carrageenan) oligosaccharides were treated with pure ZGAL_3152. **b** FACE gel depicting the reaction products after furcellaran oligosaccharides were treated with soluble lysate of *E. coli* BL21 (DE3) that were transformed with the pFO4 vector alone (negative control) or with the genes of interest cloned into the pFO4 vector **c** FACE gels depicting the reaction products after furcellaran oligosaccharides were treated with IMAC-purified ZGAL_3152 and ZGAL_3150. **d** FACE gels depicting the reaction products after furcellaran oligosaccharides were treated with ZGAL_3152 and four conservative active site mutants. **e** MALDI MS spectra of the DP6 beta-kappa-kappa oligosaccharide obtained in negative ionization mode after incubation with soluble lysates of BL21(DE3) cells that were transformed with the pFO4 vector only and ZGAL_3147, ZGAL_3148, ZGAL3150. **f** Spectrum obtained for DP6 beta-kappa-kappa oligosaccharide incubated with no enzyme and the spectrum of the same sample after treatment with IMAC purified ZGAL_3152. Fragments annotated with a † correspond to a sulfate loss induced by the ionization process. Peaks annotated with a * correspond to HEPES adducts on matrix clusters. DP stands for degree of polymerization

**Fig. 3:**
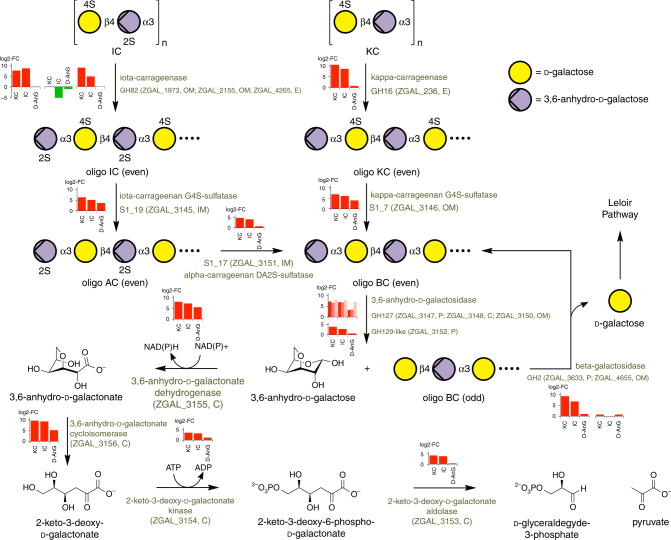
Kappa-carragenan and iota-carrageenan catabolic pathways in *Z. galactanivorans*. Enzymes performing each reaction step are mentioned, together with their encoding genes. For each step, bar plots depict the relative expression of the corresponding gene(s) in kappa-carrageenan (KC), iota-carrageenan (IC), or 3,6-anhydro-d-galactose (D-AnG) compared to d-galactose, as measured by RNA-seq (values are mean of log2-fold change, *n* = 3). Predicted enzyme localization is shown next to the gene number: OM, outer membrane; IM, inner membrane; E, extracellular; C, cytoplasmic; P, periplasm. AC stands for alpha-carrageenan and BC for beta-carrageenan. In this schematic, alpha- and beta-carrabiose motifs are considered as intermediary compounds. Nonetheless, alpha- and beta-carrageenans can be naturally found in some red algal species and the catabolic pathway described here is also valid for these natural carrageenans

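The standard errors of the log2 fold changes behind such bars can be given for 37 genes that the paper names singly or within a locus. For ZGAL_3628, ZGAL_3639, ZGAL_3640 and ZGAL_4659 its text gives no expression result. Over the 111 fold changes of the 37 genes from edgeR the standard error had a median of 0.55, from 0.32 to 1.18. The median was 0.59 in KC, 0.57 in IC and 0.51 in D-AnG. Of the 37 genes, edgeR called 33 higher in KC, 26 in IC and 13 in D-AnG than in D-gal, 72 of the 111 fold changes. The largest standard errors were those of ZGAL_3632 in D-AnG and of *cgiA2* (ZGAL_2155) in IC, both at 1.18, genes with few counts in that carbon source.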

ZGAL_3145 (S1_19), ZGAL_3146 (S1_7), and ZGAL_3151 (S1_17) were first shown to be active sulfatases using the artificial substrate 4-methylumbelliferyl sulfate. A combination of anion-exchange chromatography (HPLC) and ^1^H-NMR was used to determine the natural substrates and the regioselectivity of these sulfatases (Supplementary Discussion). As predicted, all these sulfatases were active on carrageenans (Supplementary Fig. 2A, B). ZGAL_3146 (gene named *cgsB*1) is active on kappa-carrabiose motifs, removing the 4-linked sulfate group from d-galactose to generate beta-carrabiose motifs (Supplementary Fig. 2C). ZGAL_3145 (*cgsA*) removes the 4-linked sulfate group from the galactose moiety of iota-carrabiose motifs, generating alpha-carrabiose motifs (Supplementary Figs. 3, 4). ZGAL_3151 (*cgsC*) acts subsequently on the alpha-carrabiose motifs, removing the 2-linked sulfate group from D-AnG to generate beta-carrabiose motifs (Supplementary Fig. 4). To the best of our knowledge, this is the first time this sulfatase activity has been demonstrated.

The original annotations of the four remaining enzymes were not obviously connected to carrageenan: 2-dehydro-3-deoxy-6-phosphogalactonate aldolase (ZGAL_3153), 2-dehydro-3-deoxygalactonokinase (ZGAL_3154), lactaldehyde dehydrogenase (ZGAL_3155), and aldonic acid dehydratase (ZGAL_3156). However, recent discovery of two enzymes from *Vibrio* sp. *EJY3* that convert 3,6-anhydro-l-galactose (agar component) into 2-dehydro-3-deoxygalactonate^32^ provided new insights. Indeed, *Vibrio* 3,6-anhydro-l-galactose dehydrogenase (VEJY3_09240) and 3,6-anhydro-l-galactonate cycloisomerase (VEJY3_09370) are distantly related to ZGAL_3155 and ZGAL_3156 (35% and 31% sequence identity, respectively). We thus hypothesized that ZGAL_3155 and ZGAL_3156 could catalyze similar reactions but on the D enantiomer of 3,6-anhydrogalactose. As predicted, ZGAL_3155 oxidizes D-AnG into 3,6-anhydro-d-galactonate in the presence of NAD^+^ and NADP^+^, with a 5–6-fold preference for NAD^+^ (Supplementary Fig. 5A, B). ZGAL_3155 is inactive on d-galactose and is therefore a specific 3,6-anhydro-d-galactose dehydrogenase (gene named *dauA*). The resulting 3,6-anhydro-d-galactonate is converted to 2-keto-3-deoxy-d-galactonate by ZGAL_3156, as measured through the thiobarbituric acid (TBA) assay (Supplementary Fig. 5C). ZGAL_3156 did not demonstrate any activity on D-AnG alone (Supplementary Fig. 5D) and is thus a 3,6-anhydro-d-galactonate cycloisomerase (*dauB*). In the presence of ATP, ZGAL_3154 phosphorylated the 2-keto-3-deoxy-d-galactonate to 2-keto-3-deoxy-6-phospho-d-galactonate. The activity of this 2-keto-3-deoxy-d-galactonate kinase (*dauC*) was indirectly measured as a function of the oxidation of NADH (Supplementary Fig. 5E). Finally, ZGAL_3153 catalyzed the conversion of 2-keto-3-deoxy-6-phospho-d-galactonate into d-glyceraldehyde-3-phosphate and pyruvate. The activity of this 2-keto-3-deoxy-d-galactonate aldolase (*dauD*) was measured both in the forward and reverse direction using the TBA assay (Supplementary Fig. 5F, G). In parallel, and in support of our findings, Lee et al.^33^ recently biochemically characterized homologs of these four enzymes in other marine bacteria.

### Crystal structure of two 3,6-anhydro-d-galactose-related enzymes

Most recombinant proteins were put into crystal trials in order to deepen our understanding of the structure/function relationship of these new enzymes. We were successful in solving the structures of the first α-1,3-(3,6-anhydro)-d-galactosidase (DagB, ZGAL_3152, GH129-like) and of the first 3,6-anhydro-d-galactonate cycloisomerase (DauB, ZGAL_3156) (pdb id 5opq and 5olc, Supplementary Table 1).

ZGAL_3152 forms a homodimer and the monomer has a complex architecture with an N-terminal distorted beta-sandwich domain (Pro35-Asp299), a central TIM barrel (Tyr300-Lys620) and a C-terminal immunoglobulin-like domain (Glu621-Asp693) (Fig. 4a–d, Supplementary Fig. 6). The dimeric interface is mainly formed by the interaction of long loops from the TIM-barrel (342–357 and 430–459) with the two helices protruding from the N-terminal domain (η3 and α2) of the other monomer. The dimer is also stabilized by the swapping of the C-terminal strand β36. There are two predicted active sites at either side of the base of an impressive crevasse that is 60 Å long and 40 Å deep (Fig. 4a, b). Numerous trials for obtaining the structure of ZGAL_3152 complexes were performed, but they were unsuccessful; however, buffer molecules found in the active site of each ZGAL_3152 monomer likely mimic monosaccharide units. In chain C, a Tris, an MDP and a second Tris are bound in the potential subsites −1, +1, and +2, respectively (Fig. 4e). The residues interacting with these buffer molecules (Cys198, Lys208, Asn218, His347, Trp455, Leu536, and Gln566) are well conserved in ZGAL_3152 homologs (Supplementary Fig. 7), suggesting their implication in substrate recognition. Four acidic residues are candidate catalytic residues. Three are located in one monomer from the homodimer (Asp486, Glu517, and Glu531), while Asp202 originates from helix α2 of the second monomer. Asp202, Asp486, and Glu517 are strictly conserved. Site-directed mutagenesis of the four candidates yielded soluble inactive enzymes (Fig. 2d); these residues are thus involved in the catalytic machinery, although the structure of a substrate-enzyme complex would be needed to determine their respective roles. Surprisingly, among the two catalytic residues identified in the GH129 alpha-N-acetylgalactosaminidase NagBb^28^, only Asp435 is conserved in ZGAL_3152 homologs (Asp486 in ZGAL_3152, Supplementary Fig. 7). ZGAL_3152 and NagBb display only 16% sequence identity and therefore, considering this extreme sequence divergence and the non-conservation of the catalytic residues, we propose that ZGAL_3152 homologs do not belong to the GH129 family but rather constitute a new GH family.

**Fig. 4:**
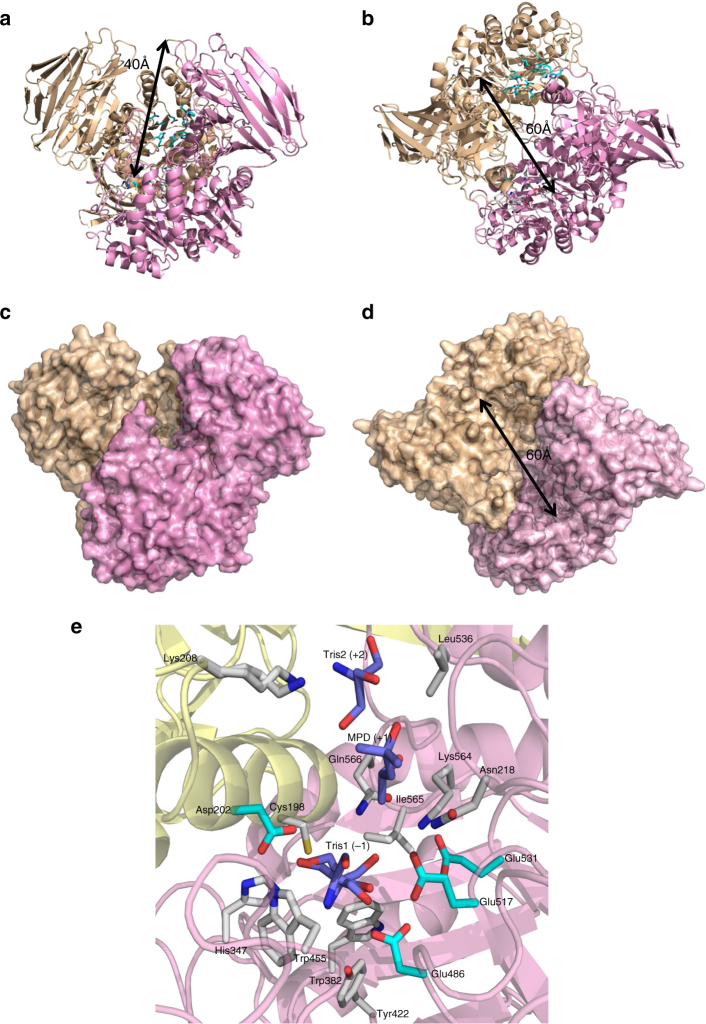
X-ray crystal structure of the α-1,3-(3,6-anhydro)-d-galactosidase DagB. **a** Secondary structure representation of DagB (ZGAL_3152, GH129-like) showing the depth of the active site crevasse for ZGAL_3152 (yellow and pink secondary structure representation for each monomer, pdb id 5opq). Active site residues, colored by element, are shown in light blue for one monomer and white for the other. **b** Secondary structure representation showing the width of the active site crevasse. **c** Surface structure representation of the model orientation shown in **a**. **d** Surface structure representation of the model orientation shown in B. **e** Active site substructure of the α-1,3-(3,6-anhydro)-d-galactosidase ZGAL_3152 (DagB). Three putative subsites are shown as represented by bound Tris1 (subsite –1), MPD (subsite +1) and Tris2 (subsite +2). Four potential catalytically active acidic residues are shown in light blue belonging to two different monomers of ZGAL_3152. Their site-directed mutagenesis leads to inactive enzymes. The amino acids, colored by element, interact with the Tris and MDP molecules and are conserved at 80% or more within the closest DagB homologs

ZGAL_3156 folds as a (β/α)_7_β TIM-barrel (amino acids 137–340) with an α/β lid domain (amino acids1–136 and 341–377). The crystal structure reveals an octamer, not uncommon in the enolase superfamily (Fig. 5a, Supplementary Fig. 8). A size-exclusion column analysis confirmed that ZGAL_3156 constitutes an octamer in solution (Supplementary Fig. 9). In the enolase superfamily, the active site is located at the interface of the two domains, the lid domain shielding the catalytic machinery from bulk solvent. Two disordered regions (17–26 and 138–143) were not modeled. They are close spatially and constitute the tip of the lid domain (Fig. 5b). Equivalent regions are similarly disordered in the low-resolution structure of the d-galactaro-1,4-lactone cycloisomerase *At*GCI from *Agrobacterium tumefaciens* (41% identity, PDB: 4ggb, Fig. 5c), speaking to the flexibility of the lid region in these enzymes^34^. The residues involved in the coordination of the catalytic cation (Asp194, Glu220, and Glu246) and the predicted general base (Lys166) and acid (His296) of *At*GCI are strictly conserved between *At*GCI and ZGAL_3156 and have similar spatial orientations (Fig. 5e, f). This cation was modeled as an Mg^2+^ in ZGAL_3156 and as a Ca^2+^ in *At*GCI. The residues shaping the substrate-binding pocket in *At*GCI originate from the TIM-barrel and the lid domain of one monomer and from the loop between helices α2 and α3 of the neighboring monomer (Fig. 5h). While Asp87 and Trp298 are conserved in both enzymes, the other residues are substituted and are thus likely involved in 3,6-anhydro-d-galactonate recognition (Fig. 5g).

**Fig. 5:**
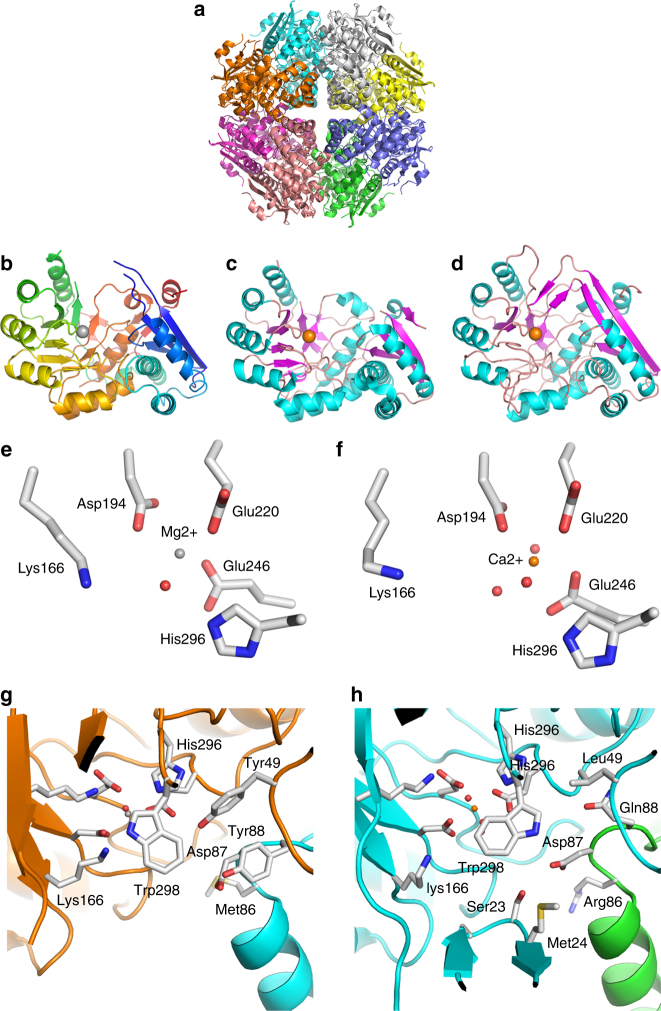
X-ray crystal structure of the 3,6-anhydro-d-galactonate cycloisomerase DauB. **a** Cartoon representation of the octamer of DauB (ZGAL_3156; pdb id 5olc), each chain being colored with a different color. **b** Cartoon representation of the monomer of ZGAL_3156 (chain A) colored according to a blue-red gradient from N- to C-terminal. **c** Cartoon representation of the low-resolution structure (2.0 Å) of the monomer of the d-galactaro-1,4-lactone cycloisomerase *At*GCI from *Agrobacterium tumefaciens* (pdb id 4ggb).The α-helices and β-strands are colored in magenta and cyan, respectively. **d** Cartoon representation of the high-resolution structure (1.6 Å) of the monomer of *At*GCI (pdb id 4hpn) with the entire lid domain visible. **e** and **f** Zoom view of the catalytic machinery of ZGAL_3156 and *At*GCI (pdb id 4hpn), respectively. **g** and **h** Zoom view of the substrate binding pocket of ZGAL_3156 and *At*GCI (pdb id 4hpn), respectively. The chains **h** (in orange) and **b** (cyan) of ZGAL_3156 are shown **g**. Two equivalent chains of the *At*GCI (Cyan and green, respectively) are shown **h**. The crystal corresponding to 4hpn contains only one molecule per asymmetric unit and the biological octamer of *At*GCI was thus generated by the crystallographic symmetry

### PUL-encoded genes are essential for the in vivo utilization of carrageenans

To investigate in vivo gene function in *Z. galactanivorans*, we recently developed a genetic technique to construct deletion mutants in this bacterium^35^. Four single deletion mutants [Δ*dagA3* (Δ*zgal_3150*, Δ*gh127-3*), Δ*dagB* (Δ*zgal_3152*, Δ*gh129*-like), Δ*dauA* (Δ*zgal_3155*, Δ*3,6-anhydro-D-galactose dehydrogenase*), Δ*cgrA* (Δ*zgal*_*3159*, Δ*araC family regulator*)] and a double deletion mutant (Δ*dagA3*/Δ*dagB*) were constructed. They all grew comparably to the wild-type strain in Zobell medium and minimum medium supplemented with agar or galactose (Supplementary Fig. 10A, B). The Δ*dagB* mutant had little effect on growth relative to wild type in minimal media containing either KC or IC; however, the Δ*dagA*3 mutant showed a significant growth delay and the double Δ*dagA*3/Δ*dagB* mutant abolished growth altogether, confirming the importance of these α-1,3-(3,6-anhydro)-d-galactosidases in carrageenan degradation (Fig. 6a, b). This sharply contrasts with the biochemical characterization of ZGAL_3150 (DagA3, GH127-3) and ZGAL_3152 (DagB, GH129-like), where there was no discernible difference in specificity (Fig. 2c). We attribute the difference in deletion effect may be due to either an unknown difference in specificity between the enzymes or different cellular localizations of the enzymes. Subtle differences between the GH127 and GH129-like enzymes would not be surprising considering the complex, hybrid structure of carrageenans whose regular structures are masked by multiple substituents (e.g., sulfate, methyl, pyruvate). For instance, such variations in substrate specificities are known in GH16 β-agarases and β-porphyranases which act on other red algal sulfated galactans^36^. Bioinformatic analyzes predict that ZGAL_3150 and ZGAL_3152 are anchored into the outer membrane and secreted in the periplasm, respectively (Fig. 3). The more likely scenario is that ZGAL_3150 is oriented toward the periplasm. Thus, both enzymes would be localized within the periplasm in order to sequentially degrade carrageenan oligosaccharides to produce the monosaccharide D-AnG for uptake by the bacterium. Finally, this deletion effect indicates that the two remaining GH127 enzymes are unable to compensate for the loss of ZGAL_3150 or ZGAL_3152. The Δ*dauA* mutant did not grow on D-AnG and complementation experiments restored growth on this sugar (Fig. 6c, Supplementary Fig. 10C). This indicates that neither ZGAL_4659 (orthologue of the 3,6-anhydro-l-galactose dehydrogenase VEJY3_09240, 68% identity) nor any other sugar dehydrogenases from *Z. galactanivorans* could degrade D-AnG and that ZGAL_3155 (DauA, 3,6-anhydro-d-galactose dehydrogenase) is essential for D-AnG catabolism. Δ*dauA* had diminished growth on both KC and IC (Fig. 6a, b), suggesting that this mutant is still capable of using the d-galactose units released by carrageenan degradation as a carbon source. The deletion mutant of the AraC family regulator ZGAL_3159 (Δ*cgrA*) showed a significant lag phase and reduced growth on carrageenans (Fig. 6a, b), confirming its importance on the positive regulation of the ZGAL_3145-3159 cluster function. Complementation experiments restored growth of Δ*cgrA* on KC (Supplementary Fig. 10D). In both sets of complementation experiments the growth was improved relative to the wild-type strain (Supplementary Fig. 10C, D). This is likely because the complemented genes are under the *Flavobacterium johnsoniae* OmpA promoter and therefore under less stringent transcriptional control than the carrageenan-specific PUL. Phenotyping of Δ*cgrA* on KC or IC solid media indicates a complex mode of regulation (Supplementary Fig. 10E–L, Supplementary Discussion). Finally, the *cgrA* deletion had no effect on growth with agar, indicating that this transcription factor is specific for carrageenan catabolism (Supplementary Fig. 10A).

**Fig. 6:**
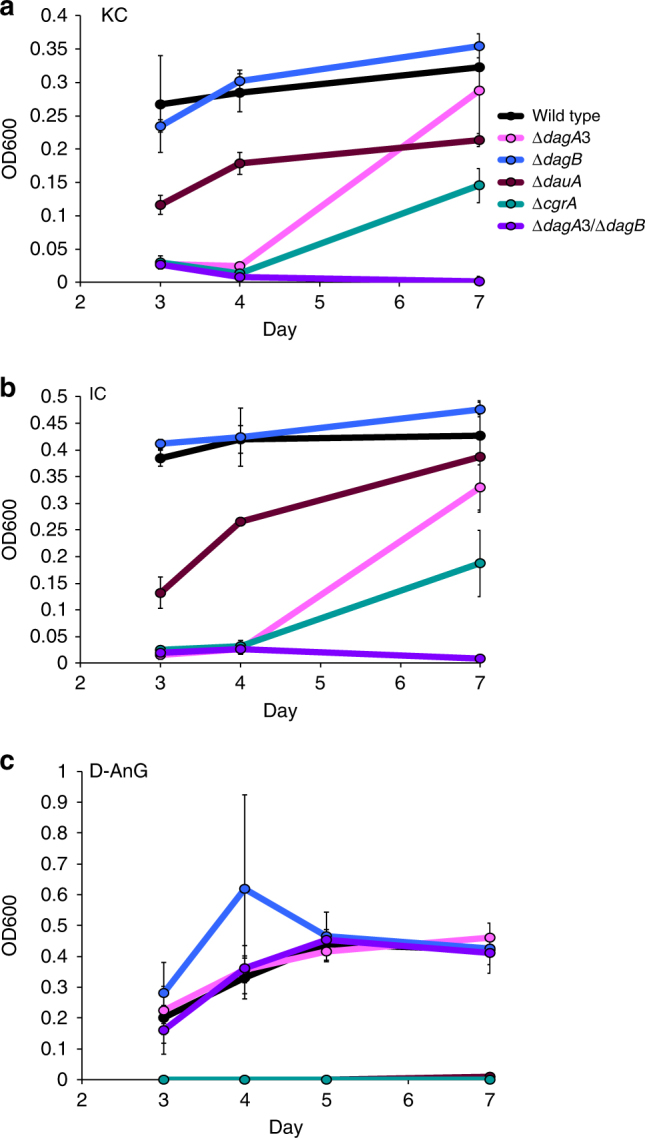
Average growth of wild-type *Z. galactanivorans* and deletion mutants. Growth on **a** kappa-carrageenan, **b** iota-carrageenan and **c** 3,6-anhydro-d-galactose (D-AnG) as sole carbon source over a 7-day period. Error bars represent standard error of the mean between three replicates. Legend: *dagA*3, α-1,3-(3,6-anhydro)-d-galactosidase (*zgal_3150*, *gh127*); *dagB*, α-1,3-(3,6-anhydro)-d-galactosidase (*zgal_3152*, *gh129*-like); *dauA*, 3,6-anhydro-d-galactose dehydrogenase (*zgal_3155*); *crgA*, araC family transcription factor (*zgal_3159*)

### RNA-seq analysis unravels a complex carrageenan-related regulon

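For the RNA-seq experiment, *Z. galactanivorans* Dsij T was cultivated in synthetic Marine Mineral Medium with 0.4 g/L of d-galactose (D-gal), 3,6-anhydro-d-galactose (D-AnG), kappa-carrageenan (KC) or iota-carrageenan (IC) and collected at an optical density of 0.7. There were 3 cultures (A, B and C) for each of the 4 carbon sources. The authors removed ribosomal RNA, made strand-specific libraries, sequenced them in single-end runs, trimmed and filtered the reads, mapped them with Bowtie2 and counted them on each CDS with HTSeq-count. Their deposited table lists 4937 CDS with the raw count in each of the 12 libraries, counts normalized by the authors, and the log2 fold changes and p-values of their DESeq2 comparisons with D-gal. The values given here start from the raw counts. The counts summed over all CDS ranged from 5577366 to 7283856 in the D-gal libraries (median 6086898), from 6322205 to 7260005 in KC (median 6870247), from 2942136 to 7218524 in IC (median 5164673) and from 1933849 to 4781161 in D-AnG (median 3159534). The depth that the paper states for each library is another quantity, reads passing filters before mapping and counting, and was not used. Library sizes were scaled with edgeR's TMM method, and levels are CPM, counts in units of 1e-06 of the scaled library size, as mean ± SD over 3 cultures. In D-AnG library C, 20 genes with over 1% of the counts each took 48.1% of all counts, and its TMM factor was 0.39 against 0.73 to 1.67 in the other libraries. A count of 0 allows up to 3 counts, or 0.250 CPM in D-gal B, the deepest library, and 4.00 CPM in D-AnG C, the shallowest, for counting error only. Fold changes and tests come from edgeR's quasi-likelihood test on all 12 libraries for the 4552 CDS that passed its filter on low counts. A gene is called higher or lower when its p, with the paper's Bonferroni adjustment, is under 0.05. KC, IC and D-AnG are compared with the same D-gal libraries, so their fold changes share the chance variation of these. An exact permutation test of 3 cultures against 3 cannot give a two-sided p under 0.1.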

RNA-seq expression profiling was performed on *Z. galactanivorans* grown in minimal media containing D-AnG, KC, and IC, relative to the growth on d-galactose (Table 1, Supplementary Data 1–9). The entire carrageenan-specific PUL was strongly upregulated in both KC and IC with the exception of the transcriptional regulator *cgrA* in IC which was at the border of significance. 

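The PUL spans 15 CDS on the minus strand, from 3634325 to 3657429 of the genome the authors mapped to (zobellia_gal_DsiJT_v2). edgeR called all 15 genes higher in KC than in D-gal and 13 higher in IC. Adjusted over the list alone, all 15 were called in both. The median log2 fold change over the 15 genes was 6.73 in KC and 6.08 in IC. As a set, the genes moved up in KC with an adjusted p = 1.36e-08 and in IC with an adjusted p = 1.68e-08 in limma's fry test (two-sided). The largest change in both was that of ZGAL_3156, at 9.97 in KC and 9.56 in IC. This gene is annotated as an aldonic acid dehydratase, and the paper's assays make it a 3,6-anhydro-d-galactonate cycloisomerase (*dauB*). Every KC and every IC library lay above every D-gal library for all 15 genes. Chance alone sets 10% of genes apart in either direction. The smallest change was that of the AraC-type regulator *cgrA* (ZGAL_3159). Its level was 50.6 ± 1.44 CPM in D-gal, 247 ± 40.5 in KC and 115 ± 11.7 in IC. The log2 fold change was 2.29 in KC (standard error 0.33, edgeR adjusted p = 0.0386) and 1.19 in IC (standard error 0.32, adjusted p = 1). The other gene not called in IC was ZGAL_3152 (*dagB*, GH129-like), with 2.87 (standard error 0.43, edgeR adjusted p = 0.0548). It passed the threshold without D-AnG C (adjusted p = 0.00270) and also with DESeq2 and limma's voom. limma's voom and Benjamini-Hochberg adjustment called *cgrA* in IC (adjusted p 7.37e-04 and 0.0261). The call of *cgrA* in KC was lost without any single D-gal library (adjusted p 0.697, 0.671 and 0.752 without A, B and C), without KC B (0.174) or KC C (0.267), without IC B (0.105) or IC C (0.123), and without D-AnG A (0.0558) or D-AnG B (0.0960). It was also lost with scaling by library size only, without the filter on low counts (0.0506) and with only the 6 libraries compared (0.112). The same held with the culture letter as a block (0.171) and with every library thinned to the smallest total (0.0604). The call of ZGAL_3152 in KC was lost without D-gal B (0.0691) or D-gal C (0.0642). In IC, the call of ZGAL_3154 was lost without D-gal A (0.0724), B (0.0837) or C (0.0785), and that of ZGAL_3158 without D-gal A (0.113) or B (0.124). Of the alternative settings, scaling by library size only gave the lowest count of called genes in KC, 12. In IC the lowest count was 11, by library size only and without D-gal A or B. Reads in the overlap of neighbouring CDS could be lost in counting: ZGAL_3155 and ZGAL_3156 overlap by 26 bases, and ZGAL_3153 and ZGAL_3154 by 11.

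**Figure D1:**
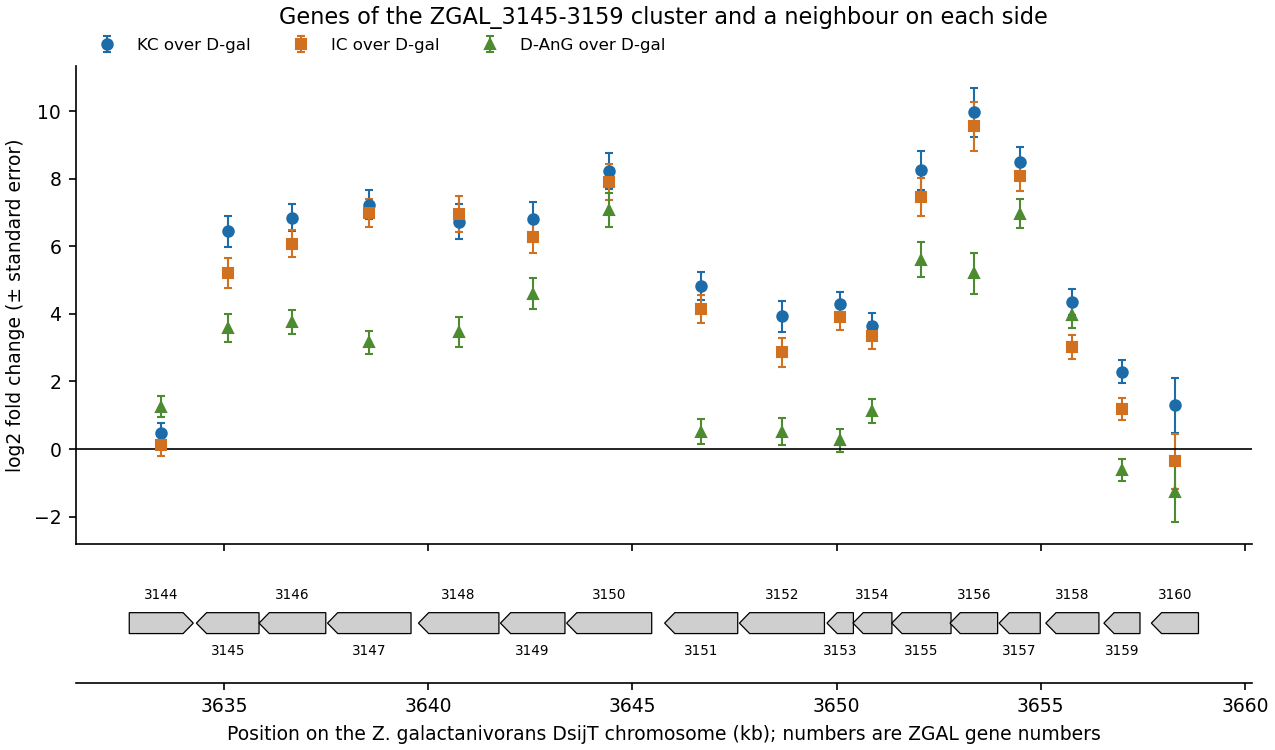
Log2 fold change over D-gal of ZGAL_3144 to ZGAL_3160 in KC, IC and D-AnG, at each gene's position on the chromosome, with the standard error as a bar and an arrow for each CDS. In KC the 15 genes of the PUL lie between 2.29 and 9.97.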

Growth on D-AnG induced 10 genes from the PUL suggesting this monosaccharide, unique to red algae, acts as an effector in regulation. 

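The 10 genes called higher in D-AnG than in D-gal were ZGAL_3145 to ZGAL_3150 and ZGAL_3155 to ZGAL_3158. Adjusted over the list alone, 10 of the 15 genes were called as well. Their log2 fold changes ran from 3.16 for ZGAL_3147 to 7.07 for ZGAL_3150, both GH127 enzymes. The level of ZGAL_3150 was 854 ± 398 CPM in D-AnG against 6.33 ± 0.71 in D-gal (standard error of the log2 fold change 0.51, edgeR adjusted p = 7.86e-06). Over all 15 genes the median was 3.57, and the set moved up with an adjusted p = 7.16e-07 (limma's fry, two-sided). The 5 genes not called were ZGAL_3151 to ZGAL_3154 and *cgrA* (ZGAL_3159), each with an edgeR adjusted p of 1. Their log2 fold changes lay between −0.63, for *cgrA*, and 1.12, for ZGAL_3154. limma's voom (1.35, adjusted p = 4.92e-04) and Benjamini-Hochberg adjustment (0.0275) called ZGAL_3154 higher, which made 11 genes. With scaling by library size only, ZGAL_3151, ZGAL_3152, ZGAL_3153 and ZGAL_3154 changed sign, to −0.75, −0.69, −1.02 and −0.11, and 4 genes of the PUL were called. Leaving out D-gal A, B or C left 7, 6 or 7 genes called. Without D-gal A the adjusted p of ZGAL_3145, ZGAL_3148 and ZGAL_3156 was 0.0628, 0.136 and 0.0565. Without D-gal B it was 0.0729, 0.208 and 0.0634 for the same genes and 0.0504 for ZGAL_3147. Without D-gal C it was 0.0602 for ZGAL_3147, 0.217 for ZGAL_3148 and 0.0654 for ZGAL_3156.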

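The genes for the GH16 and GH82 enzymes that cut carrageenan polymers are *cgkA* (ZGAL_236), *cgiA1* (ZGAL_4265), *cgiA2* (ZGAL_2155) and *cgiA3* (ZGAL_1973). None of these genes was called higher or lower in D-AnG than in D-gal by edgeR, with an adjusted p of 1 each. The log2 fold change of *cgkA* was 0.65 (standard error 0.43) and turned to −0.68 with scaling by library size only. Those of *cgiA1* and *cgiA3* were −0.16 (standard error 0.54) and −0.05 (standard error 0.51), and without D-AnG B both turned to 0.16. For *cgiA2* the value was −1.67 (standard error 0.96) and rested on D-AnG C: its level was 1.44, 3.96 and 49.4 CPM in D-AnG A, B and C, and without C the log2 fold change was −4.50. limma's voom, which gives noisy libraries less weight, called *cgiA2* lower (−3.81, adjusted p = 0.0146).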

The genes that were induced by D-AnG were specific for oligosaccharide and monosaccharide utilization; no genes were induced for the degradation of carrageenan polymers. Unexpectedly, numerous stress-related proteins were also induced (e.g., small heat shock protein, universal stress protein, peptide methionine sulfoxide reductase). Together with the observation that the growth with D-AnG induced cell aggregation, this suggests that free D-AnG is not frequent in the natural environment of *Z. galactanivorans* and that this sugar is normally only an intracellular degradation intermediate and unlikely to be transported by a specific outer membrane transporter.

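The annotation names 19 genes as heat shock, universal stress or methionine sulfoxide reductase proteins, a list set by these words. The words follow the paper's examples of proteins induced in these same D-AnG libraries. Counts and set tests over the list in D-AnG are therefore not independent evidence. edgeR called 6 of them higher in D-AnG than in D-gal, and 14 were called when adjusted over the list alone. Of the 19 genes, 18 had a positive log2 fold change, with a median of 4.15, and the set moved up with an adjusted p = 5.54e-05 (limma's fry, two-sided). The 6 genes encode 2 small heat shock proteins and 4 universal stress proteins. The small heat shock protein gene ZGAL_4237 changed most, by 10.39 (standard error 1.36, edgeR adjusted p = 0.0124). Its size rests on D-AnG C: the level was 2379, 1631 and 27232 CPM in D-AnG A, B and C, and without C the log2 fold change was 7.81, still called. ZGAL_3839, the other one, changed by 7.08 (standard error 1.04, adjusted p = 0.0431). Its level was 21458, 38004 and 183356 CPM in D-AnG A, B and C against 599 ± 388 in D-gal, and without C it changed by 5.43 and was not called (adjusted p = 0.0957). The universal stress protein genes ZGAL_3484, ZGAL_1975, ZGAL_2302 and ZGAL_2262 changed by 4.95, 4.60, 4.42 and 4.15 (adjusted p 0.0107, 0.0103, 0.0341 and 0.0493). The genes for peptide methionine sulfoxide reductase changed by 1.71 to 4.71 and were not called, the smallest edgeR adjusted p being 0.279 (ZGAL_1179). For each of them every D-AnG library lay above every D-gal library. The paper, which used DESeq2, names this reductase among the induced proteins, so the missing edgeR calls are not set against an equal test. With Benjamini-Hochberg adjustment, a less strict threshold, 16 of the 19 stress genes were called higher in D-AnG. A wide list, with chaperones, catalases, thioredoxins and other such proteins, held 69 genes, of which 68 were tested and 15 called (35 adjusted over the list alone, fry adjusted p = 1.53e-05). In KC and IC edgeR called 0 of the 19 genes in either direction. At an unadjusted p under 0.05, 1 was higher and 7 were lower in KC, and 0 were higher and 4 lower in IC. DESeq2 called 2 lower in KC and 0 in IC, and limma's voom 0 in KC and 1 lower in IC. In D-AnG, DESeq2 called 12 of the 19 higher and limma's voom 11, without ZGAL_1975, ZGAL_2302 and ZGAL_3839. The edgeR count fell when single libraries were left out, KC and IC libraries outside this comparison among them. It was 3 without D-gal A, 0 without D-gal B (16 at an unadjusted p under 0.05) and 1 without D-gal C. It was 3 without each of KC B, KC C and IC B, and 1 without D-AnG C.

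**Figure D2:**
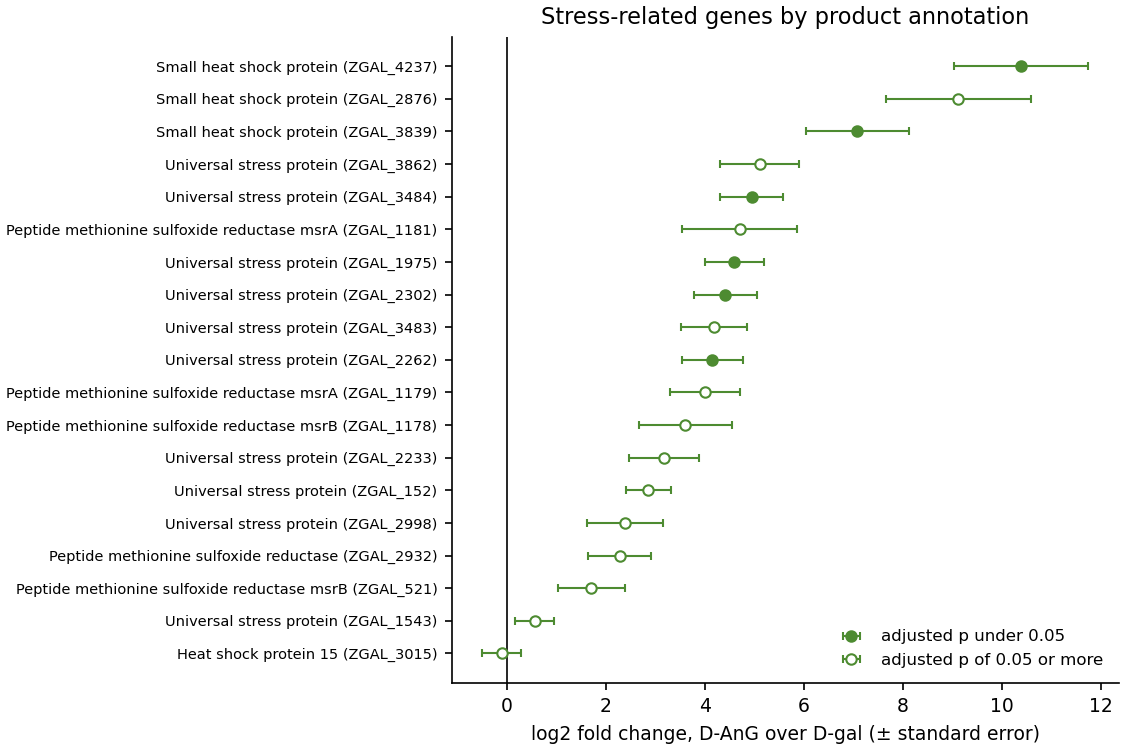
Log2 fold change of the 19 stress genes in D-AnG over D-gal with the standard error as a bar. Filled points mark the 6 genes with an edgeR adjusted p under 0.05, and 18 of the 19 lie above 0.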

**Table 1:** Selection of carrageenan-induced genes in *Z. galactanivorans*

Locus_tag	Description (*gene name*/acronym, family)	KC/D-gal		IC/D-gal		D-AnG/D-gal	
		log2-FC*	*padj*	log2-FC	*padj*	log2-FC	*padj*
ZGAL_181	Sulfatase (*cgsB*2, S1_7)	**8.4**	*7.47E-94*	**8.0**	*5.81E-85*	**5.1**	*3.66E-34*
ZGAL_236	Kappa-carrageenase (*cgkA*, GH16)	**10.6**	*2.68E-163*	**8.7**	*7.26E-110*	0.8	*1*
ZGAL_1973	Iota-carrageenase (*cgiA3*, GH82)	**7.6**	*7.15E-56*	**8.7**	*1.12E-72*	0.1	*1*
ZGAL_3145	Sulfatase (*cgsA*, S1_19)	**6.3**	*1.7E-65*	**5.1**	*1.69E-41*	**3.7**	*3.48E-20*
ZGAL_3146	Sulfatase (*cgsB*1, S1_7)	**6.8**	*1.2E-117*	**6.0**	*1.04E-91*	**3.9**	*1.20E-33*
ZGAL_3147	α-1,3-(3,6-anhydro)-d-galactosidase (*dagA*1, GH127)	**7.2**	*7.4E-135*	**6.9**	*5.12E-125*	**3.3**	*2.67E-25*
ZGAL_3148	α-1,3-(3,6-anhydro)-d-galactosidase (*dagA*2, GH127)	**6.6**	*2.7E-61*	**6.8**	*5.52E-65*	**3.5**	*6.80E-16*
ZGAL_3149	Sugar permease (MFS)	**6.7**	*3.0E-65*	**6.2**	*9.61E-55*	**4.7**	*9.94E-31*
ZGAL_3150	α-1,3-(3,6-anhydro)-d-galactosidase (*dagA*3, GH127)	**8.1**	*2.9E-108*	**7.8**	*3.02E-99*	**7.1**	*3.78E-82*
ZGAL_3151	Sulfatase (*cgsC*, S1_17)	**4.8**	*5.4E-44*	**4.1**	*1.50E-31*	0.7	*1*
ZGAL_3152	α-1,3-(3,6-anhydro)-d-galactosidase (*dagB*, new GH)	**3.9**	*6.5E-23*	**2.8**	*5.72E-11*	0.6	*1*
ZGAL_3153	2-keto-3-deoxy-d-galactonate aldolase (*dauD*)	**4.2**	*9.9E-44*	**3.8**	*2.07E-35*	0.4	*1*
ZGAL_3154	2-keto-3-deoxy-d-galactonate kinase (*dauC*)	**3.6**	*2.4E-30*	**3.3**	*1.84E-25*	1.2	*0.1516*
ZGAL_3155	3,6-anhydro-d-galactose dehydrogenase (*dauA*)	**8.1**	*1.3E-80*	**7.3**	*4.01E-65*	**5.6**	*1.40E-37*
ZGAL_3156	3,6-anhydro-d-galactonate cycloisomerase (*dauB*)	**9.7**	*2.0E-89*	**9.3**	*1.21E-81*	**5.2**	*1.07E-23*
ZGAL_3157	Sugar/H^+^ symporter (DMT)	**8.4**	*5.8E-140*	**8.0**	*3.68E-125*	**7.0**	*3.85E-95*
ZGAL_3158	High-affinity sugar transporter	**4.3**	*8.1E-39*	**3.0**	*4.15E-17*	**4.1**	*8.61E-34*
ZGAL_3159	Transcriptional regulator (*cgrA*, AraC family)	**2.3**	*1.8E-14*	**1.2**	*0.0504*	−0.5	*1*
ZGAL_3580	SusD-like lipoprotein (*cgtB*)	**9.1**	*2.04E-124*	**8.3**	*5.65E-104*	**4.2**	*1.17E-24*
ZGAL_3581	SusC-like TonB-dependent receptor (*cgtA*)	**9.6**	*1.93E-103*	**9.5**	*1.31E-99*	**4.3**	*4.99E-19*
ZGAL_3629	Sulfatase (S1_30)	**8.5**	*8.26E-55*	**4.9**	*2.82E-16*	−0.1	*1*
ZGAL_3630	Sulfatase(S1_28)	**7.1**	*5.54E-48*	**4.3**	*6.27E-16*	0.8	*1*
ZGAL_3631	Polygalacturonase, (GH28)	**7.8**	*1.43E-36*	**3.9**	*1.70E-07*	−0.4	*1*
ZGAL_3632	Polygalacturonase, (GH28)	**7.8**	*8.43E-20*	**4.3**	*1.66E-04*	−0.3	*1*
ZGAL_3633	Beta-galactosidase (GH2)	**9.4**	*1.85E-66*	**6.9**	*2.66E-35*	1.0	*1*
ZGAL_3634	Alpha-l-fucosidase (GH29)	**8.3**	*3.04E-28*	**4.8**	*9.25E-08*	1.8	*1*
ZGAL_3637	SusC-like TonB-dependent transporter (TBDT)	**9.2**	*1.81E-51*	***5.1***	*1.14E-14*	0,7	*1*
ZGAL_3638	SusD-like lipoprotein (SGBP)	**9.9**	*3.92E-53*	***5.3***	*8.26E-14*	−0,1	*1*
ZGAL_4265	Iota-carrageenase (*cgiA*1, GH82)	**8.7**	*2.10E-56*	**4.7**	*6.12E-15*	0.0	*1*

^*^Log2-FC: log2-fold change of KC, IC or D-AnG relative to D-gal as unique carbon source. Boldface type indicates significant changes (FWER 5%). Full data set is available in Supplementary Data 1–9

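Across all 4552 CDS tested, edgeR called 69 genes higher and 5 lower in KC than in D-gal, and 61 higher and 6 lower in IC. Of these, 54 of the 69 and 48 of the 61 lay outside the PUL of ZGAL_3145 to ZGAL_3159. All called genes had every library of the carbon source on one side of every D-gal library. Of all genes tested, 53.8% in KC and 55.6% in IC were apart in this way, and chance gives 10%. The median log2 fold change of the genes called higher was 6.84 in KC and 4.51 in IC. Both lists shared 38 genes. Groups without any change, simulated 50 times against the same D-gal libraries, shared 0.02 genes on average and 1 at most. The 5 largest changes in KC were those of *cgkA* (ZGAL_236), ZGAL_3638, ZGAL_3156, ZGAL_3338 and ZGAL_3581. In IC they were those of ZGAL_3581, ZGAL_3156, *cgiA3* (ZGAL_1973), *cgkA* and ZGAL_3580. ZGAL_3338, a SusD/RagB family protein gene from 3839665 to 3841581 on the minus strand, changed by 9.84 in KC (standard error 0.75, edgeR adjusted p = 1.95e-05). With Benjamini-Hochberg adjustment, the alternative that moved these counts most in KC, 522 genes were higher in KC and 392 in IC. Without KC A, 141 genes were called higher in KC. Without D-gal A, B or C, 25, 24 or 25 were called higher in IC and 21, 21 or 23 in both. Scaling by library size only changed the split in IC to 36 genes higher and 26 lower.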

Numerous genes outside the ZGAL_3145-3159 cluster were strongly upregulated by carrageenans. Significantly, the most induced gene when grown on KC was the kappa-carrageenase *cgkA* (*zgal_236*, *gh16*)^22^; this gene was also heavily induced by growth on IC (Table 1, Supplementary Data 1–9). 

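*cgkA* lies from 290722 to 292362 on the plus strand. Its level was 8.50 ± 2.44 CPM in D-gal, 14430 ± 4307 in KC and 3930 ± 1331 in IC (mean ± SD over 3 cultures). The log2 fold change was 10.73 in KC (standard error 0.60, edgeR adjusted p = 2.85e-07) and 8.85 in IC (standard error 0.56, adjusted p = 1.42e-06). Among the genes called higher it ranked 1 in KC and 4 in IC. With every library thinned at random to the smallest total, it ranked 3 in KC, after ZGAL_3639 (11.06) and ZGAL_3638 (10.69), with 10.60.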

The iota-carrageenase genes *cgiA*1 (*zgal_4265*, *gh82-1*) and *cgiA*3 (*zgal_1973*, *gh82-3*)^23,24^ were upregulated in both KC and IC. 

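*cgiA1* (4980692 to 4982167, minus strand) had 30.0 ± 4.97 CPM in D-gal, 14376 ± 8723 in KC and 857 ± 186 in IC. Its log2 fold change was 8.90 in KC (standard error 0.74, edgeR adjusted p = 5.95e-05) and 4.83 in IC (standard error 0.62, adjusted p = 0.0101). Its call in IC was lost without D-gal A (adjusted p = 0.131), B (0.195) or C (0.175), without IC A (0.0581) and with the culture letter as a block (0.0531). *cgiA3* (2298513 to 2299502, minus strand) had 3.27 ± 0.66 CPM in D-gal, 727 ± 252 in KC and 1541 ± 714 in IC. It changed by 7.78 in KC (standard error 0.57, adjusted p = 9.77e-06) and by 8.87 in IC (standard error 0.59, adjusted p = 3.21e-06).

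**Figure D3:**
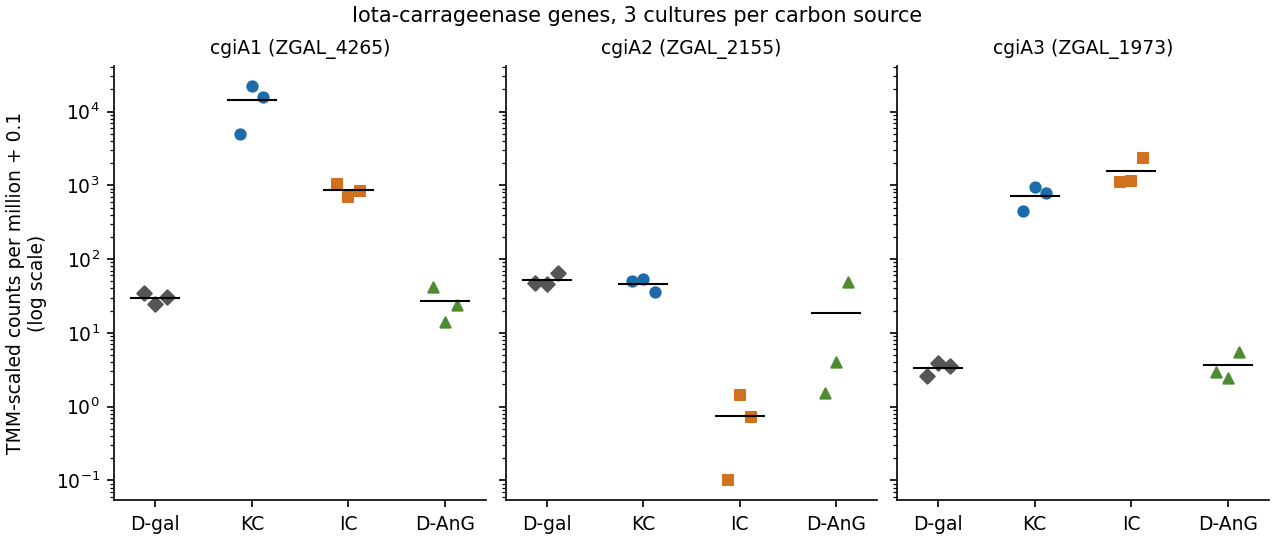
Level of the iota-carrageenase genes *cgiA1*, *cgiA2* and *cgiA3* in each of the 12 libraries, in CPM plus 0.1 on a log axis. Each point is a culture and each black line the mean of 3. *cgiA1* and *cgiA3* lie higher in KC and IC than in D-gal in every library, and *cgiA2* has a count of 0 in IC A.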

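The level of *cgiA2* (ZGAL_2155, 2520337 to 2521611 on the minus strand) in D-gal was 36.6, 35.7 and 51.0 RPKM (reads divided by the coding length in kb and the TMM-scaled library size) in cultures A, B and C. Its mean of 41.1 ± 8.60 RPKM stood beside 20.4 ± 3.37 for *cgiA1* (ZGAL_4265) and 3.31 ± 0.67 for *cgiA3* (ZGAL_1973). *cgiA2* was the highest of these genes in 3 of 3 D-gal libraries. In CPM, *cgiA2* had 52.4 ± 11.0 in D-gal and 46.2 ± 9.77 in KC, a log2 fold change of −0.18 (standard error 0.89, edgeR adjusted p = 1) that is smaller than the spread between cultures. Without D-gal C it was 0.0043, and none of 26 alternative settings called it. By culture (A, B and C), *cgiA2* had 46.7, 45.5 and 65.0 CPM in D-gal and 49.6, 53.8 and 35.2 in KC, and raw counts of 0, 10 and 3 in IC. In IC the level was 0.658 ± 0.674 CPM and the log2 fold change −6.05 (standard error 1.18, adjusted p = 0.75). Every IC library lay below every D-gal library. Of the 26 alternative settings, 6 called *cgiA2* lower in IC: DESeq2 with and without a prior on the fold change, limma's voom, scaling by library size only, Benjamini-Hochberg adjustment, and leaving out D-AnG C (−6.13, adjusted p = 0.0176). The adjusted p ranged from 1.5e-05 to 1 over the 26. The edgeR standard error draws on all 12 libraries, and the counts of *cgiA2* in D-AnG were 5, 10 and 37 in A, B and C.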

Interestingly, *cgiA*2 (*zgal_2155*, *gh82-2*) was the most expressed iota-carrageenase gene in d-galactose but was downregulated in KC and IC. Thus ZGAL_2155 could act as a constitutive sentinel enzyme involved in the initial degradation step releasing signal oligosaccharides inducing the carrageenolytic system. 

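Among the 4937 CDS ranked by mean RPKM in the 3 D-gal libraries, *cgiA2* stood at percentile 49.6. *cgiA1* stood at 35.2, *cgkA* at 17.1 and *cgiA3* at 13.4. The median CDS had 42.0 RPKM in D-gal.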

The wild-type kappa-carrageenase CgkA and iota-carrageenase CgiA1 were previously shown to be extracellular enzymes^22,23^. Thus, the role of these enzymes is probably to generate oligosaccharides for transport by *Z. galactanivorans’* SusCD-like transport system. The family S1–7 sulfatase, ZGAL_181, was also among the genes most induced by carrageenans. 

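ZGAL_181 lies from 211464 to 213113 on the plus strand and carries the symbol *idsA1* in the deposited table. Among the genes called higher by edgeR it ranked 18 in KC, 6 in IC and 56 in D-AnG. Its level was 11.3 ± 0.85 CPM in D-gal, 4074 ± 1140 in KC, 3134 ± 232 in IC and 393 ± 221 in D-AnG. The log2 fold change was 8.49 in KC (standard error 0.59, edgeR adjusted p = 5.35e-06), 8.11 in IC (standard error 0.58, adjusted p = 7.88e-06) and 5.12 in D-AnG (standard error 0.51, adjusted p = 4.80e-04). With only the 6 libraries compared, the call in D-AnG was lost (adjusted p = 0.0616).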

The corresponding protein displays 65% identity with ZGAL_3146 (CgsB1, S1_7 sulfatase) which desulfates the alpha-carrabiose into beta-carrabiose motifs, suggesting that ZGAL_181 (gene named *cgsB2*) catalyzes the same reaction. These genes are probably the result of relatively recent gene duplication. Two major players missing in the carrageenan-specific PUL are the archetypal *sus*C-like and *susD*-like genes. 

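The TonB-dependent receptor gene ZGAL_3581 lies from 4144984 to 4148214 on the minus strand. Its level was 18.0 ± 2.17 CPM in D-gal, 14608 ± 2447 in IC, 16316 ± 4427 in KC and 352 ± 199 in D-AnG. Its log2 fold change in IC was 9.66 (standard error 0.70, edgeR adjusted p = 8.73e-06). It ranked 1 among the genes called higher in IC and 2 without IC B or without IC C. In KC it changed by 9.82 (standard error 0.70, adjusted p = 7.65e-06), and in D-AnG by 4.29 (standard error 0.55, adjusted p = 0.00981). The call in D-AnG was lost without D-gal A (adjusted p = 0.193), B (0.164) or C (0.220), with scaling by library size only, and with a fit of only the 6 libraries compared.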

The most induced gene when grown on IC was the SusC-like TBDT *zgal_3581*; this gene was also highly induced by growth on KC and to a lesser degree by growth on D-AnG. The adjacent gene encodes a SusD-like lipoprotein (ZGAL_3580) which was also substantially upregulated in all three conditions. This *susCD*-like gene pair, distal to the PUL, is a good candidate for the outer membrane transport system associated with the ZGAL_3145-3159 cluster. This hypothesis is supported by genomic comparative analyzes, mutant phenotyping and biochemical experiments (see below). 

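ZGAL_3580 lies on the same strand from 4143222 to 4144973, and 131 of its bases also belong to another CDS. Its level rose from 19.3 ± 1.65 CPM in D-gal to 11772 ± 2698 in KC, 6938 ± 2478 in IC and 339 ± 115 in D-AnG. The log2 fold change was 9.25 in KC (standard error 0.60, edgeR adjusted p = 1.75e-06), 8.49 in IC (standard error 0.58, adjusted p = 3.62e-06) and 4.13 in D-AnG (standard error 0.48, adjusted p = 0.00255). In D-AnG the call was lost without D-gal A (0.0621), B (0.0784) or C (0.0643) and with scaling by library size only.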

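Compared directly, KC and IC differed by a log2 fold change of 0.16 for ZGAL_3581 (standard error 0.48) and 0.76 for ZGAL_3580 (standard error 0.42), each with an edgeR adjusted p of 1. Without KC B the value of ZGAL_3581 was −0.083. For the 15 genes of the PUL of ZGAL_3145 to ZGAL_3159 the median difference was 0.53, and limma's fry test over the set gave an adjusted p = 0.0124 (two-sided). edgeR called 0 of the 15 genes higher or lower in KC than in IC, with 5 higher and 0 lower at an unadjusted p under 0.05. Adjusted over the list alone, 1 was called. DESeq2 called 0 and limma's voom 1.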

Finally, a second PUL is strongly induced in both KC and IC but not D-AnG (ZGAL_3629-3638). This gene cluster encodes four glycoside hydrolases (1 GH2, 1 GH29, and 2 GH28), two sulfatases (S1_28 and S1_30 subfamilies) and a SusCD-like pair.

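edgeR called 9 of the 10 genes ZGAL_3629 to ZGAL_3638 higher in KC than in D-gal, 6 higher in IC and 0 higher in D-AnG. In D-AnG, 0 were higher at an unadjusted p under 0.05, and DESeq2 and limma's voom called 0. Adjusted over the list alone, 10, 8 and 0 were called, which is not independent evidence because the paper drew this list from the same libraries. The median log2 fold change was 8.47 in KC, 4.81 in IC and −0.39 in D-AnG, where the mean was −0.01. The set moved up in KC with an adjusted p = 6.60e-07 and in IC with an adjusted p = 5.25e-05, and gave an adjusted p = 0.907 in D-AnG (limma's fry, two-sided). Single genes changed by 3.04 to 10.23 in KC, by 0.41 to 7.12 in IC and by −0.86 to 1.57 in D-AnG. The gene not called in KC was ZGAL_3636 (4.36, standard error 0.66, edgeR adjusted p = 0.0631, and 7.36e-04 without IC A). In IC, ZGAL_3632 (4.59, adjusted p = 0.455) and ZGAL_3634 (5.04, adjusted p = 0.0764) were called only without IC A (0.00191 and 0.0117) among the fits that left out 1 library. ZGAL_3635 (0.41) and ZGAL_3636 (1.03) had an adjusted p of 1 in IC, and ZGAL_3635 turned to −0.36 with scaling by library size only. The call of ZGAL_3632 in KC was lost without D-gal A (0.0638), B (0.0741) or C (0.0733). That of ZGAL_3635 in KC (3.04, adjusted p = 0.0259) held only without KC A, D-AnG A or D-AnG C and was lost without any other library (0.0517 to 0.475). The call of ZGAL_3631 in IC (4.10, adjusted p = 0.0429) held only without KC A or IC A (0.0513 to 0.606 without any other). In IC the count of called genes was 3 without D-gal A or B, 4 without D-gal C, IC B or IC C, and 2 with only the 6 libraries compared. The genes beside the PUL on its far end, ZGAL_3639 and *porE* (ZGAL_3640), changed by 9.76 and 4.54 in KC, and *porD* (ZGAL_3628) on the near end by 7.56 (adjusted p 2.99e-05, 0.0268 and 1.90e-04). The call of *porE* was lost without D-gal A (0.259), B (0.370) or C (0.407), KC B (0.137), KC C (0.155), IC B (0.0698) or D-AnG B (0.0595).

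**Figure D4:**
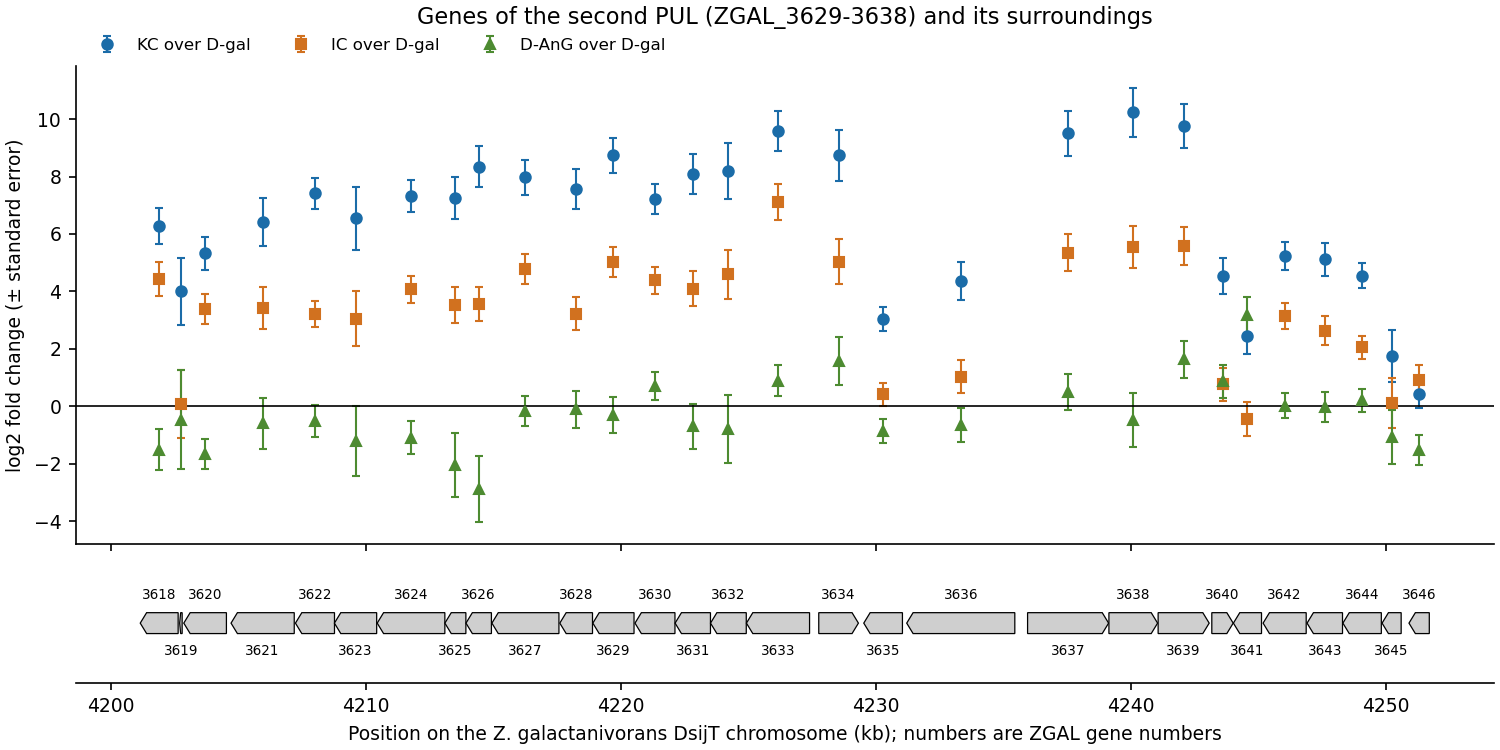
Log2 fold change over D-gal of ZGAL_3618 to ZGAL_3646 in KC, IC and D-AnG, at each gene's position on the chromosome, with the standard error as a bar and an arrow for each CDS. From ZGAL_3629 to ZGAL_3638 the values reach 10.23 in KC, 7.12 in IC and 1.57 in D-AnG.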

### Characterization of key genes distant from the carrageenan PUL

Complete carrageenan catabolism requires the hydrolysis of the beta-1,4-linkage at the non-reducing end of odd-DP oligo-carrageenans produced by the action of the 3,6-anhydro-d-galactosidases. After beta-galactosidase hydrolysis the resulting even-DP oligosaccharides become again substrates for the 3,6-anhydro-d-galactosidases, and so on until the complete degradation into free d-galactose and 3,6-anhydro-d-galactose. We hypothesized that at least one of the 8 predicted GH2 beta-galactosidases encoded in the genome of *Z. galactanivorans* was capable of this activity. 

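The annotation assigns 9 genes to family GH2. edgeR called 1 of the 9 higher in KC than in D-gal, and the same gene, *bgaB* (ZGAL_3633), was the 1 called in IC. Adjusted over the list alone, 4 were called in KC and 2 in IC. In D-AnG, 0 of the 9 genes were called higher by edgeR, DESeq2 or limma's voom, and 0 were higher at an unadjusted p under 0.05. *bgaB* lies from 4224923 to 4227400 on the minus strand. Its log2 fold change was 9.60 in KC (standard error 0.69, edgeR adjusted p = 9.36e-06) and 7.12 in IC (standard error 0.63, adjusted p = 1.14e-04), and all 26 alternative settings called it in both. The next largest changes among the GH2 genes in KC were those of ZGAL_3599 (3.29), ZGAL_3613 (2.61) and ZGAL_3601 (2.20). ZGAL_3613 was called in KC only without IC A among the fits that left out 1 library, which gave 2 GH2 genes. As a set, the 9 genes moved up in KC with an adjusted p = 1.38e-04 and in IC with an adjusted p = 0.00739, and down in D-AnG with an adjusted p = 0.0115 (limma's fry, two-sided). In D-AnG 3 were called lower when adjusted over the list alone. The value in IC rests on *bgaB*: in a test chosen after these values were seen, the other 8 genes gave an adjusted p = 0.00871 in KC, 0.312 in IC and 0.00711 in D-AnG (limma's fry).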

ZGAL_3633 stood out as the most probable candidate since its gene expression was induced significantly in both iota- and kappa-carrageenans (Table 1). Thus, we cloned ten GH2 constructs from *Z. galactanivorans*, including ZGAL_3633. All these recombinant enzymes displayed beta-galactosidase activity on an artificial substrate (pNP-beta-d-galactopyranoside, Supplementary Fig. 11). As demonstrated using HPLC (Fig. 7, Supplementary Discussion), two of the GH2s, ZGAL_3633 and ZGAL_4655, are active on odd-DP oligo-carrageenans (furcellaran hydrolyzed by kappa-carrageenase followed by hydrolysis by the 3,6-anhydro-d-galactosidase ZGAL_3152). Both ZGAL_3633 and ZGAL_4655 are constitutively expressed at low levels in *Z. galactanivorans* in minimum medium supplemented with d-galactose (Supplementary Data 1–9); however, ZGAL_4655 is not induced by kappa- and iota-carrageenans, suggesting that ZGAL_3633 is the key carrageenan-specific beta-galactosidase. Thus, *Z. galactanivorans* has all the enzyme activities necessary for the complete degradation of kappa family carrageenans, most of them encoded by the ZGAL_3145-3159 cluster and the others by remote, carrageenan-induced genes (GH16: ZGAL_236; GH82: ZGAL_1973, ZGAL_4265; GH2: ZGAL_3633; S1–7: ZGAL_181).

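In D-gal, *bgaB* had 1.56 ± 0.20 RPKM and *bgaF* (ZGAL_4655) 4.42 ± 0.70 (mean ± SD over 3 cultures). These are percentiles 7.80 and 15.7 of the 4937 CDS, and a CDS at percentile 10 had 2.14 RPKM. *bgaF* lies from 5366976 to 5369513 on the minus strand. Its level was 11.2 ± 1.77 CPM in D-gal, 20.0 ± 8.97 in KC and 10.0 ± 8.67 in IC, with 0, 14.6 and 15.4 CPM in IC A, B and C. The count of 0 in IC A allows up to 1.14 CPM. The log2 fold change of *bgaF* was 0.83 in KC and −0.14 in IC (standard error 0.96 each, edgeR adjusted p = 1), a difference not detectable at this depth and spread. In IC it ranged from −0.93, with every library thinned, to 0.42, without IC A, and none of 26 alternative settings called it in KC or IC.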

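By log2 fold change among the genes called higher in KC, these genes ranked 1 (ZGAL_236), 7 (ZGAL_3633), 13 (ZGAL_4265), 18 (ZGAL_181) and 26 (ZGAL_1973). In IC they ranked 3 (ZGAL_1973), 4 (ZGAL_236), 6 (ZGAL_181), 10 (ZGAL_3633) and 27 (ZGAL_4265). In the direct comparison of KC with IC, ZGAL_236 differed by 1.88 (standard error 0.41) and ZGAL_181 by 0.38 (standard error 0.43), each with an edgeR adjusted p of 1. DESeq2, limma's voom and Benjamini-Hochberg adjustment called ZGAL_236 higher in KC than in IC (adjusted p 0.00286, 0.00801 and 0.00513).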

**Fig. 7:**
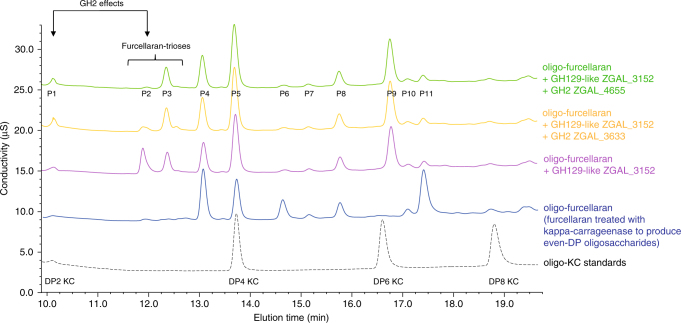
Sequential digestion of furcellaran oligosaccharides by DagB and GH2 enzymes. HPLC results for the ZGAL_3152 (DagB, GH129-like) and GH2 (ZGAL_3633, ZGAL_4655) sequential enzyme digests on furcellaran oligosaccharides. Oligo-kappa-carrageenan standards (DP2, DP4, DP6, and DP8) are shown in black dotted line on the chromatogram. First, oligo-furcellaran (blue line) was treated with ZGAL_3152 (purple line). This reaction was then stopped by heating at 90 °C for 10 min. Following the inactivation of ZGAL_3152 the oligosaccharides were treated with either ZGAL_3633 (orange line) or ZGAL_3655 (green line)

The carrageenan gene cluster lacks the *susCD*-like gene pair found within canonical PULs; however, the *susCD*-like gene pairs *zgal_3580*/*zgal_3581* and *zgal_3637*/*zgal_3638* are upregulated when grown on iota- and kappa-carrageenans suggesting these are good outer membrane candidates for oligo-carrageenan transport. 

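The genes of the second pair lie next to each other on the plus strand, ZGAL_3637 from 4235954 to 4239133 and ZGAL_3638 from 4239145 to 4241055. The level of ZGAL_3637 was 3.33 ± 1.40 CPM in D-gal, 2443 ± 1228 in KC and 137 ± 73.8 in IC. Its log2 fold change was 9.51 in KC (standard error 0.78, edgeR adjusted p = 4.37e-05) and 5.35 in IC (standard error 0.65, adjusted p = 0.00553). ZGAL_3638 had 1.11 ± 0.37 CPM in D-gal, 1356 ± 611 in KC and 52.2 ± 27.8 in IC. It changed by 10.23 in KC (standard error 0.86, adjusted p = 6.75e-05) and by 5.54 in IC (standard error 0.72, adjusted p = 0.0121). In IC, the call of ZGAL_3637 was lost without D-gal A (adjusted p = 0.0744) or B (0.0908). That of ZGAL_3638 was lost without D-gal A (0.136), B (0.177) or C (0.212), IC B (0.0857) or IC C (0.0606).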

We succeeded in producing and purifying soluble ZGAL_3580 and ZGAL_3638 (SusD-like proteins) and probed their interaction with red algal cell wall polysaccharides using affinity gel electrophoresis (Fig. 8a). In the native gel without polysaccharide, ZGAL_3580 migrates as a single band while ZGAL_3638 forms a smear. There are changes in the intensity of the different bands corresponding to ZGAL_3638 on all of the polysaccharides tested, suggesting that the polysaccharides may have an effect on the quaternary structure of the protein, but there is no obvious delay in the migration and ZGAL_3638 did not appear to significantly interact with the ligands tested. The absence of ZGAL_3638 specificity for carrageenans and the presence of two putative GH16 beta-porphyranases, ZGAL_3628 (PorD) and ZGAL_3640 (PorE) encoded in the ZGAL_3628-3640 locus suggest that this locus is more likely dedicated to the degradation of another sulfated galactan distinct from carrageenans (e.g., sulfated agars). In contrast, migration of ZGAL_3580 is retarded (as a clear band) by kappa-carrageenan and furcellaran and only slightly by iota carrageenan. No shift is apparent in agar, porphyran or lambda-carrageenan. Therefore, ZGAL_3580 interacts with kappa family carrageenans. Phenotyping experiments on *Z. galactanivorans* deletion mutant Δ*zgal_3580*/Δ*zgal_3581* indicate pronounced inhibition of growth relative to wild type on both KC and IC and moderate inhibition of growth on furcellaran (Fig. 8b). The biochemical (Fig. 8a) and the genetic (Fig. 8b) experiments confirm the affinity of ZGAL_3580 and ZGAL_3581 for family kappa carrageenans, but with a difference in preference depending on the chosen method. However, the genetic approach evaluates the combined properties of ZGAL_3580 and ZGAL_3581, whereas the gel shift assay only characterized ZGAL_3580. This suggests that the TBDT ZGAL_3581 has a strong affinity for iota-carrageenan, which compensates for the reduced affinity of the SusD-like protein ZGAL_3580 for this polysaccharide relative to KC. Overall, these results are consistent with ZGAL_3580/ZGAL_3581 being responsible for carrageenan oligosaccharide import, forming part of the carrageenan regulon and thus acting as the distal *susCD*-like gene pair for the carrageenan PUL. The genes have been named *cgtA* for the SusC-like TBDT (*zgal_3581*) and *cgtB* for the SusD-like lipoprotein (*zgal_3580*).

**Fig. 8:**
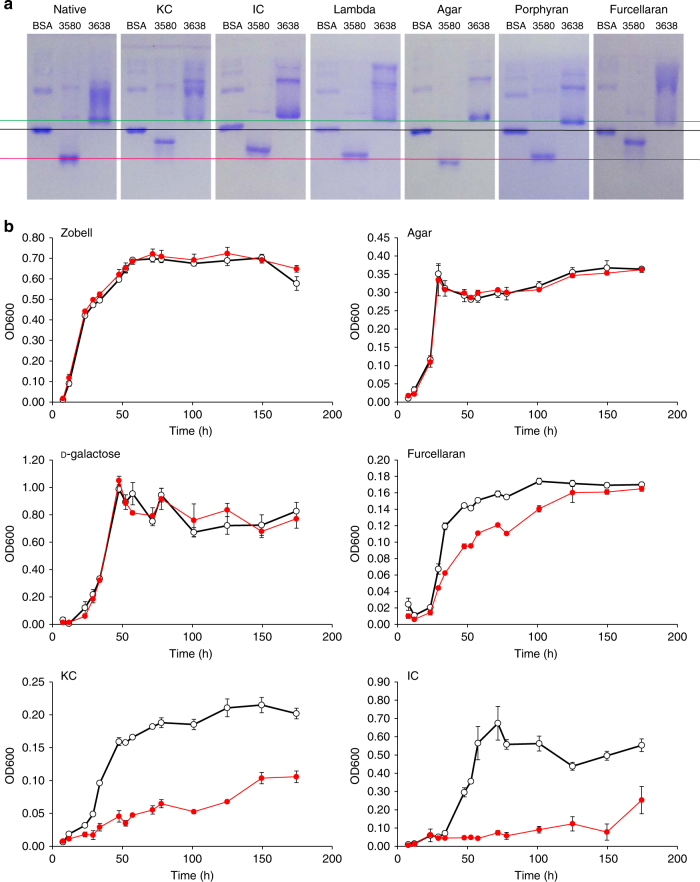
Affinity gel electrophoresis for the SusD-like proteins and phenotyping for the *susCD*-like mutant Δ*cgtA-cgtB*. **a** BSA and recombinant ZGAL_3580 (CgtB, SusD-like) and ZGAL_3638 (SusD-like) migrated at 60 V over 5 h in native-PAGE gels or in gels containing different red algal cell wall polysaccharides. The delay of migration for ZGAL_3580 (red line) and ZGAL_3638 (green line) was compared between the native gels and the polysaccharide containing gels by comparison with BSA (black line). **b** Growth curves for wild-type *Z. galactanivorans* (black curves) and Δ*cgtA-cgtB* (red curves) in rich Zobell media and in minimal media containing different carbohydrate substrates

Based on the biochemical, genetic, and transcriptomic evidence presented here, we have demonstrated for the first time a complete scheme for the catabolism of kappa-, iota- and beta-carrageenans in *Z. galactanivorans*, from the initial action of the GH16 kappa-carrageenase (CgkA)^22^ and GH82 iota-carrageenases (CgiA1-3)^23,24^ to the conversion in four steps of D-AnG into d-glyceraldehyde-3-phosphate and pyruvate (Fig. 3); these latter compounds presumably then enter glycolysis and the citric acid cycle, respectively. The released d-galactose residues are expected to be further converted by the Leloir pathway. The majority of the molecular actors in this pathway and in its regulation are encoded by a discrete genetic locus; however, other key genes are localized remotely on the genome and are part of a carrageenan-induced gene network (Table 1). These genes are thus part of a complex regulon (referred to as the carrageenan utilization system) and the key genes have been named (Table 1).

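Of the genes called higher by edgeR, 45 of 69 in KC and 42 of 61 in IC lay outside both PULs, ZGAL_3145 to ZGAL_3159 and ZGAL_3629 to ZGAL_3638. Either carrageenan raised 92 genes, 77 of them outside the first PUL. D-AnG shared 14 called genes with KC and 15 with IC, and 14 genes were called in all 3. The paper describes a pathway encoded mostly by the PUL of ZGAL_3145 to ZGAL_3159, with other key genes remote and carrageenan-induced. From biochemical, genetic and transcriptomic evidence, it concludes that these genes belong to a complex regulon, which it calls the carrageenan utilization system (Table 1). From the partial induction of the PUL by D-AnG it proposes that this monosaccharide acts as an effector in regulation.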

### Plasticity of carrageenan utilization systems amends the notion of PUL

We searched the Genbank database for bacteria possessing a potential carrageenan-specific PUL, using BlastP with key enzymes as queries (ZGAL_3150 (DagA3, GH127-3), ZGAL_3155 (DauA, 3,6-anhydro-d-galactose dehydrogenase)). After manual verification of each genomic region, we identified 29 species with a homologous carrageenan-specific PUL (including *Tenacibaculum jejuense* whose genome sequence has been sequenced by Eric Duchaud’s group and deposited at EMBL in the context of this study). These bacteria belong to four phyla: *Bacteroidetes*, *Proteobacteria, Planctomycetes*, and *Firmicutes*. All these microorganisms originate from marine ecosystems: mostly free-living bacteria isolated from seawater, marine sediments or isolated at the surface of macroalgae, but also gut bacteria from animals feeding on macroalgae (surgeon fish, sea urchin, and abalone). The limits of each PUL were manually refined and clusters of orthologous genes from this PUL were subsequently determined (Supplementary Data 10, 11, Supplementary Fig. 12). Homologs of selected carrageenan-induced genes from *Z. galactanivorans* were also searched in the 29 bacterial genomes (Supplementary Data 10, 11) with the conservation of these genes evaluated by a Heatmap; based on these conservation profiles, the bacterial species clustered into 5 main clades (Fig. 9). Clades 1 and 2 include only *Bacteroidetes* (from different classes) and their PUL organizations are the most similar to that of *Z. galactanivorans*. Strikingly, several carrageenan-induced genes remote from the *Z. galactanivorans* carrageenan-specific PUL are found within the carrageenan-specific PULs of other *Bacteroidetes*. This is notably the case of ZGAL_3581 (*cgtA*) and ZGAL_3580 (*cgtB*), which is consistent with the function in *Z. galactanivorans* of this SusCD-like pair in the import of carrageenan degradation-products. *Z. galactanivorans* possesses two S1_7 sulfatases (65% sequence identity), one located in the carrageenan PUL (ZGAL_3146) and the other distal to the PUL (ZGAL_181) but forming part of the carrageenan regulon (Table 1). In contrast, the PULs of several *Bacteroidetes* species contains both orthologous genes of the S1_7 sulfatases (Supplementary Fig. 12), consistent with the hypothesis of recent gene duplication. The GH127 genes are likely another example of gene duplication, since their number varies from 1 to 3 paralogous genes depending on the species. Other *Bacteroidetes* PULs contain GH16 genes distantly related to *zgal_236* (*cgkA*) and most likely forming a new GH16 subfamily. Within clades 1 and 2 we can define a core carrageenan utilization system which includes *dauA*, *dauB*, *dauC, dauD*, *dagA*, *cgsB*, *cgrA*, *cgtA*, and *cgtB*. Unexpectedly, the GH16 kappa-carrageenases and the GH82 iota-carrageenases are not part of the core system. Indeed some species harbor only one type of carrageenase, while others are deprived of any known carrageenases, suggesting that these latter bacteria may have new carrageenase families or that they can only degrade predigested oligosaccharides. Whereas the GH127 genes (*dagA*) are strictly conserved in the PUL, the GH129-like gene (*dagB*) is only found in a few species, suggesting that the ancestral α-1,3-(3,6-anhydro)-d-galactosidase activity was due to the GH127 family.

**Fig. 9:**
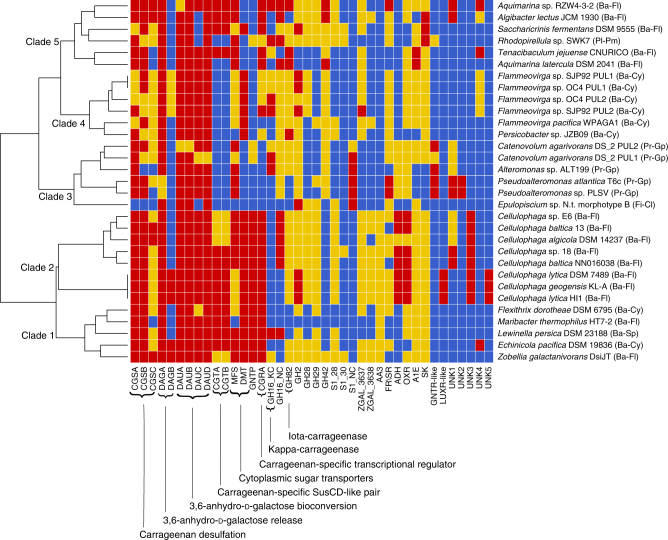
Conservation of the carrageenolytic PUL organization among bacterial genomes. Putative homologs of selected carrageenan-induced genes from *Z. galactanivorans* were found in 29 other bacterial genomes with the conservation of these genes evaluated by a heatmap. Based on these conservation profiles, the bacterial species cluster into 5 main clades. Red coloring indicates the genes are conserved in a PUL, yellow indicates the genes are conserved elsewhere in the genome and blue indicates the genes are absent in the genome. Gene names for the *Z. galactanivorans* carrageenan-utilization locus are found in Table 1 and the legend of Fig. 1. Abbreviations: CGTA, CarraGeenan Transport A (SusC-like, TonB-dependent transporter); CGTB, CarraGeenan Transport B (SusD-like lipoprotein); GH, glycoside hydrolase; S1, family 1 sulfatase; AA3, auxiliary activity 3; FR/SR, fumarate reductase/succinate dehydrogenase; ADH, aldehyde dehydrogenase; OXR, isoquinoline 1-oxidoreductase alpha subunit; A1E, aldose 1-epimerase; SK, sugar kinase; GNTR-like and LUXR-like, transcription factor families GNTR and LUXR; UNK, unknown function. The phylum and class are indicated beside each organism in parentheses: Ba, *Bacteroidetes*; Pl, *Planctomycetes*; Pr, *Proteobacteria*; Fi, *Firmicutes*; Fl, *Flavobacteriia*; Pm, *Planctomycetia*; Cy, *Cytophagia*; Gp, *Gammaproteobacteria*; Cl, *Clostridia*; Sp, *Sphingobacteriia*

In clades 3, 4, and 5, the structure of the carrageenan-specific PUL is significantly modified. When considering the 30 bacterial species, the core system is restricted to the genes responsible for the release of D-AnG (*dagA*) and for its catabolism (*dauA*, *dauB*, *dauD*). This may be due to horizontal gene transfer (HGT) events from *Bacteroidetes* to other phyla. Somewhat surprising is the lack of *dauC* in some species. Such bacteria may use a non-phosphorylative variant of the Entner-Doudoroff pathway to degrade 2-keto-3-deoxy-d-galactonate, as observed in the archaeon *Picrophilus torridus* ^37^. The *susD*-like genes are unique to the *Bacteroidetes* ^8^ and transfer of the PUL to species belonging to other phyla has resulted in the loss of the *susCD*-like pair. This phenomenon is observed in the clade 3 Gammaproteobacteria (Fig. 9) and was previously identified in the case of alginolytic operons^19^. However, this does not mean that TBDT are absent in the gene clusters of other phyla. For instance, all clade 3 Gammaprotobacteria species have a TBDT gene in their cluster (CATDS2_v1220055 in *Catenovulum agarivorans* DS-2; JRKG01_v1_110122 in *Pseudoalteromonas* sp. PLSV; Patl_0887 in *P. atlantica* T6c; H978DRAFT_1909 in *Alteromonas* sp. ALT199). They are only distantly related to ZGAL_3581, but their location within the cluster strongly suggests that they play a similar role in the import of the carrageenan degradation product. Such clusters containing polysaccharide-related TBDT genes have already been described in Gammaproteobacteria^38^. The presence of carrageenan-specific PULs in gut bacteria from marine herbivorous animals is also reminiscent of the horizontal acquisition of porphyran/agar-related genes in animal and human intestinal symbionts^39^. This is quite clear for the surgeon fish symbiont *Epulopiscium* sp. (Fig. 9, clade 3), which is also known to have horizontally acquired GH16 porphyranase and GH117 genes from marine flavobacteria^40^. Phylogenetic analysis of the GH127 family unraveled another likely HGT case (Supplementary Fig. 13, Supplementary Data 12). Whereas ZGAL_3148 (DagA2, GH127-2) and ZGAL_3150 (DagA3, GH127-3) cluster only with homologs from marine bacteria harboring the carrageenan-specific PUL, ZGAL_3147 (DagA1, GH127-1) is at the root of a clade including GH127 enzymes from human gut *Bacteroides* species. These *dagA*1-like genes are within PULs including GH genes at first sight unrelated to carrageenans (e.g. GH78, GH95, GH105; Supplementary Fig. 14). Thus, these *Bacteroides* GH127 genes have a marine origin, but have most likely evolved in specificity after their horizontal acquisition.

### Conclusion

Here we have shown that PUL-like structures (lacking the *susCD*-like pair but maintaining other carrageenan-related genes) are found in bacterial phyla other than *Bacteroidetes*. Furthermore, the carrageenan utilization system is not static and can be characterized by gene losses and gene acquisitions with a dedicated core 3,6-anhydro-d-galactose metabolism that is conserved within carrageenolytic bacteria. This core system is essential but not sufficient for carrageenan utilization. Missing functions (e.g., carrageenases, some specific sulfatases) may be assumed by non-orthologous genes in different bacterial species. Therefore, polysaccharide utilization pathways are not always conferred by a single locus, even in *Bacteroidetes*, and may consist of a complex regulon. Moreover, our work experimentally strengthens the recent proposition^41^ that the PUL definition should not be restricted to the presence of a *susCD*-like pair and that this PUL notion should be extended to other bacterial phyla.

## Methods

### Materials

All materials were obtained from Sigma-Aldrich unless stated otherwise. Bacterial strains and plasmids used for phenotyping and complementation studies are listed in Supplementary Table 4.

### Cloning of target genes

All the *Z. galactanivorans* genes were cloned and overexpressed as previously described^42^. Briefly, genes were PCR-amplified using the NEB Q5 High-Fidelity DNA Polymerase system (Supplementary Table 2). PCR reactions were done with 30 cycles (denaturation: 95 °C; annealing: 60 °C; elongation: 72 °C) using 0.5 units of enzyme in a total reaction of 50 μL using the primers shown in Supplementary Table 2. Amplicons were cleaned up using the QIAquick PCR Purification Kit (Qiagen) and digested with the appropriate restriction endonucleases. All ligations were done in the linearized T7 system vector pFO4 (a MCS-modified pET15b) except for ZGAL_3151 which was cloned into pET20b.

### Protein production and purification

In general, *Escherichia coli* BL21(DE3) cells were transformed with the plasmids containing the gene fragment of interest then grown in the autoinduction Zyp-5052 medium^43^ (200 µg mL^−1^ ampicillin, 20 °C, 72 h). ZGAL_3152 (SeMet) was similarly produced in PASM-5052 medium^43^. The sulfatases were produced in 1 L Luria-Bertani medium supplemented with 100 µg/mL ampicillin, until reaching an OD_600_ of about 0.7. Sulfatase gene expression was induced with 0.1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) (overnight, 20 °C). In all cases, cells were collected by centrifugation at 3063×*g* for 30 min. After chemical cell lysis^44^, the lysate was clarified at 13,865×*g* for 45 min at 4 °C. Using an ÄKTA FPLC, the supernatant was loaded onto a 5 mL GE His Trap HP column, washed with 20 mM Tris pH 8.0 and 100 mM NaCl and eluted with an increasing gradient of 1–100% 20 mM Tris pH 8.0, 100 mM NaCl, and 1 M imidazole. Fractions containing the protein of interest were pooled and concentrated (MWCO 5 kDa) and then loaded onto a Superdex S200 column in 20 mM Tris pH 8.0 and 100 mM NaCl. Fractions were again pooled and concentrated. The ExPASy ProtParam tool^45^ was used to generate an extinction coefficient for calculation of protein concentration using the A280.

### Marine polysaccharide and oligosaccharide substrates

Carrageenan polysaccharides were obtained commercially from CP-Kelco. The kappa/mu- and kappa-carrageenans were extracted from *Kappaphycus alvarezii*, the iota/nu- and iota-carrageenans from *Euchema denticulatum* and the lambda-carrageenan from tetrasporophytes of *Gigartina skottsbergii*. Furcellaran, a beta-carrageenan from *F. lumbricalis* consisting primarily of beta- and kappa-carrabiose motifs, was obtained as a generous gift from CP Kelco (Brian Rudolph). The exception is alpha-carrageenan which was produced using the native sulfatase from *Pseudoalteromonas atlantica* which is active on IC using a previously developed protocol^6^. The oligo-iota-carrageenans were incubated with pure sulfatase ZGAL_3145 to produce oligo-iota/alpha-carrageenans. One volume of oligo-iota-carrageenans (0.5% w/v in H_2_0 mQ) was incubated at 37 °C over 48 h with the same volume of the sulfatase at 1.0 mg mL^−1^ in 50 mM Tris pH 8.0, 200 mM NaCl, 1 mM CaCl_2_. Oligosaccharides of furcellaran, kappa- and iota-carrageenans were produced using the recombinant kappa-carrageenase from *Pseudoalteromonas carrageenovora* ^46^ and iota-carrageenase from *Alteromonas fortis* ^47^. Carrageenans (0.25%, 5 mL) were treated 48 h at 37 °C with kappa-carrageenase or iota-carrageenase (0.3 mg mL^−1^, 50 μL) in 100 mM HEPES pH 7.5 and 25 mM NaCl. After checking the total hydrolysis, oligosaccharides mixtures were fractionated by size-exclusion chromatography (SEC). To this end, 5 mL of hydrolysate (concentrated by rotary evaporation at about 5% w/v) were filtered (0.2 µm, Millipore), and injected on 3 GE Healthcare Superdex 30 prep-grade columns (600 × 26 mm i.d.) mounted in series. The elution was conducted at a flow rate of 1 mL/min at 20 °C using 50 mM (NH_4_)_2_CO_3_ as the eluent. Oligosaccharides were detected by differential refractometry (Spectra System RI-50, Thermo Separation products) and fractions of 5 mL were collected.

### Sulfatase activity assays

*HPLC*. Carrageenan-sulfatase activity was measured by high-performance anion-exchange chromatography (HPAEC), according to a protocol adapted from Préchoux et al.^7^. Carrageenan solutions (0.5 % w/v in H_2_O mQ) were incubated in presence of purified sulfatases (0.5 mg mL^−1^) over 20 h at 37 °C in 25 mM Tris pH 8.0, 0.1 M NaCl, 0.5 mM CaCl_2_. For each reaction, a control sample was realized in similar conditions but with inactivated enzyme (100 °C, 10 min). Reactions were filtered (10 kDa, Amicon Ultra, *Millipore*) then injected (AS-AP Autosampler) onto an AG11-HC guard column (4 × 50 mm) mounted in series with an AS11-HC anion-exchange column (4 × 250 mm) using an ICS5000 system (*Thermo Scientific Dionex*). Elutions for the detection of sulfate were performed with isocratic 12 mM NaOH at a flow rate of 1 mL min^−1^ (Single Pump-5), and the detection of anions was done by an Analytical CD Conductivity Detector associated to a suppressor (ASRS 500, 4 mm) running at 50 mA. Using a standard curve of sulfate and through integration of the peaks, the concentration of sulfate released by the enzymatic reaction was calculated from the difference in the amount of free sulfate (retention time at 4 min) between samples and their associated blanks. For oligosaccharide detection HPAEC analyzes were conducted on the same system described for sulfate quantification. Elutions were performed at a flow rate of 0.5 mL min^−1^ using a NaOH multistep gradient from 8 to 280 mM (40 min). Oligosaccharides were detected by conductivity mode under a current suppression of 50–300 mA.

^*1*^ *H NMR*. 800 µL of carrageenan (1% w/v in H_2_O mQ) was incubated at 37 °C with the purified sulfatase (0.5 mg/ml), over several days. After checking for sufficient desulfation by HPAEC, incubation media were freeze-dried, exchanged twice then dissolved in D_2_O (99.9%) to 10 mg mL^−1^. Samples were transferred into 5-mm NMR tubes and ^1^H-NMR spectra were recorded at 70 °C, on 500 MHz Bruker AVANCE III HD spectrometer, equipped with an indirect 5-mm gradient probehead TBI ^1^H/(BB)/^13^C. Chemical shifts were referenced with respect to trimethylsilylpropionic acid (TSP) used as an external standard, and expressed in ppm. For these experiments, the spectra required 64 scans.

### Glycoside hydrolase activity assays

Small scale GH127 and GH129-like (ZGAL_3152) reactions were set up in two formats. Volume of 100 mL of Zyp5052 autoinduction medium was inoculated with *E. coli* BL21(DE3) transformed with the pFO4 vector alone as a control or with the GH clones and grown 72 h at 20 °C. Cells were collected from 2 mL of the cultures, resuspended in 2 mL 50 mM HEPES pH 7.5 and 150 mM NaCl and lysed using a French pressure cell. The lysate was clarified at 13,865×*g* for 45 min and the supernatant was used for the enzyme activity tests which were set up as follows in a 20 μL reaction volume: 0.5% furcellaran hexasaccharide, 150 mM NaCl, 3.75 mM CaCl_2_, 100 mM HEPES pH 7.5 and 2 μL soluble cell lysate. Alternatively, instead of soluble cell lysate, 1 μL of purified enzyme (1 mg mL^−1^) was added to the same reaction mixture described above. Reactions were left overnight at room temperature. For the GH2 enzymes, the sequential digest reactions were set up with 150 μL 0.25% furcellaran oligosaccharides that had been predigested with the purified GH129-like enzyme, as described above, and then heat denatured for 10 mins in a water bath at 90 °C. The 200 μL reactions were incubated overnight at 37 °C in the following conditions: 5 μg purified GH2, 1 mM CaCl_2_, 1 mM MgCl_2_ and 20 mM HEPES pH 7.5.

### Fluorophore assisted carbohydrate electrophoresis

A speed vacuum was used to dry ~50 μg of oligo- or polysaccharide reaction volume to be destined for FACE^31^. Volume of 2 μL of 0.15 M ANTS (8-aminonaphthalene-1,3,6-trisulfonic acid) in a solution of acetic acid and water (3:17) was added to the dried reaction followed by 5 µL of freshly made 1 M sodium cyanoborohydride in DMSO. The samples were incubated overnight at 37 °C in the dark then resuspended in 20 µL of 20% glycerol. Between 2 and 10 µL of sample was loaded onto a 27% polyacrylamide gel and migrated at 200 V for 2 h in the dark at 4 °C. The gels were visualized under UV light.

### 3,6-Anhydro-d-galactose dehydrogenase activity assay

The enzymatic activity of ZGAL_3155 (DauA, 3,6-Anhydro-d-galactose dehydrogenase) was determined spectrophotometrically as a function of the reduction of NAD^+^ or NADP^+^ using a Spark 10 M microplate reader (Tecan, France). The reaction was performed in 25 mM Tris-HCl (pH 7.5) containing 100 mM NaCl and the reaction mixture (250 µL) contained 0.8–4.0 µg of pure recombinant dehydrogenase, 10 mM D-AnG (Dextra) and 1.5 mM NAD^+^ or NADP^+^. A negative control was performed by adding 4 µg pure ZGAL_3155 denatured for 10 min at 100 °C, all other conditions were the same within the reaction. An additional control using 10 mM d-galactose instead of D-AnG was also included. The absorbance at 340 nm was followed as a function of time until the absorbance reached a plateau. The activity of the enzyme is expressed as the number of µmoles of NADH produced min^−1^ mg^−1^ assuming the ε_340 nm_ NADH = 6220 M^−1^ cm^−1^. Each reaction was performed in triplicate. At the end of the reaction, the reaction mixture was denatured for 10 min at 100 °C. The reaction mixture was then centrifuged for 10 min at 29,000×*g* and the supernatant was used as the substrate for the next enzyme, ZGAL_3156.

### 3,6-Anhydro-d-galactonate cycloisomerase activity assay

The enzymatic activity of ZGAL_3156 (DauB, 3,6-Anhydro-d-galactonate cycloisomerase) was determined using the 2-thiobarbituric assay (TBA)^33,48^. Volume of 250 µL of the reaction mixture from the preceding enzymatic step (the conversion of D-AnG into 3,6-anhydro-d-galactonate through the action of ZGAL_3155) was incubated with 10–40 µg of pure recombinant ZGAL_3156. The reaction (final volume 300 µL) was performed at room temperature in 25 mM MES pH 6.5 containing 100 mM NaCl (pH 7.5) over 20 min. To measure the activity, aliquots (25 µL) were withdrawn at the 20 min time point and the reaction was stopped with 1/10 volume of 12% trichloroacetic acid (TCA). Samples were then centrifuged for 10 min at 29,000×*g*. Volume of 25 µL of the supernatant was then incubated for 20 min at room temperature in the dark with 62.5 µL 25 mM periodic acid in 250 mM H_2_SO_4_ to oxidize 2-keto-3-deoxy-d-galactonate. Oxidation was terminated by the addition of 125 µL 2% (w/v) sodium arsenite in 500 mM HCl. 500 µL 0.3 % (w/v) TBA was then added and the reaction mixture was incubated for 10 min in a boiling water bath. After cooling down to room temperature, a sample of the solution was removed. The color was intensified by the addition of an equal volume of dimethylsulfoxide and the absorbance was measured at 549 nm. To produce the substrate for the next reaction, the incubation with ZGAL_3156 was performed for 1 h with 50 µg of enzyme at room temperature. The enzyme was then inactivated for 10 min at 100 °C and centrifuged for 10 min at 29,000×*g* and 150 μL of supernatant was used as the substrate for ZGAL_3154.

### 2-keto-3-deoxy-d-galactonate kinase activity assay

The enzymatic activity of ZGAL_3154 (DauC, 2-keto-3-deoxy-d-galactonate kinase) was determined indirectly as a function of the oxidation of NADH using an NADH coupled assay. Reactions were performed in 25 mM MES buffer (pH 6.5). A typical reaction mixture (total volume 193 µL) contained 150 µL of reaction mixture from the preceding step, 2 µg pure recombinant ZGAL_3154, 0.97 mM adenosine-5-triphosphate (ATP), 9.7 mM MgCl_2_ (Acros organics), 0.8 mM Phospho(enol)pyruvic acid tri(cyclohexylammonium) salt, 0.16 mM β-NADH (Applichem), 8 mM KCl, and 0.95 µL of mix of pyruvate kinase and lactic dehydrogenase enzymes from rabbit muscle (1.1 Units of pyruvate kinase and 0.8 Units of lactate dehydrogenase, respectively). The reactions were performed at room temperature in 96-wells UV-Star plates (Greiner) and the decrease of absorbance at 340 nm was read every 5 s with a Spark 10 M microplate reader (Tecan, France). The absorbance at 340 nm was followed as a function of time until it stabilized. A blank was performed using 2 µg pure ZGAL_3154 denatured for 10 min at 100 °C with all other reaction components the same.

### 2-keto-3-deoxy-d-galactonate aldolase activity assay

ZGAL_3153 (DauD, 2-keto-3-deoxy-d-galactonate aldolase) activity was verified using the TBA assay (as described above) to measure cleavage or synthesis of 2-keto-3-deoxy-6-phospho-d-galactonate (D-KDPGA). Degradation was measured using 15 µl of product of ZGAL_3154 incubated 10 min with 5 µg of ZGAL_3153. Second, synthesis of D-KDPGA from pyruvate and d-Glyceraldehyde-3-phosphate or d-glyceraldehyde was tested as follows: 30 µl of MES 25 mM pH 6.5, pyruvate 50 mM and d-glyceraldehyde-3-phosphate or d-glyceraldehyde 20 mM were incubated with 5 µg of ZGAL_3153 for 10 min. Both reactions were done in triplicate at room temperature and stopped by addition of 10% (v/v) of TCA 12%. The negative control was done with the same quantity of enzyme, previously boiled for 10 min.

### Affinity gel electrophoresis

Interaction of the SusD-like proteins ZGAL_3580 and ZGAL_3638 with polysaccharides was tested by affinity gel electrophoresis. Kappa-carrageenan (from *Kappaphycus alvareizii*), iota-carrageenan (*Eucheuma denticulum*), lambda-carrageenan (Dupont batch 2321914837), agar (Sigma), porphyran (water extraction from *Porphyra* sp.) and furcellaran (CP Kelco) were incorporated at a final concentration of 0.21% in native 10% acrylamide gels. ZGAL_3580 (4 µg), ZGAL_3638 (8 µg) and bovine serum albumin (BSA, 6 µg) were loaded into the wells and migrated at 60 V over 5 h. Gels were stained with Coomassie Blue solution.

### Protein crystallization

Initial hits were obtained using hanging drop vapor diffusion in the JCSG + screen (Qiagen) for ZGAL_3156 and the PACT screen (Qiagen) for ZGAL_3152. Optimized conditions were a 1:1 ratio of 0.14 M Na/K-tartrate, 12% PEG 3350 with 9 mg mL^−1^ ZGAL_3152 and 0.2 M tri potassium citrate, 20% PEG 3350 with 25 mg mL^−1^ ZGAL_3156.

### X-ray crystallography data collection and processing

SeMet ZGAL_3152 diffraction data were collected at the ESRF on beamline ID-14-4 at the selenium peak with a wavelength of 0.97936 Å (*f*′ = −7.40, *f*″ = 6.38) at 100 K. The cryoprotectant used was 15% MPD in mother liquor. The data were processed using MOSFLM^49,50^, Pointless^51^ was used to determine the spacegroup and the data were scaled using SCALA^52^ within the CCP4 suite of programs^53^. PrepHAData was used to convert the mtz to SHELXS format and SHELX_CDE^54^ was used to identify the Se subsites through SAD. Finally, CRANK^55^ was used to construct the initial model of ZGAL_3152 through substructure refinement and model building. This model was then used to solve the structure of the native ZGAL_3152 by molecular replacement using MOLREP^56^ (pdb id 5opq, Supplementary Table 1). The ZGAL_3152 structure went through an iterative process of refinement using REFMAC5^57^ and model building using WinCoot^58^. Ramachandran statistics were 96.6% most favored, 3.2% additional allowed and 0.2% disallowed.

Native diffraction data for ZGAL_3156 was collected on the Proxima2 beamline at SOLEIL using an EIGER detector (Dectris), with a wavelength of 0.98 Å and an oscillation range of 0.1° at 100 K. The crystals were cryoprotected by short immersion in mother liquor supplemented with 15% Glycerol. The data were processed and scaled using XDS and XSCALE^59,60^, Pointless was used to determine the spacegroup^51^. The structure (pdb id 5olc, Supplementary Table 1) was solved by molecular replacement using PHASER^61^ and pdb id 4hpn using the biological assembly (octamer) as the primary model. The ZGAL_3156 structure went through an iterative process of refinement using BUSTER^62^ and model building using WinCoot^58^. Ramachandran statistics were 94.4% most favored, 5.3% additional allowed and 0.3% disallowed.

### MALDI-TOF-MS analysis

MALDI-TOF-MS spectra were acquired in negative ionization mode and reflector detection in the m/z range 500–1500 on an AutoflexSpeed TOF/TOF mass spectrometer (Bruker Daltonics, Bremen, Germany), equipped with a Smartbeam Laser (355 nm, 1000 Hz). Samples were solubilized in water (500 µg mL^−1^). Volume of 1 µL of the samples were mixed with 1 µL of a DMA-DHB matrix solution prepared as described^63^ directly on a polished steel MALDI target plate. Acquisition parameters (laser power, pulsed ion extraction, and so on) were optimized on the sample without any enzyme process. Spectra were recorded using FlexControl 3.4 and processed using FlexAnalysis 3.4 (Bruker Daltonics, Bremen, Germany).

### Construction of dagA3, dagB, dauA, and cgrA deletion mutants

Single deletion mutants for *dagA*3 (ZGAl_3150, GH127-3), *dagB* (ZGAL_3152, GH129-like), *dauA* (ZGAL_3155, 3,6-Anhydro-d-galactose dehydrogenase), and *cgrA* (ZGAL_3159, AraC family regulator), and a double deletion mutant for *dagA*3/*dagB* were constructed following the previously described method^35^, based on a *sacB* system (Supplementary Tables 3, 4). To delete *dagA*3, a 2.1-kbp fragment including the first 33 bp of *dagA*3 and 2,058 bp of upstream sequence was amplified using primers OFT0001 and OFT0003. The fragment was digested with PstI and SalI and ligated into pYT313 that had been digested with the same enzymes, to generate pFT2. A 2.1 kb fragment including the final 33 bp of *dagA*3 and 2,013 bp of downstream sequence was amplified using primers OFT0002 and OFT0004. The fragment was cloned into SalI and BamHI sites of pFT2 to generate the *dagA*3 deletion construct pFT5. To delete *dagB*, a 2.1-kbp fragment including the first 48 bp of ZGAL_3152 and 2047 bp of upstream sequence was amplified using primers ORL664 and ORL665. The fragment was digested with BamHI and SalI and ligated into pYT313 that had been digested with the same enzymes, to generate pRF8. A 2.2 kb fragment including the final 3 bp of *dagB* and 2172 bp of downstream sequence was amplified using primers ORL666 and ORL667. The fragment was cloned into SalI and SphI sites of pRF8 to generate the *dagB* deletion construct pRF9. To delete *dauA*, a 2.0-kbp fragment including the first 81 bp of *dauA* and 1887 bp of upstream sequence was amplified using primers ORL670 and ORL671. The fragment was digested with BamHI and SalI and ligated into pYT313 that had been digested with the same enzymes, to generate pRF10. A 2.2 kb fragment including the final 69 bp of *dauA* and 2116 bp of downstream sequence was amplified using primers ORL672 and ORL673. The fragment was cloned into SalI and PstI sites of pRF10 to generate the *dauA* deletion construct pRF11. To delete *cgrA*, a 2.1-kbp fragment including the first 5 bp of *cgrA* and 2030 bp of upstream sequence was amplified using primers ORL676 and ORL677. The fragment was digested with BamHI and SalI and ligated into pYT313 that had been digested with the same enzymes, to generate pRF12. A 2.2 kb fragment including the final 73 bp of *cgrA* and 2064 bp of downstream sequence was amplified using primers ORL678 and ORL679. The fragment was cloned into SalI and PstI sites of pRF12 to generate the *cgrA* deletion construct pRF13. Plasmids pFT5, pRF9, pRF11 and pRF13 were introduced individually into the wild-type *Z. galactanivorans* Dsij^T^ by conjugation from *E. coli* S17_1 strains. Conjugants with plasmids integrated in the genome were isolated on *Cytophaga*-agar containing 50 µg mL^–1^ erythromycin. Single erythromycin-resistant colonies were grown overnight in *Cytophaga* medium in the absence of antibiotics at 30 °C. The cells where a second recombination event resulted in loss of the plasmid were selected on *Cytophaga*-agar containing 5% sucrose. Isolated colonies were checked for erythromycin sensitivity. Deletions were confirmed by PCR on isolated colonies using primer pairs OFT0005-OFT0006 to identify the *dagA*3 deletion mutant (mZG_0026), ORL668-ORL669 to identify the *dagB* deletion mutant (mZG_0007), ORL674-ORL675 to identify the *dauA* deletion mutant (mZG_0008) and ORL680-ORL681 to identify the *cgrA* deletion mutant (mZG_0011). A double deletion mutant for both *dagA*3 and *dagB* (mZG_0047) was constructed by introducing pRF9 into Δ*dagA*3 by conjugation, followed by sucrose selection and PCR confirmation as described above.

### Construction of cgtA-cgtB double gene deletion mutant

To delete *cgtA-cgtB* [*zgal_3581* (*susC-like*)-*zgal_3580* (*susD-like*)], a 2.1-kbp fragment including the first 54 bp of *cgtA* and 2060 bp of upstream sequence was amplified using primers 2088 and 2089 (Supplementary Tables 3, 4). The fragment was digested with SacI and SpeI and ligated into pYT354 that had been digested with the same enzymes, to generate pYT381. A 2.2 kb fragment including the final 54 bp of *cgtB* and 2,169 bp of downstream sequence was amplified using primers 2090 and 2091. The fragment was cloned into SpeI and SphI sites of pYT381 to generate the *cgtA-cgtB* deletion construct pYT382. Primers 2102 and 2103 were used to identify the *cgtA-cgtB* deletion mutant (mZG_0054).

### Complementation of dauA and cgrA deletion mutants

Deletion mutants Δ*dauA* and Δ*cgrA* were complemented by ectopic plasmid integration at a neutral site, as previously described^35^ (Supplementary Tables 3 and 4). To complement Δ*dauA*, promoterless *dauA* was amplified with primers 1978 and 1979 and cloned into the XbaI and SphI sites of pYT356 to generate pYT360. Plasmid pYT360 was inserted into Δ*dauA* by conjugation to obtain the complemented strain Δ*dauA* + CP (complementation plasmid) (mZG_0039). To complement Δ*cgrA*, promoterless *cgrA* was amplified with primers 1980 and 1981 and cloned into the XbaI and SphI sites of pYT356 to generate pYT361. Plasmid pYT361 was inserted into Δ*cgrA* by conjugation to obtain the complemented strain Δ*cgrA* + CP (mZG_0043). Control strains with the empty vector pYT356 inserted into the chromosome were generated in a similar way. In all cases, cells with integration of the plasmid at the neutral site were selected on *Cytophaga*-agar containing 50 µg mL^−1^ erythromycin and screened by PCR.

### Liquid growth tests

*Z. galactanivorans* strains were routinely grown from glycerol stocks in Zobell medium 2216E (5 g L^−1^ tryptone, 1 g L^−1^ yeast extract, filtered seawater)^64^. Before use, all pre-cultures were collected by centrifugation 10 min at 2844×*g*, washed in 2 volumes of sterile saline solution, and resuspended in sterile saline solution to the same OD_600_. Fifty microliters of bacterial suspension were inoculated into triplicate 40 mL flasks containing 5 mL of Zobell medium or marine mineral medium (MMM) composed for 1 L of 24.7 g NaCl, 6.3 g MgSO_4_·7H_2_O, 4.6 g MgCl_2_·H_2_O, 2 g NH_4_Cl, 0.7 g KCl, 0.6 g CaCl_2_, 200 mg NaHCO_3_, 100 mg K_2_HPO_4_, 50 mg yeast extract, and 20 mg FeSO_4_·7H_2_O^19^ and supplemented with 4 g L^−1^ kappa-carrageenan, iota-carrageenan, agar, d-galactose or D-AnG. Growth at 20 °C under 160 r.p.m. was followed by measuring the absorbance at 600 nm in a Spark 10 microplate reader (Tecan) on 200 µL aliquots. Erythromycin (10 µg mL^−1^) was added to all experiments with strains mZG_0031, mZG_0037, mZG_0039, mZG_0041, and mZG_0043 (Supplementary Table 4).

### Solid growth tests

Degradation of carrageenans was tested on either ZoBell or MMM medium solidified with 10 g L^−1^ kappa-carrageenan or 20 g L^−1^ iota-carrageenan. Two microliters of cell suspension prepared as described above were spotted in the center of the Petri dish, and incubated at 30 °C. Degradation was evidenced by the formation of a hole for kappa-carrageenan or liquefaction for iota-carrageenan.

### RNA-seq expression profiling

*Bacterial strain and culture conditions.* The type strain Dsij^T^ of *Z. galactanivorans* was routinely grown in Zobell medium 2216E (Difco) at 28 °C, 170 r.p.m. For transcriptome profiling, cells were cultivated in synthetic Marine Mineral Medium (MMM)^65^. MMM was supplemented with different carbon sources: d-galactose (Sigma-Aldrich #G0750), iota-carrageenan (Danisco, 2544-88-20), kappa-carrageenan (Coffoni ×6913) or D-AnG (Dextra Laboratories #G0002). Briefly, overnight cultures performed in Zobell medium were diluted at OD_600_ 0.05 in triplicate MMM containing 0.5% glucose as C source and incubated at 28 °C until reaching the stationary phase. These cultures were then used to inoculate 10 mL of MMM containing 0.4 g L^−1^ d-galactose, D-AnG, kappa- or iota-carrageenan. When cell density reached an OD_600_ of 0.7 (±0.1) bacteria were collected by centrifugation for 3 min at 4 °C after addition of ½ volume of frozen killing buffer (20 mM Tris-HCl pH 7.5, 5 mM MgCl_2_, 20 mM NaN_3_) to the culture sample. The cell pellets were frozen in liquid nitrogen and stored at −80 °C until RNA extraction.

*RNA extraction*. The cell pellets were resuspended into 800 μL of lysis buffer (4 M guanidine thiocyanate, 25 mM sodium acetate pH 5.2, 5 g L^−1^ N-laurylsarcosinate), immediately mixed to 1 mL hot acid phenol (Sigma #P4682) and incubated during 5 min at 65 °C for efficient cell lysis. The aqueous phases were recovered after addition of 1 mL chloroform and centrifugation at 16,000×*g* during 10 min at room temperature. The samples were extracted at least four times with an equal volume of acid phenol:chloroform:IAA (25:24:1, (pH 4.5)) and once with chloroform. Total RNAs were ethanol precipitated at room temperature and the pellets resuspended in RNase-free water. The RNA concentration of samples was measured using a NanoDrop 1000 Spectrophotometer (NanoDrop Technologies, Inc.). The quality of RNA preparations was assessed by capillary electrophoresis using RNA Nano chips with a Bioanalyzer Agilent 2100 (Agilent Technologies, Palo Alto, USA). Total RNA extracts were treated using DNase I (Qiagen) to remove residual genomic DNA.

*mRNA enrichment, RNA-seq library preparation and sequencing*. mRNA enrichment was performed using the Illumina Ribo-Zero rRNA Removal Kit (Bacteria). The rRNA-depleted samples were purified using a RNeasy MinElute Cleanup Kit (Qiagen) and efficient rRNA depletion was confirmed by Bioanalyzer 2100. Strand-specific RNA-seq libraries were generated with the ScriptSeq V2 RNA-Seq Library Preparation Kit (Illumina), according to the manufacturer’s instructions. Briefly, 2–4 µg of RNA samples were fragmented, di-tagged cDNAs were synthetized by successive random priming with terminal-tagging oligos and then purified with the Ampure bead XP system. Enrichment of purified cDNAs was done by no more than 14 PCR cycles. The sequencing was performed with a NextSeq 500 platform using a single-end 75 bases run. A total of 3.5–11 million passing filters reads were obtained per sample.

*Read mapping and differential expression analysis*. Sequencing reads were pre-processed for trimming of adapter sequences with cutadapt-1.9.1, then using PRINSEQ^66^ for read quality with filtering (-min_len 20 -min_qual_mean 20 -min_qual_score 10) and trimming (trim_qual_right 10) options. Mapping was performed on *Z. galactanivorans* Dsij^T^ reference genome (retrieved from MicroScope “zobellia_gal_DsiJT_v2”; Refseq NC_015844.1) by Bowtie2 software with the very-sensitive option^67^. Alignments files were then converted to BAM files using SAMtools^68^, log2-genome coverage files were computed as described^69^ and these expression profiles can be visualized in the Artemis viewer^70^. 

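Of the 4937 CDS in the deposited table, 1194 overlap another CDS, and 45 had no count in any of the 12 libraries. The paper's text names the union mode of the counting, which discards reads that fall on more than one CDS, but not its strand option. Counts of overlapping CDS are therefore less certain.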

The number of reads mapping to each predicted CDS was calculated for the 12 data sets by HTSeq-count^71^ with the -m union option. Differential expression analysis (normalization and statistical tests) was performed using the SARTools with DESeq2 software^72^ and a bonferroni *p*-value adjustment was used to correct for multiple testing. 

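The authors' deposited adjusted p-values equal the raw p-value times 3391 in KC, 4119 in IC and 4360 in D-AnG. This is the Bonferroni adjustment over the CDS that kept a value, with 1546, 818 and 577 CDS left without one. By the authors' values 236 genes were higher and 77 lower in KC, 230 and 104 in IC, and 590 and 252 in D-AnG. All 74 genes called by edgeR here in KC and all 67 in IC are among the authors' calls. In D-AnG 154 of the 159 genes called higher here and all 49 called lower are. Across genes, which are not independent replicates, the Pearson correlation of the authors' log2 fold changes with those from edgeR was 0.998 in KC, 0.996 in IC and 0.998 in D-AnG. The slope of the authors' values on those from edgeR was 0.95, 0.93 and 0.95.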

Genes with an adjusted *p*-value <0.05 were considered as differentially expressed. RNA-seq data are presented in Table 1, Supplementary Data 2.

### PUL identification and comparison

Similar PULs were detected in 29 organisms using synteny results of the MicroScope platform^73^ (Supplementary Data 10–11, Supplementary Fig. 12). The proteins from identified PULs and from *Z. galactanivorans* regulon were then manually grouped in homolog clusters based on sequence similarity. From these 40 clusters, presence/absence of homolog proteins encoded outside the PULs was determined by blastP alignments with at least 35% of amino acid identity and 80% coverage threshold. Results were then gathered in a matrix to indicate, for each organism, if a protein cluster homolog is encoded in the PUL (value 2), elsewhere on the genome (value 1) or absent (value 0). From this matrix, a heat map and a hierarchical classification of the organisms were made using heatmap.2 function and the ward.D2 algorithm with Manhattan distances from gplots and hclust R packages, respectively (Fig. 9).

### GH127 phylogeny reconstruction

549 proteins having a GH127 catalytic module, which aligned on more than 60% of the DBCAN domain, were extracted from the MicroScope platform. Protein sequences were aligned using MAFFT v7.307^74^, then ambiguous and saturated regions were removed with BMGE v1.12 (with the gap rate parameter set to 0.5)^75^. The best fitting model of amino acid substitution for this data set was selected with ProtTest v3.4.2^76^. A Maximum-Likelihood phylogenetic tree was generated with the alignment using PhyML 3.1.0.2^77^ using the LG amino acid substitution model with gamma-distributed rate variation (four categories), estimation of the proportion of invariable sites and exploring tree topologies. 100 bootstrap replicates were performed. The phylogenetic tree was displayed and annotated using the interactive tree of life (iTOL) online tool^78^ (Supplementary Figs. 13, 14, Supplementary Data 12).

### Data availability

The coordinates and structure factors for the proteins described above have been deposited in the Protein Data Bank (pdb id: 5opq and 5olc). The RNA-seq transcriptomic data have been deposited in the GEO database (GEO accession number: GSE101142). The sequence of the *Tenacibaculum jejuense* genome (used in the comparative genomic analysis) has been deposited at EMBL (accession: GCA_900198195). All other relevant data are available in this article and its Supplementary Information files, or from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

# Supplementary material for: Carrageenan catabolism is encoded by a complex regulon in marine heterotrophic bacteria
**Source:** Nat Commun. 2017 Nov 22;8:1685. doi: 10.1038/s41467-017-01832-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Discussion

### *Initial Glycoside Hydrolase Activity Assays.*

The PUL ZGAL\_3145-3159 encodes three GH127s and one GH129-like enzyme (ZGAL\_3147, ZGAL\_3148, ZGAL\_3150 and ZGAL\_3152, respectively). The closest characterized homologues are found in enteric bacteria: BT1003 (*BtGH127*) from *Bacteroides thetaiotaomicron* is a 3-C-carboxy-5-deoxy-L-xylose (aceric acid)-hydrolase involved in depolymerization of rhamnogalacturonan-II<sup>1</sup>; *BtGH127* from *Bifidobacterium longum* is an exo- $\beta$ -L-arabinofuranosidase acting on the plant glycoproteins extensins<sup>2</sup>; *BbGH129* from *B. bifidum* hydrolyses alpha-linked N-acetyl-D-galactosamine from Ser/Thr (the Tn antigen), a component of intestinal mucin<sup>3</sup>. Within our group we have recently identified arabinogalactan-like proteins (AGPs) in brown algae<sup>4</sup>. They are important in development in plants and have been very well studied; however, this was the first time such proteins have been described in algae. In plants AGPs consist of primarily beta-1,3-galactan main chains with beta-1,6-galactan side chains often with arabinose at the termini. The protein backbone contains repeating motifs predominantly consisting of hydroxyproline, proline, alanine, threonine and serine residues with the hydroxyproline residues as the principal sites for O-glycosylation. Based on these observations we initially hypothesized that the PUL was specific for AGPs in brown algae with ZGAL\_3152 enzyme specific for cleavage of alpha-linked D-galactose from hydroxyproline. In order to test this hypothesis we purchased the Tn-Antigen (D-galactose-alpha-1-L-serine) and synthesized the following compounds: D-galactose-1-(alpha/beta)-L-hydroxyproline, D-galactose-1-(alpha/beta)-L-serine and D-galactose-1-(alpha/beta)-L-threonine<sup>5</sup>. ZGAL\_3152 did not demonstrate activity on any of these compounds, leading us to refine our overall hypothesis for the PUL.

### *Determination of Sulfatase Specificities.*

#### Sulfatase ZGAL\_3146 (CgsB1)

The <sup>1</sup>H NMR spectrum of kappa-carrageenan (Supplementary Fig. 2CI) presents the characteristic signal of the anomeric proton (DA-H1) at 5.12 ppm (Nomenclature of Knutsen and coworkers, Supplementary Fig. 2A)<sup>6</sup>. After incubation with the sulfatase ZGAL\_3146 a new signal very close to the kappa signal appears at 5.10 ppm (Supplementary Fig. 2CII). This assignment is attributed to the anomeric proton of beta-carrabiose residue<sup>7</sup> confirming the desulfation of kappa-carrageenan and the activity of ZGAL\_3146 as a kappa-carrageenan G4S-sulfatase.

#### Sulfatase ZGAL\_3145 (CgsA)

The sulfatase ZGAL\_3145 demonstrated activity on iota-carrageenan, both on polymer and on oligosaccharides (Supplementary Fig. 2B, 3A and 4A and 4BII). The <sup>1</sup>H NMR analyses shows the conversion of iota- into alpha-carrageenan. On the <sup>1</sup>H NMR spectra of iota-carrageenan (Supplementary Fig. 3AI) we can observe the characteristic assignment of the signal corresponding to the anomeric proton (DA2S-H1) at 5.32 ppm. After incubation of this polymer with ZGAL\_3145, we observe the emergence of a new signal at 5.26 ppm (Supplementary Fig. 3AII), due to the production of alpha-carrabiose residues<sup>8</sup>. Thus, ZGAL\_3145 removes the sulfate group on position 4 of the  $\beta$ -linked galactose (G unit) of iota-carrabiose moieties (G4S-DA2S). The desulfation of iota/nu-carrageenan (Supplementary Fig. 3B) by ZGAL\_3145 reinforces this result. Indeed, we can see the diminution of the G4S-H4 proton of iota-carrabiose at 4.92 ppm, and unambiguously the appearance of G-H1 and G-H4 at 4.62 and 4.13 ppm (Supplementary Fig. 3BII), due to the removal of the sulfate group. Furthermore, nu-carrageenan has a characteristic signal for its alpha-anomeric proton, D2S,6S-

H1 at 5.5 ppm<sup>9</sup>; the nu-carrabiose residues are not affected by treatment with ZGAL\_3145. Therefore, ZGAL\_3145 is active as an iota-carrageenan G4S-sulfatase.

#### Sulfatase ZGAL\_3151 (CgsC)

ZGAL\_3151 did not demonstrate activity on alpha-carrageenan polymer (Supplementary Fig. 2B); however, using HPLC, the enzyme showed activity on alpha/iota-carratetraoses, which were produced by the incubation of iota-carratetraoses with CgsA (ZGAL\_3145) (Supplementary Fig. 2B, 4A and 4BIII). Briefly, the <sup>1</sup>H NMR spectra of the untreated iota-carratetraose shows the characteristic anomeric signals of around 5.30-5.35 ppm (Supplementary Fig. 4BI)<sup>10</sup>. The signals of the non-reducing DA2S unit and of the reducing disaccharide unit G4S-DA2S are found on the right and left of the 5.30-5.35 ppm region, respectively. After incubation with CgsA, we observe a slight shift of the signal of the non-reducing DA2S proton H1 (Supplementary Fig. 4BII), corresponding to the removal of the sulfate group in position 4 of the non-reducing unit indicating that the product of the CgsA reaction with iota-carratetraose is an alpha/iota-carratetraose with the alpha-disaccharide unit on the non-reducing side. After incubation of the alpha/iota-carratetraose with ZGAL\_3151, the signals from the iota-carrabiose on the reducing side are conserved (at 5.35, 5.34 and 5.32 ppm), but the signal from the D-AnG on the non-reducing side (5.26 ppm) are strongly shifted (5.09 ppm) due to its desulfation in position 2 (Supplementary Fig. 4BIII). This NMR profile reveals the conversion of the alpha/iota-carratetraose into a hybrid of iota/beta-carratetraose with the beta disaccharide unit on the non-reducing side. Thus, ZGAL\_3151 is active as an alpha-carrageenan DA2S-sulfatase, catalyzing the removal of the ester-sulfate group on the C2 of the DA2S moiety of the alpha-carrabiose motif.

#### ***Phenotyping of the AraC-family regulator CgrA (ZGAL\_3159)***

Wild type *Z. galactanivorans* grew well on Marine Mineral Medium (MMM) and Zobell medium gelified by kappa-carrageenan and in both cases created a depression due to kappa-carrageenan degradation (Supplementary Fig. 10E,F). Thus, kappa-carrageenase production is not repressed by the presence of tryptone and yeast extract as additional carbon sources. In contrast,  $\Delta cgrA$  was unable to grow on kappa-carrageenan alone (Supplementary Fig. 10G), but did grow without creating a depression on kappa-carrageenan in Zobell media (Supplementary Fig. 10H). Thus, kappa-carrageenase expression is under control of CgrA. Wild type *Z. galactanivorans* grew well on MMM and Zobell medium gelified by iota-carrageenan. In both cases the iota-carrageenan gel was liquefied by the organism indicating iota-carrageenase production is not repressed by the presence of tryptone and yeast extract as additional carbon sources (Supplementary Fig. 10I,J). The mutant  $\Delta cgrA$  showed severely impaired growth compared to the wild type on iota-carrageenan alone (MMM) with a small amount of liquefaction (Supplementary Fig. 10K); however,  $\Delta cgrA$  grew on and liquefied the Zobell medium gelified by iota-carrageenan (Supplementary Fig. 10L). Thus, at least one of the three iota-carrageenases is not under strict control of CgrA. 

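In the direct comparison of KC with IC, *cgiA1* (ZGAL_4265) was higher in KC by a log2 fold change of 4.07 (standard error 0.60, edgeR adjusted p = 0.0444), and 13 of 26 alternative settings called it. The call was lost without D-gal A (adjusted p = 0.101), B (0.103) or C (0.113), KC B (0.138), KC C (0.160), IC A (0.441), IC B (0.603), IC C (0.700) or D-AnG C (0.0762). *cgiA2* (ZGAL_2155) was higher in KC by 5.87 (standard error 1.17, adjusted p = 0.939), and was called without D-AnG C (0.0243), by DESeq2 (8.11e-05), by limma's voom (0.0173) and with Benjamini-Hochberg adjustment (0.00319). *cgiA3* (ZGAL_1973) was lower in KC by a log2 fold change of −1.08 (standard error 0.42, adjusted p = 1).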

Examination of the RNAseq data shows an up-regulation of the iota-carrageenases CgiA1 and CgiA3 and a strong down-regulation of CgiA2 in iota-carrageenan. Therefore, the differential regulation of the iota-carrageenases is confirmed and *cgiA2* is not under strict control of CgrA.

#### ***GH2 beta-1,4-galactosidase activity on carrageenan oligosaccharides***

The carrageenan PUL does not encode an enzyme dedicated to the hydrolysis of the beta-1,4-linkage in carrageenan. We hypothesized that *Z. galactanivorans* produces a GH2 beta-galactosidase enzyme for the hydrolysis of the non-reducing exo-D-galactose beta-1,4-linkage. One GH2 in particular,

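The level of *bgaB* (ZGAL_3633) was 3.93, 4.34 and 3.35 CPM in D-gal A, B and C, 1222, 3123 and 4712 CPM in KC A, B and C, and 551, 321 and 752 CPM in IC A, B and C. The raw counts summed over 3 cultures were 120 in D-gal, 65061 in KC and 7436 in IC. Compared directly, KC was higher than IC by a log2 fold change of 2.48 (standard error 0.50, edgeR adjusted p = 1), which DESeq2 (0.00854), limma's voom (0.0242) and Benjamini-Hochberg adjustment (0.00352) called.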

ZGAL\_3633, was highly upregulated in kappa- and iota-carrageenan (Table 1, Supplementary Data 1-9) and therefore stood out as a top candidate. To test this hypothesis we cloned 10 different *Z. galactanivorans* GH2 constructs, including ZGAL\_3633 (Supplementary Figure 1). All the purified enzymes showed beta-galactosidase activity on the artificial substrate pNP-beta-D-galactose (Supplementary Fig. 11); however, only ZGAL\_3633 and ZGAL\_4655 demonstrated activity on furcellaran oligosaccharides pre-incubated with ZGAL\_3152 (see below, and Fig. 7).

The furcellaran oligosaccharides were produced by incubating furcellaran with the kappa-carrageenase from *Pseudoalteromonas carrageenovora*<sup>11</sup> to produce even-DP oligosaccharides with 3,6-anhydro-D-galactose residues on the non-reducing terminus and D-galactose-4-sulfate on the reducing terminus. Furcellaran oligosaccharides were incubated with the 3,6-anhydro-D-galactosidase ZGAL\_3152 and then separated chromatographically by HPAEC (Fig. 7), resulted in the loss of peaks P6 and P11 and the appearance of P2, P3 and P9 (odd-DP oligosaccharides). Incubation of the ZGAL\_3152 pre-treated oligosaccharides with the GH2 enzymes ZGAL\_3633 and ZGAL\_4655 resulted in the depletion of P2 and the appearance of P1. As a standard we also ran a simple mixture of kappa-carrageenan oligosaccharides. A kappa-DP2 (with one sulfate) elutes at the same time as P1, a kappa-DP4 (with two sulfates) elutes at the same time as P5. Thus, P2 and P3, which are produced by the activity of ZGAL\_3152, must be odd number oligosaccharides between DP2 and DP4, hence, a trisaccharide. This also supports that P1 is kappa-DP2. Based on this reasoning, we hypothesize that P2 is the following trisaccharide: D-galactose-beta-(1,4)-3,6-anhydro-D-galactose-alpha-(1,3)-D-galactose-4-sulfate. Thus, treatment with ZGAL\_3633 and ZGAL\_4655 results in the products D-galactose and kappa-DP2 (P1). The furcellaran oligosaccharides are a complex mixture of sugars from a natural source, the trisaccharide P3 likely has the same backbone structure as P2, but may be modified even further, such as with another sulfate moiety, a methyl or a pyruvate group.

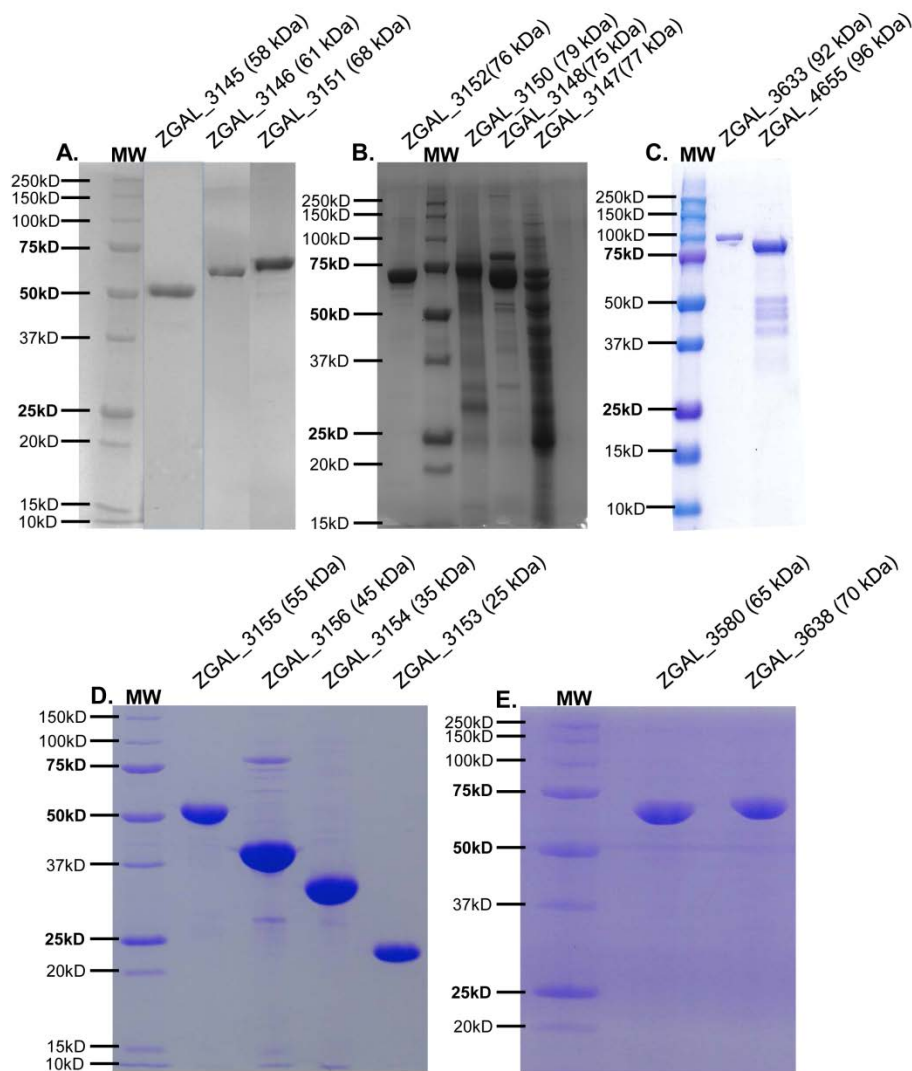

**Supplementary Figure 1.** Soluble proteins produced from the ZGAL\_3145-ZGAL\_3159 locus and select proteins whose genes are found distal to the locus after purification by nickel-affinity chromatography. For each protein, the expected size is given in parentheses. MW: molecular weight marker. **(A)** The carrageenan PUL sulfatase enzymes. **(B)** The 3,6-anhydro-D-galactosidases. **(C)** The GH2 enzymes active on furcellaran oligosaccharides. **(D)** The enzymes involved in conversion of D-AnG into D-glyceraldehyde-3-phosphate and pyruvate. **(E)** The SusD-like proteins induced by kappa- and iota-carrageenan.

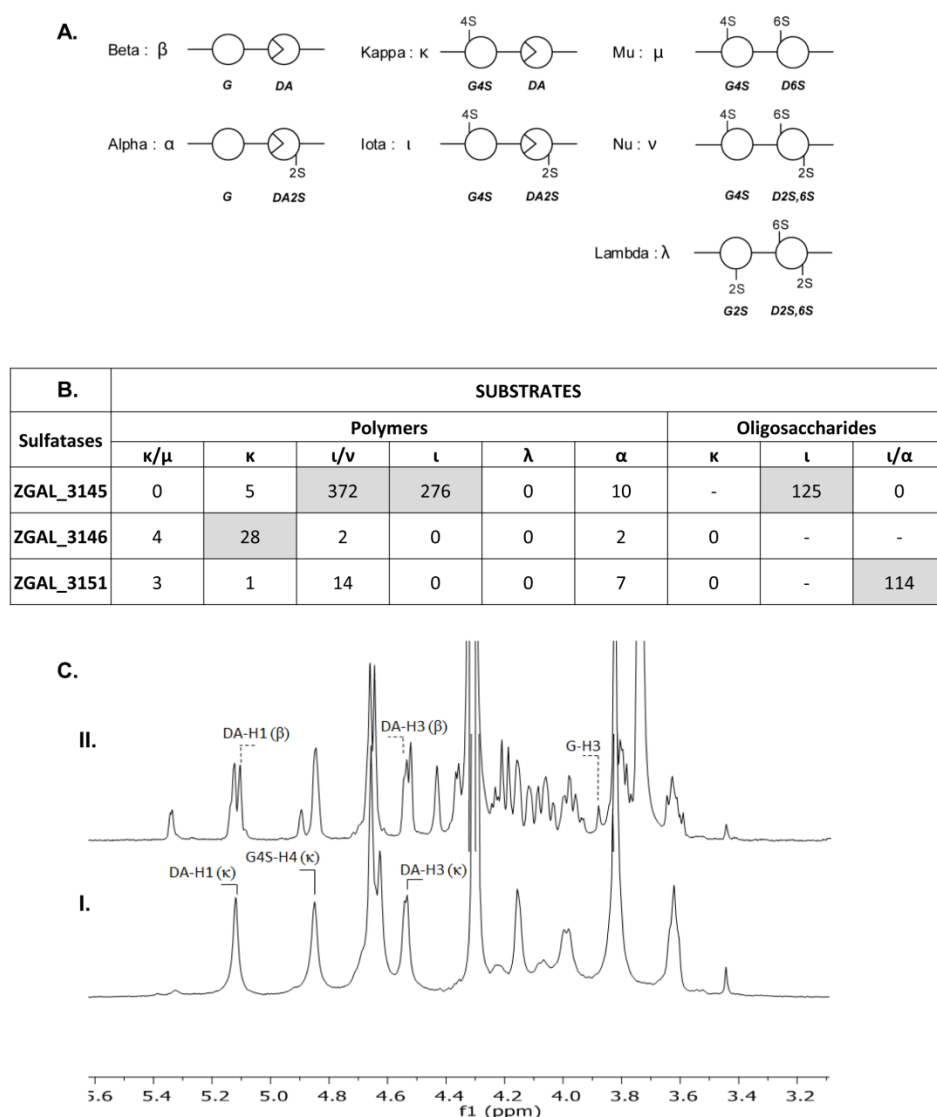

**Supplementary Figure 2.** (A) Nomenclature of the main carrageenan structures according to Knutsen and coworkers<sup>6</sup>. (B) The 3 sulfatases ZGAL\_3145 (CgsA), ZGAL\_3146 (CgsB1) and ZGAL\_3151 (CgsC) were screened against a carrageenan collection consisting of polymers and oligosaccharides. After incubation, filtrates were analyzed by HPAEC revealing the amount of free sulfate produced during the reaction. Data is expressed in  $\mu\text{g}$  of sulfate released by ml of reaction mixture. (C)  $^1\text{H}$ -NMR spectrum of kappa-carrageenan before (spectrum I) and after (spectrum II) incubation with the sulfatase ZGAL\_3146 (CgsB1), resulting in the production of hybrid kappa/beta carrageenan.

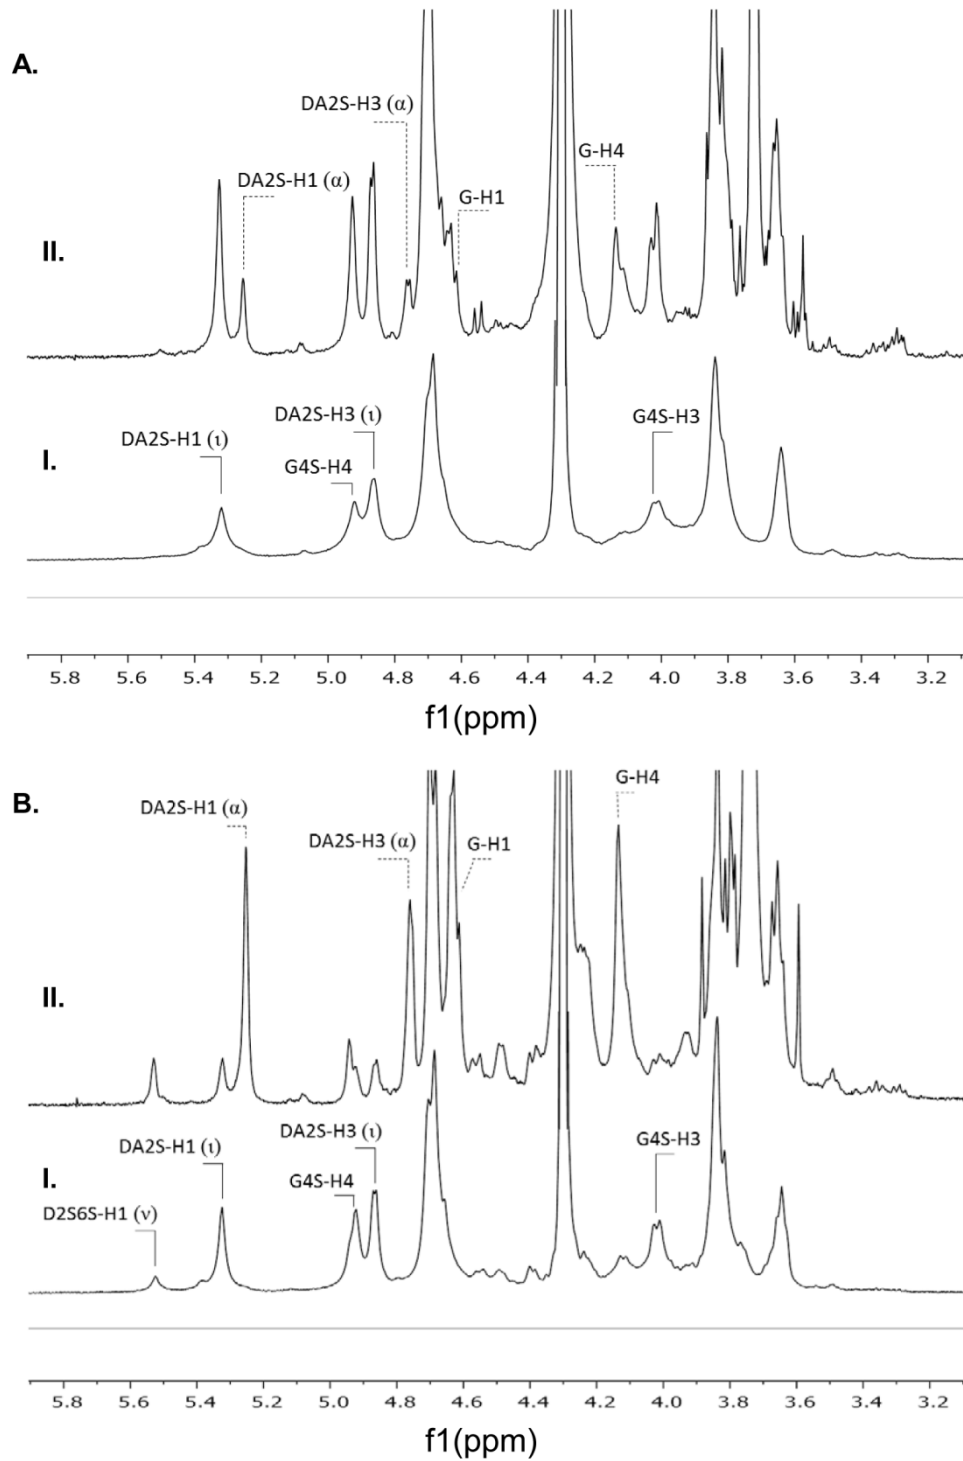

**Supplementary Figure 3.** <sup>1</sup>H-NMR spectrum of iota-carrageenan (**A**) or hybrid iota/nu-carrageenan (**B**) before (spectrum I) and after (spectrum II) incubation with the sulfatase ZGAL\_3145 (CgsA), resulting in the conversion of the substrate into alpha-carrageenan (AII) or hybrid alpha/nu-carrageenan (BII).

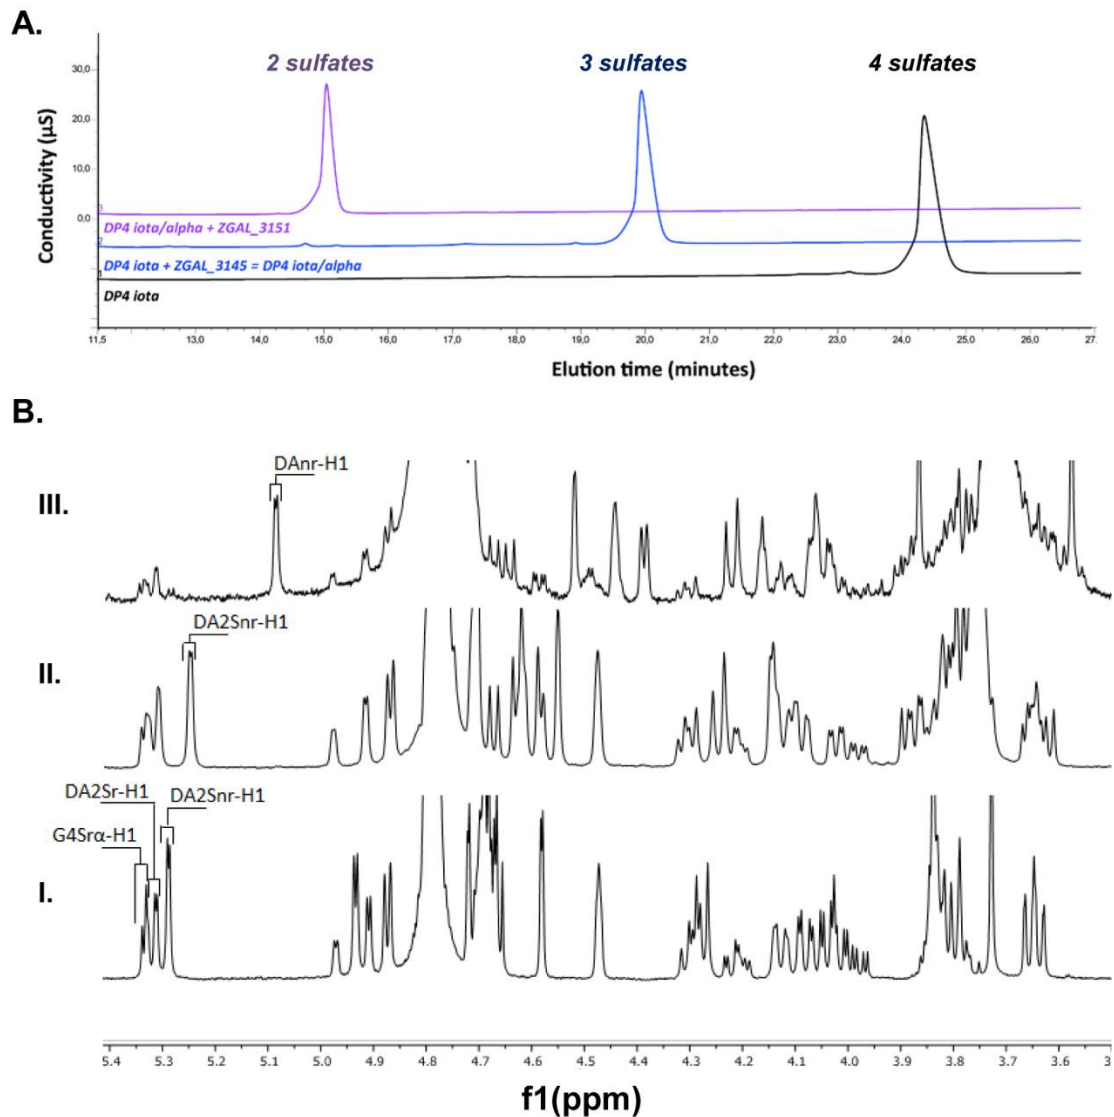

**Supplementary Figure 4. Sequential action of the sulfatases ZGAL\_3145 (CgsA) and ZGAL\_3151 (CgsC) on iota-carratetraose (DP4).** (A) HPLC profile of DP4 iota before (black line) and after treatment with ZGAL\_3145 (blue line) resulting in the loss of one sulfate. The alpha/iota DP4 oligosaccharide produced by ZGAL\_3145 was then incubated with ZGAL\_3151 (violet line) resulting in the removal of one more sulfate. (B)  $^1\text{H}$ -NMR spectrum of iota-carratetraose (DP4) (I) incubated with the sulfatase ZGAL\_3145 which produces alpha-carrageenan on the non-reducing (nr) end (II) followed by treatment with ZGAL\_3151 (III) which produces beta-carrageenan on the nr end.

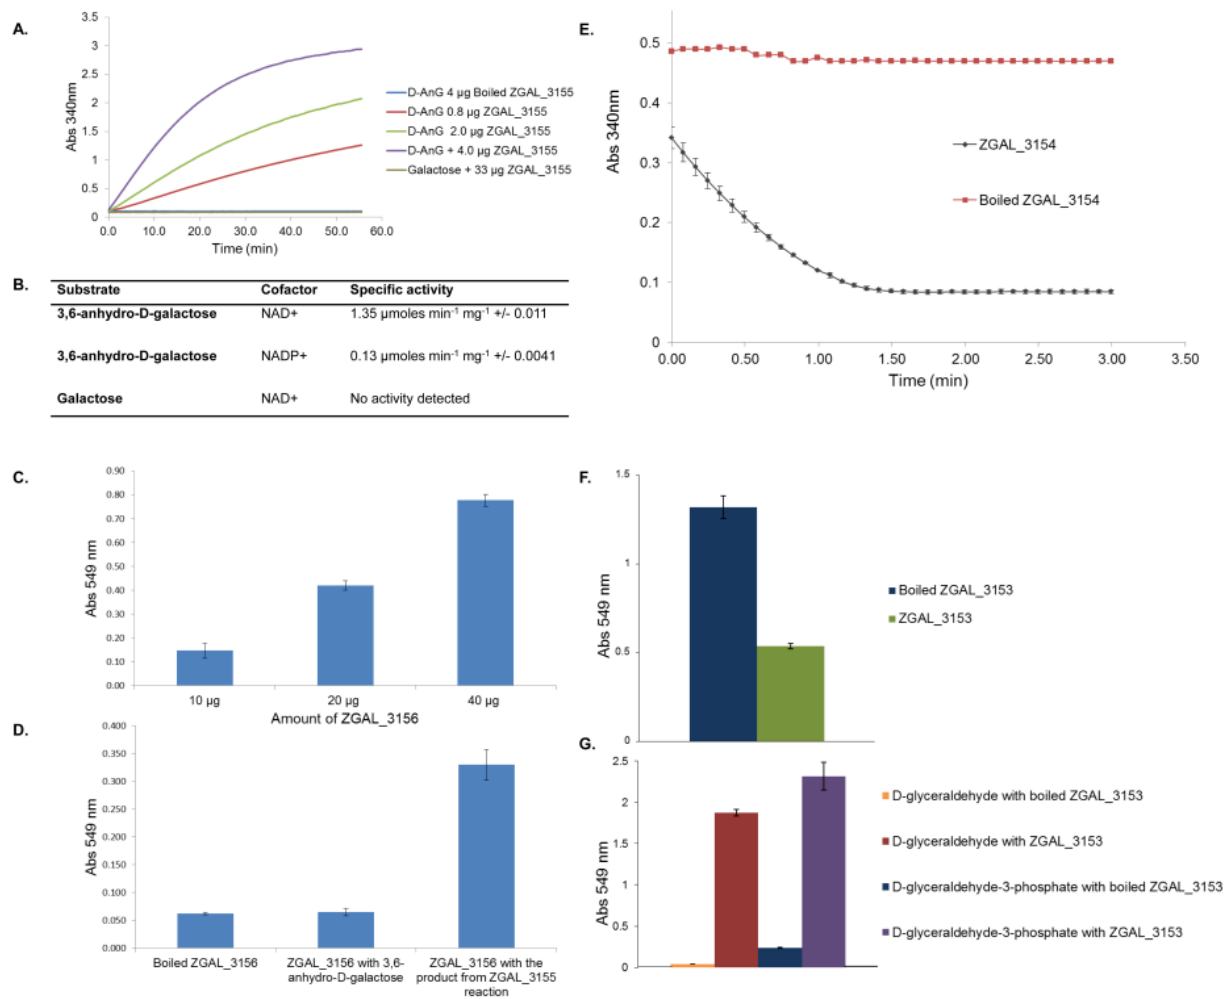

**Supplementary Figure 5 (the legend is on the next page).**

**Supplementary Figure 5. Biochemical characterization of enzymes processing 3,6-anhydro-D-galactose (DauA-D).** (A) Activity test for ZGAL\_3155 (DauA, 3,6-anhydro-D-galactose dehydrogenase), determined spectrophotometrically as a function of the reduction of NAD<sup>+</sup>. Different amounts of enzyme (0.8-4 µg) were added to 10 mM 3,6-anhydro-D-galactose (D-AnG) that was converted to 3,6-anhydro-D-galactonate. Controls with boiled enzyme on D-AnG or fresh enzyme on D-galactose showed no activity. (B) Activity of ZGAL\_3155 (DauA) as a function of the substrate and cofactor (mean ± s.d, n=3). (C) Activity test for ZGAL\_3156 (DauB, 3,6-anhydro-D-galactonate cycloisomerase), on the product of ZGAL\_3155. The conversion of 3,6-anhydro-D-galactonate into 2-keto-3-deoxy-D-galactonate was determined using the thiobarbituric assay (TBA), with various amounts of purified recombinant enzyme (10-40 µg). Values are mean ± s.d (n=3). (D) Comparison of the activity of ZGAL\_3156 on 3,6-anhydro-D-galactose or the product from ZGAL\_3155 reaction, measured using the TBA assay. A control with only boiled ZGAL\_3156 was performed. All reactions were conducted with 50 µg of purified recombinant enzyme. Values are mean ± s.d (n=3). (E) Activity test for ZGAL\_3154 (DauC, 2-keto-3-deoxy-D-galactonate kinase). Reactions contained 2 µg of pure recombinant enzyme and the product of ZGAL\_3156. The conversion of 2-keto-3-deoxy-D-galactonate into 2-keto-3-deoxy-6-phospho-D-galactonate was determined indirectly as a function of the oxidation of NADH. A control with boiled enzyme was performed for comparison. Values are mean ± s.d (n=3). (F) Activity test for ZGAL\_3153 (DauD, 2-keto-3-deoxy-D-galactonate aldolase) in the forward direction. The TBA assay was used to measure the degradation of 2-keto-3-deoxy-6-phospho-D-galactonate (product of ZGAL\_3154) into D-glyceraldehyde-3-phosphate and pyruvate by 2 µg of purified recombinant ZGAL\_3153. A control with the same amount of boiled enzymes was performed for comparison. Values are mean ± s.d (n=3). (G) Activity test for ZGAL\_3153 in the reverse direction. The synthesis of 2-keto-3-deoxy-6-phospho-D-galactonate from pyruvate (50 mM) and D-glyceraldehyde-3-phosphate or D-glyceraldehyde (20 mM) with 5 µg of purified recombinant enzyme was measured using the TBA assay. Controls with the same amount of boiled enzymes were performed for comparison. Values are mean ± s.d (n=3).

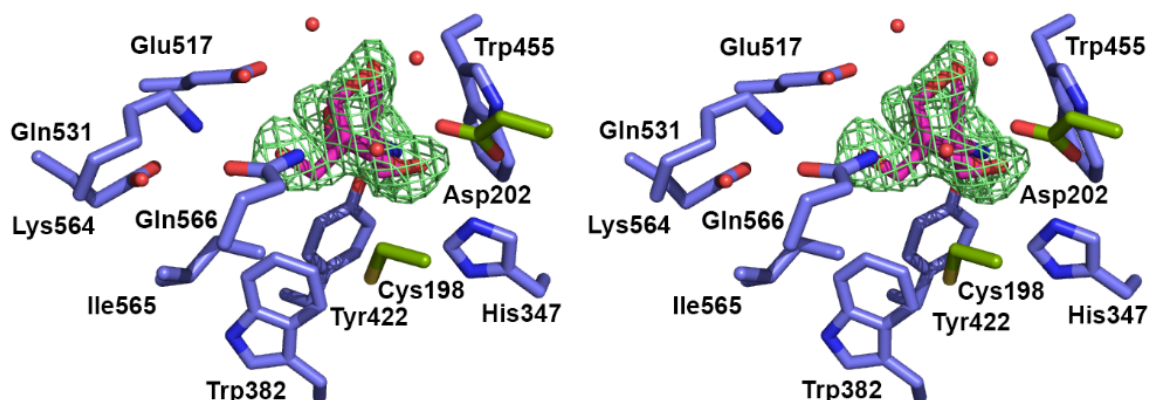

**Supplementary Figure 6.** Omit map stereo image of the X-ray crystal structure of the active site of ZGAL\_3152 (DagB). The omit map was generated by omitting the Tris molecule (in pink) within the active sites of monomer A and B from the refinement. The resulting maps are maximum-likelihood  $\sigma_A$ -weighted  $F_{\text{obs}}-F_{\text{calc}}$  maps contoured in green at  $2\sigma$  ( $0.09 \text{ e}/\text{\AA}^3$ ). Active site residues from monomer A are coloured lime green. Active site residues from monomer B are coloured in blue-violet. Three ordered water molecules within the active site are represented by red spheres.

ZGAL\_3152

1 10 20 30 40 50

β1 β2 TTT

ZGAL\_3152 .....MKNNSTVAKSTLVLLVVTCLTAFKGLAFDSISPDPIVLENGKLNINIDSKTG  
 WP\_051915434.1 .....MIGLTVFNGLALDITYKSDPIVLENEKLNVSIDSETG  
 SDE42675.1 .....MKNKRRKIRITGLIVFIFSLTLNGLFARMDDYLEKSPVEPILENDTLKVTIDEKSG  
 SDM60192.1 .....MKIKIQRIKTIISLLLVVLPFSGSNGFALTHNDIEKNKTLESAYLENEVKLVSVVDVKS  
 WP\_013621371.1 .....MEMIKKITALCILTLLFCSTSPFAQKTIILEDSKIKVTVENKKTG  
 WP\_038505846.1 .....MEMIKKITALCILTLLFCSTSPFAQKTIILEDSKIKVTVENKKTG  
 WP\_034643268.1 .....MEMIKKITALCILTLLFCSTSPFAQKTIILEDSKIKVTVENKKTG  
 WP\_018475996.1 .....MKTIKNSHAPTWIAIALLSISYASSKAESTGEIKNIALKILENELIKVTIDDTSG  
 WP\_062616186.1 .....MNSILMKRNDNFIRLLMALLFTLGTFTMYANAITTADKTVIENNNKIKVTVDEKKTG  
 WP\_052444604.1 .....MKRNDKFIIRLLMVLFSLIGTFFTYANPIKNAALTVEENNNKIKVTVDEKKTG  
 WP\_066209470.1 .....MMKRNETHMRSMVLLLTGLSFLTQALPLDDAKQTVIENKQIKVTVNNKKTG  
 WP\_010133898.1 .....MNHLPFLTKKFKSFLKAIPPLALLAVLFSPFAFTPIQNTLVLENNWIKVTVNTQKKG  
 SDX42040.1 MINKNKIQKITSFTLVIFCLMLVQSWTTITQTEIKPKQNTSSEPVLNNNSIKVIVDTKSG  
 OHD49731.1 .....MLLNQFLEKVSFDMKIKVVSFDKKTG  
 NagBb .....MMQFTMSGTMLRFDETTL

ZGAL\_3152

β3 β4 β5

TTT TTT TTT

60 70 80

ZGAL\_3152 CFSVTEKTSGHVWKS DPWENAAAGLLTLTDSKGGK.....K  
 WP\_051915434.1 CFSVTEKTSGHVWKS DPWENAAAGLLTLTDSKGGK.....K  
 SDE42675.1 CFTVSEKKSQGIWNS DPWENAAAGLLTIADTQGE.....K  
 SDM60192.1 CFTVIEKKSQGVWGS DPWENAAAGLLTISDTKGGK.....K  
 WP\_013621371.1 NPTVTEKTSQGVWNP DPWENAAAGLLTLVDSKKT.....K  
 WP\_038505846.1 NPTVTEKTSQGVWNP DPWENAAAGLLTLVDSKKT.....K  
 WP\_034643268.1 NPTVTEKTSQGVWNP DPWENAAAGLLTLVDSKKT.....K  
 WP\_018475996.1 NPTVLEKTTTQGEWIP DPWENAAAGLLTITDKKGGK.....K  
 WP\_062616186.1 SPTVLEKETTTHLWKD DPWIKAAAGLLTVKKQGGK.....M  
 WP\_052444604.1 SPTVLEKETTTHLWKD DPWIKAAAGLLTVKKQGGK.....L  
 WP\_066209470.1 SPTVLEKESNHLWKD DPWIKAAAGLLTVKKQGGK.....I  
 WP\_010133898.1 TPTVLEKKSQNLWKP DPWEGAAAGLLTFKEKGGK.....S  
 SDX42040.1 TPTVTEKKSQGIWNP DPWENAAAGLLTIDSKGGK.....S  
 OHD49731.1 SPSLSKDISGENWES DPWENAGAGIVS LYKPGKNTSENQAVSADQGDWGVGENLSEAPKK  
 NagBb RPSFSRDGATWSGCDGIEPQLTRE.....D

ZGAL\_3152

β6 η1 β7 β8 β9 β10

90 100 110 120 130 140

ZGAL\_3152 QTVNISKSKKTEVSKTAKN.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 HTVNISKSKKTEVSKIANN.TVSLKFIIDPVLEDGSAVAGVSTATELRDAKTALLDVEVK  
 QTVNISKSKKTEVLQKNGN.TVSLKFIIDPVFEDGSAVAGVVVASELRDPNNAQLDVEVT  
 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_013621371.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_038505846.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_034643268.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_018475996.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_062616186.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_052444604.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_066209470.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 WP\_010133898.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 SDX42040.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 OHD49731.1 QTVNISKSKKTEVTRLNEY.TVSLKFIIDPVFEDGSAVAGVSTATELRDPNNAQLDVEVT  
 NagBb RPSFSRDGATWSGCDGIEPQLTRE.....D

ZGAL\_3152

β11 β12 β13 β14 α1

150 160 170 180 190 200

ZGAL\_3152 EHRSGNFT...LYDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 EHNAGNFK...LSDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 SDE42675.1 DHQPGNYK...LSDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 SDM60192.1 EHSAGNYS...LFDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_013621371.1 SYTSSNHK...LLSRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_038505846.1 SYTSSNHK...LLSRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_034643268.1 SYTSSNHK...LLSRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_018475996.1 DVEAGSYQ...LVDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_062616186.1 SVEKGDYN...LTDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_052444604.1 SVEKGEYN...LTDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_066209470.1 SVEKGEYN...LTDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 WP\_010133898.1 SVNKGNNK...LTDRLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 SDX42040.1 SYEACNNK...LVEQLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 OHD49731.1 SLPKNTL...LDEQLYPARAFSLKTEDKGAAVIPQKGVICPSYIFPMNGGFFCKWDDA  
 NagBb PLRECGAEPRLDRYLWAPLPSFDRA...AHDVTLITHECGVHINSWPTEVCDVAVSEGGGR

ZGAL\_3152

η2 β15 β16 β17 β18 η3

210 220 230 240 250 260

ZGAL\_3152 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_051915434.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 SDE42675.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 SDM60192.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_013621371.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_038505846.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_034643268.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_018475996.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_062616186.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_052444604.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_066209470.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 WP\_010133898.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 SDX42040.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 OHD49731.1 TYN.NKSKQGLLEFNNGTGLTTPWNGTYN.EKSAVMGIVDVARSHPHMOYININNGOVLFN  
 NagBb ...FETAGGY...LWAPLPSFDRA...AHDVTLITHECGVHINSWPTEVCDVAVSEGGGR

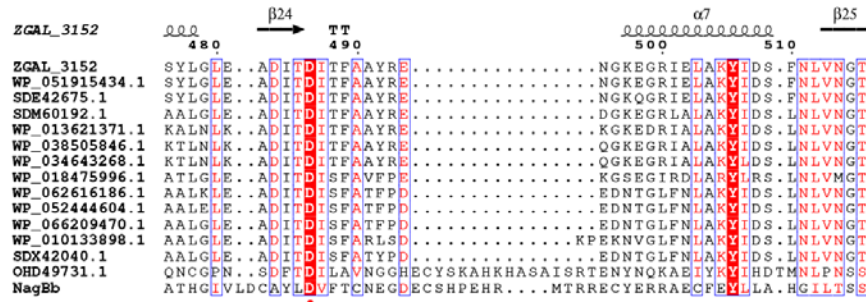

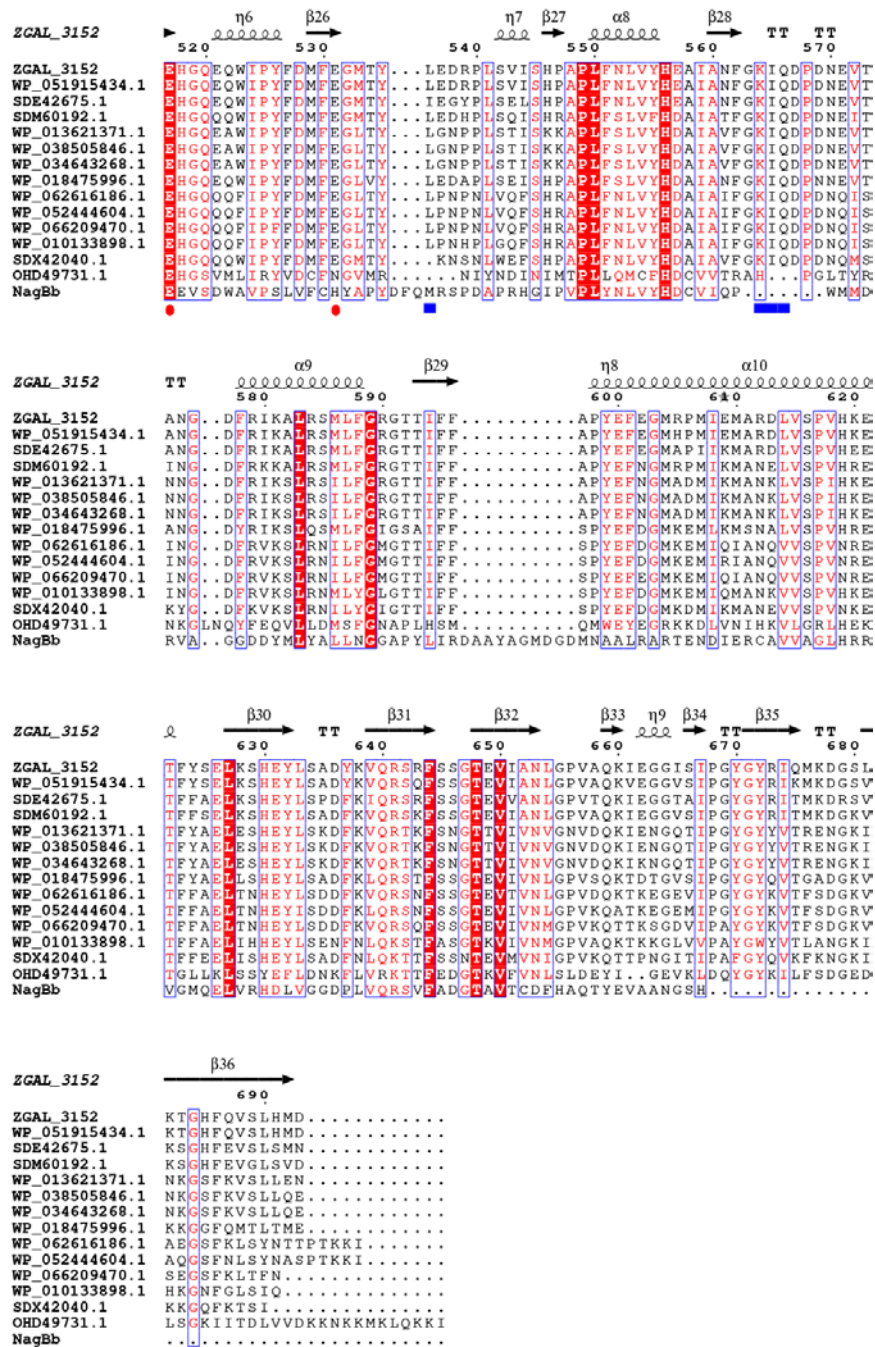

**Supplementary Figure 7.** Sequence alignment of the GH129-like  $\alpha$ -1,3-(3,6-anhydro)-D-galactosidase DagB (ZGAL\_3152) with its close homologues and with the family GH129  $\alpha$ -N-acetylgalactosaminidase NagBb from *Bifidobacterium bifidum*. The secondary structure representation of ZGAL\_3152 is shown above the sequence alignment. The  $\alpha$ -helices and  $\beta$ -strands are represented as *helices* and *arrows*, respectively, and  $\beta$ -turns are marked with TT. Dark shaded boxes enclose invariant positions, and light shaded boxes show positions with similar residues. Blue squares indicate the residues involved in the binding of Tris and MDP molecules in the active site (potentially responsible for substrate recognition). Red circles mark the potential catalytic residues of ZGAL\_3152. The green triangle indicates the catalytic “fixer” residue of NagBb (Asp330)<sup>3</sup>. The figure was prepared by ESPrnt 3.0 (<http://esprnt.ibcp.fr>)<sup>12</sup>.

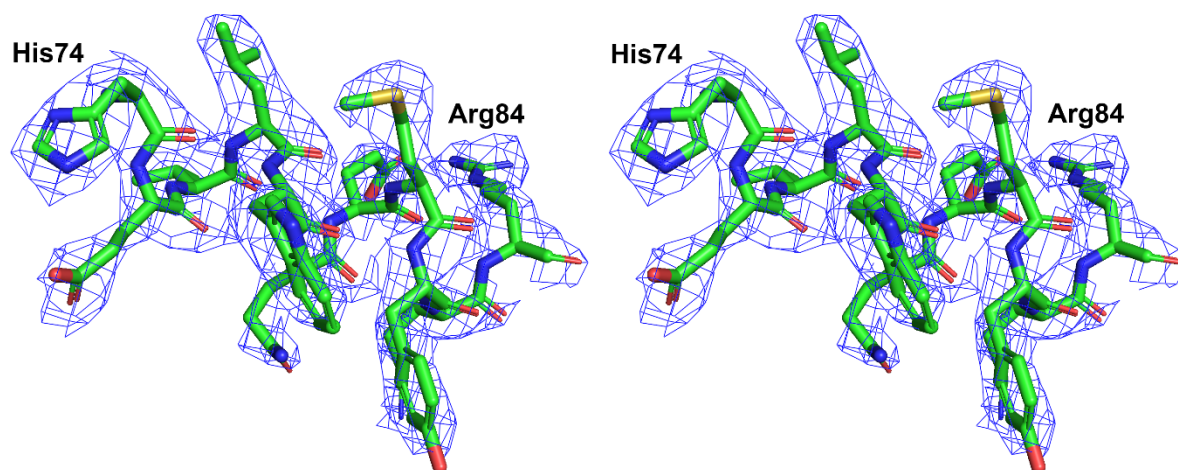

**Supplementary Figure 8.** 2Fo-Fc map stereo image of the X-ray crystal structure of the active site of ZGAL\_3156 (DauB). The 2Fo-Fc map is contoured in blue at  $1\sigma$ . The residues from His74 to Arg84 are represented as sticks coloured in green.

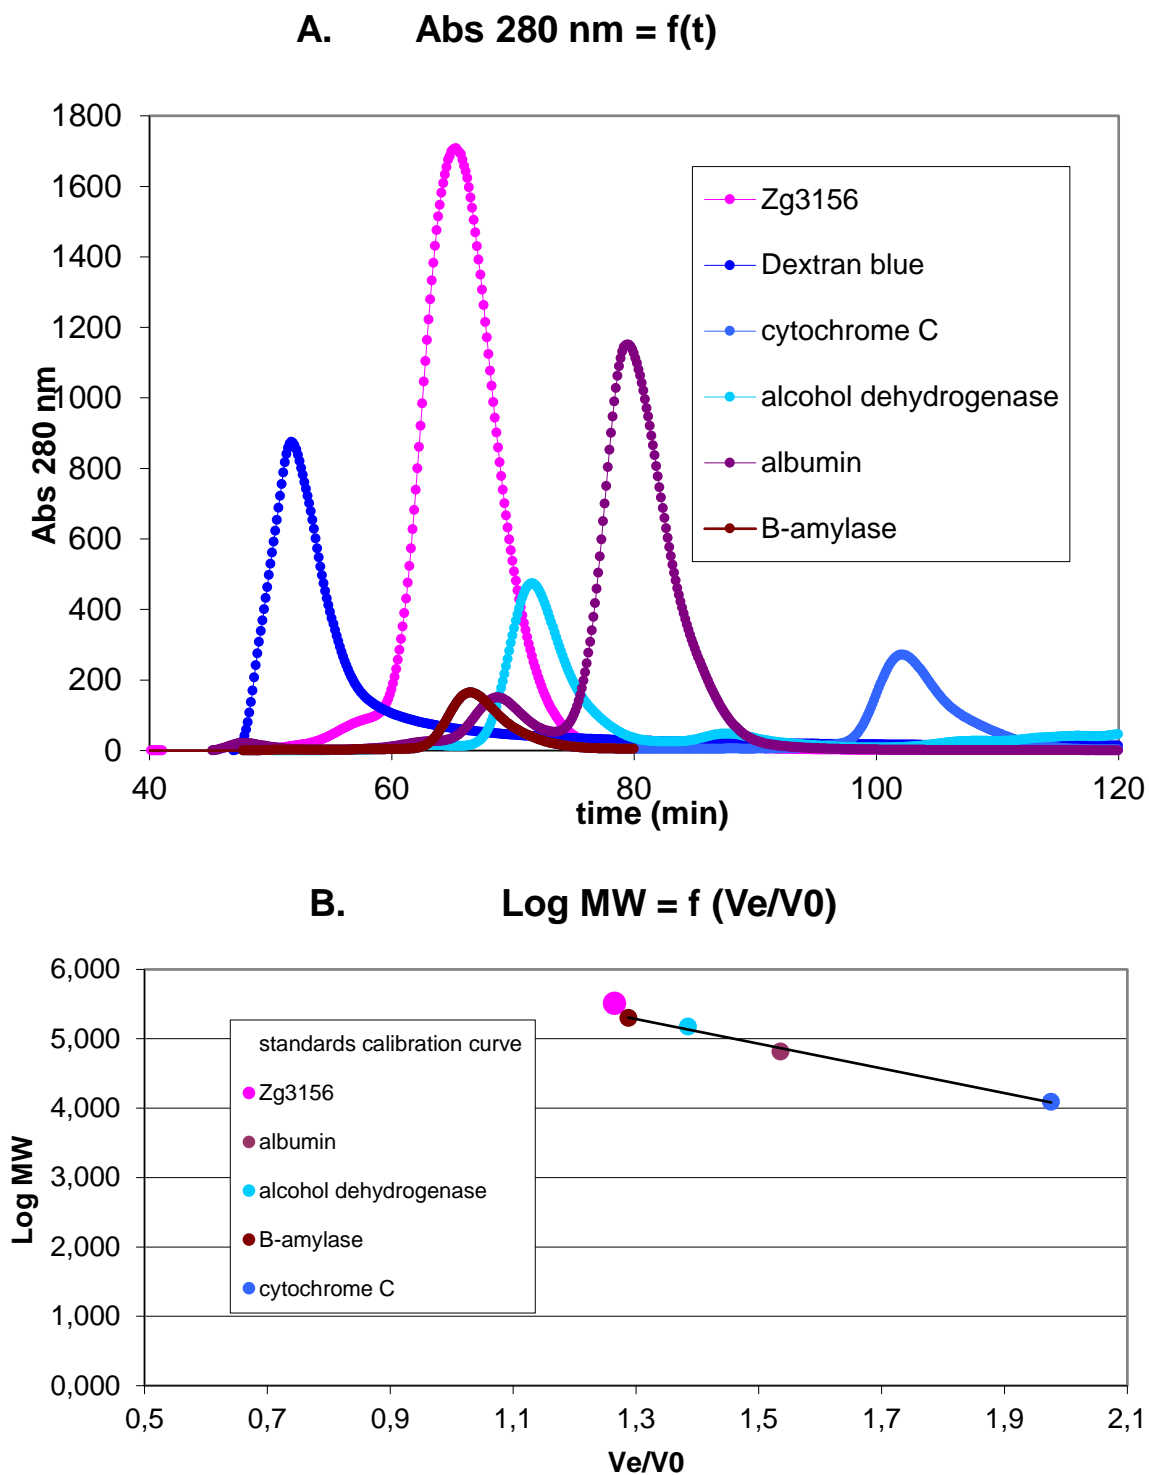

**Supplementary Figure 9.** A. Size exclusion chromatography (Superdex 200, GE healthcare) of the 3,6-ahydro-D-galactonate cycloisomerase ZGAL\_3156. This chromatogram is superposed with the chromatograms of standard biomolecules analyzed in identical conditions (dextran blue: 2000 kDa; beta-amylase: 200 kDa; alcohol dehydrogenase: 150 kDa; albumin: 66 kDa; cytochrome C: 1.24 kDa). B. Superdex 200 calibration curve. MW: molecular weight (Da); Ve: Elution volume; V0: void volume. The measured molecular weight of ZGAL\_3156 is 327024 Da (monomer theoretical MW: 44690 Da) indicating a octameric form in solution (octamer theoretical MW: 357520 Da).

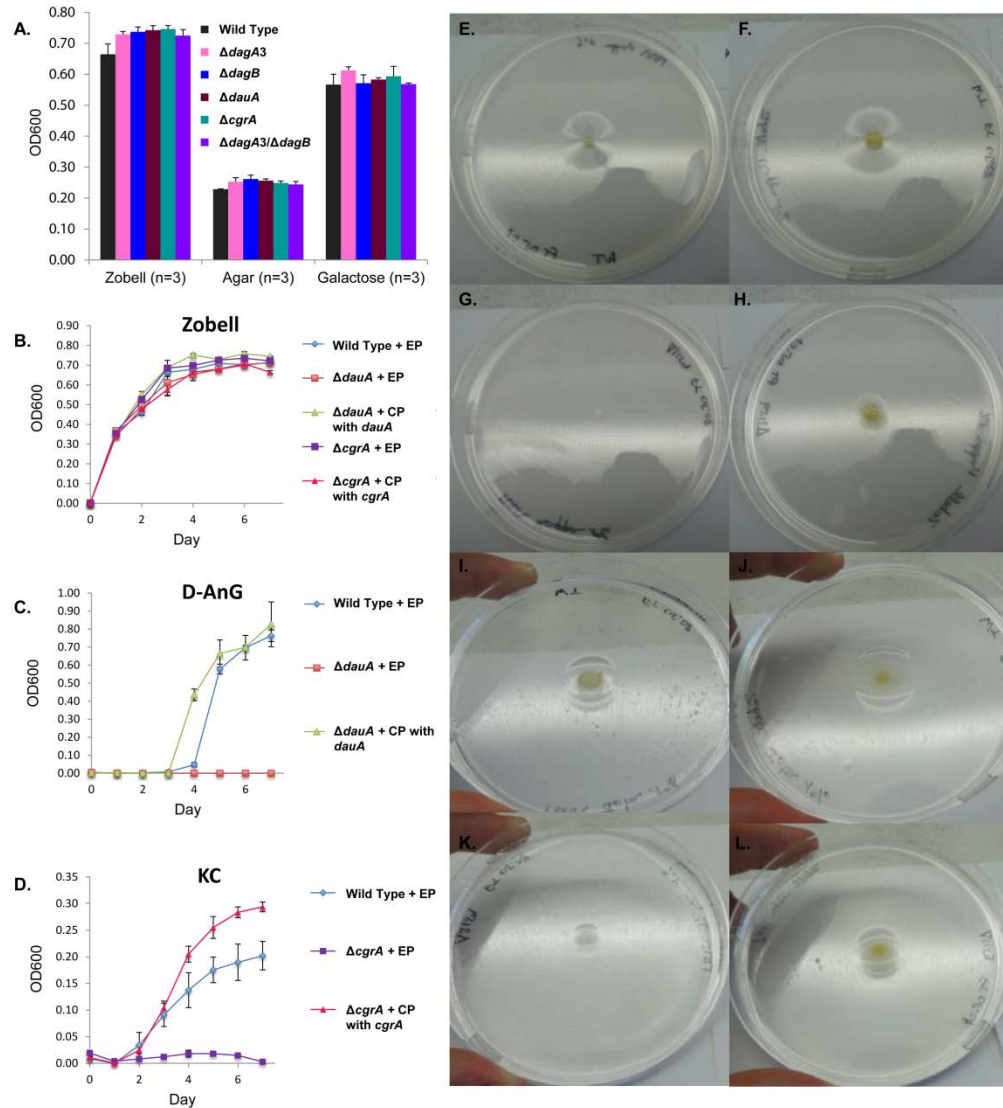

**Supplementary Figure 10. Phenotyping of *Z. galactanivorans* mutant and complemented strains for genes in the carrageenolytic PUL.** (A) Average growth of wild type *Z. galactanivorans* and deletion mutants on Zobell media, agar and D-galactose on day three of growth. (B) Growth curve for complemented wild type and mutant strains  $\Delta dauA$  and  $\Delta cgrA$  in Zobell medium. The *Z. galactanivorans* genome has been modified distal to the carrageenan PUL incorporating an EP (empty plasmid) or CP (complementation plasmid containing the complemented target gene). (C) Growth curve for complemented wild type and mutant strains  $\Delta dauA$  ( $\Delta zgal\_3155$ ,  $\Delta 3,6$ -anhydro-D-galactose dehydrogenase) in minimum medium supplemented with 3,6-anhydro-D-galactose (D-AnG). (D) Growth curve for complemented wild type and mutant strains  $\Delta cgrA$  ( $\Delta zgal\_3159$ ,  $\Delta araC$  family regulator) in minimum medium supplemented with kappa-carrageenan (KC). In panels A-D, error bars represent standard error of the mean between three replicates. (E-H) Growth of the wild type (E, F) and  $\Delta cgrA$  (G, H) strains on gels containing kappa-carrageenan as a sole carbon source (E, G) or kappa-carrageenan supplemented with Zobell (F, H). The degradation of kappa-carrageenan was evidenced by a depression in the gel (E, F). (I-L) Growth of the wild type (I, J) and  $\Delta cgrA$  (K, L) strains on gels containing iota-carrageenan as sole carbon source (L, K) or iota-carrageenan supplemented with Zobell (J, L). The degradation of iota-carrageenan was evidenced by a liquefaction of the gel. See supplementary discussion section 3 for an extended discussion on these results.

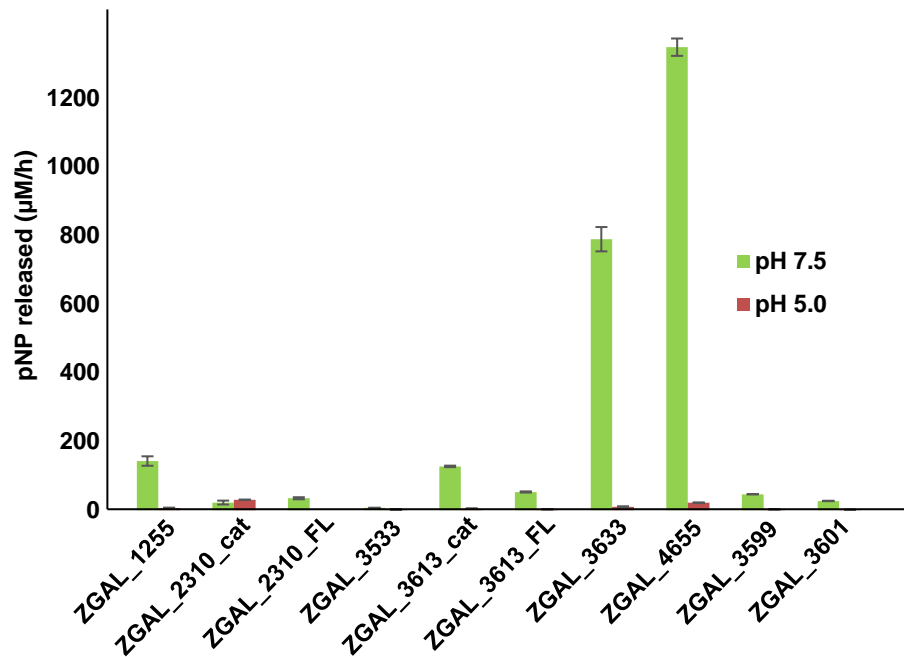

**Supplementary Figure 11.** Activity test of the 10 GH2 polypeptide constructs at 0.1  $\mu\text{g}/\mu\text{L}$  on 2.5 mM pNP- $\beta$ -galactopyranoside. Activities are expressed in  $\mu\text{M}$  of pNP released per hour on kinetics realised in 0.1M sodium acetate pH 5.0 and 0.1M Hepes pH 7.5 followed by spectrophotometry (410 nm). FL refers to the full length enzyme and cat refers to just the catalytic module of the enzyme.

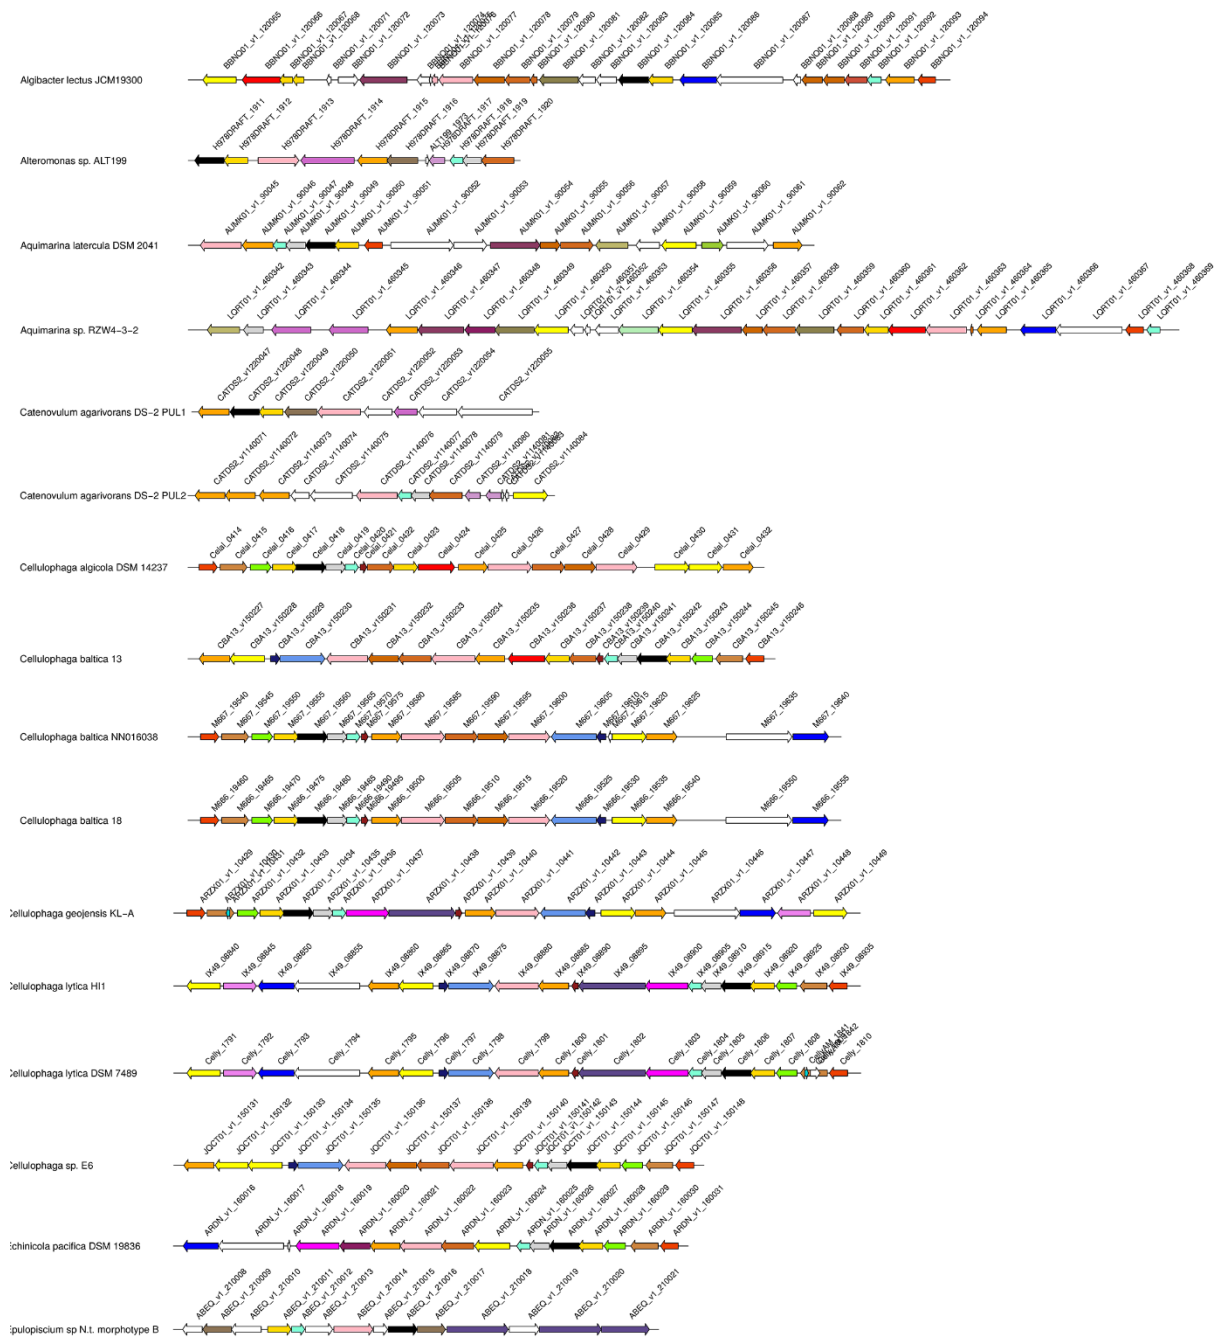

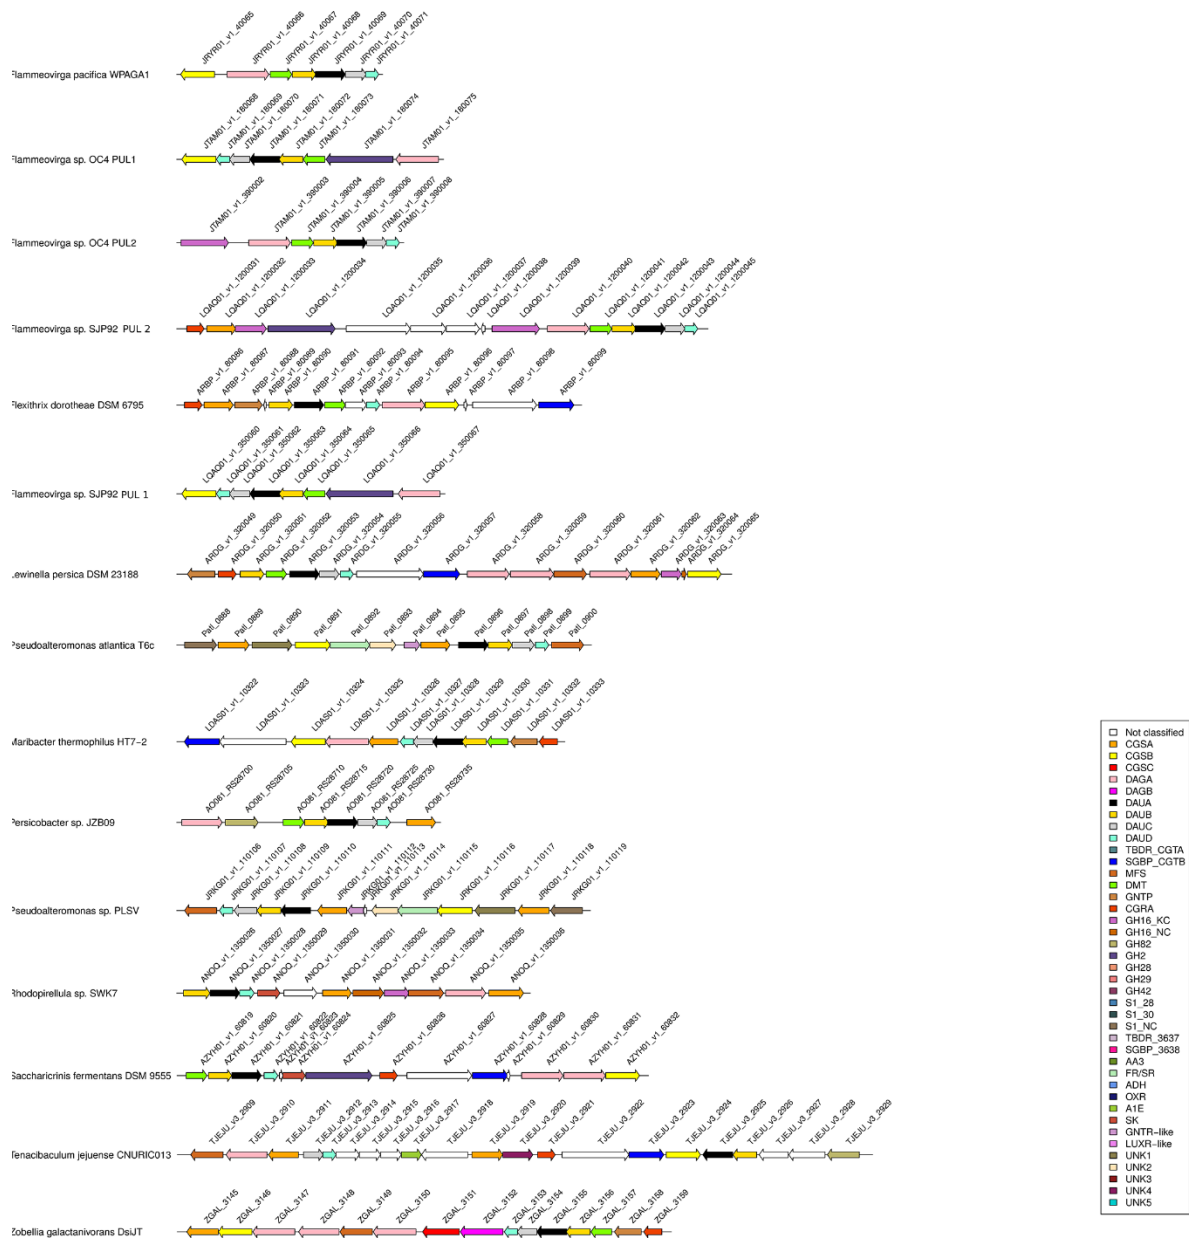

**Supplementary Figure 12.** Gene composition of the carrageenan-specific PULs that were used in the clustering experiment and to generate the heatmap in Figure 9.

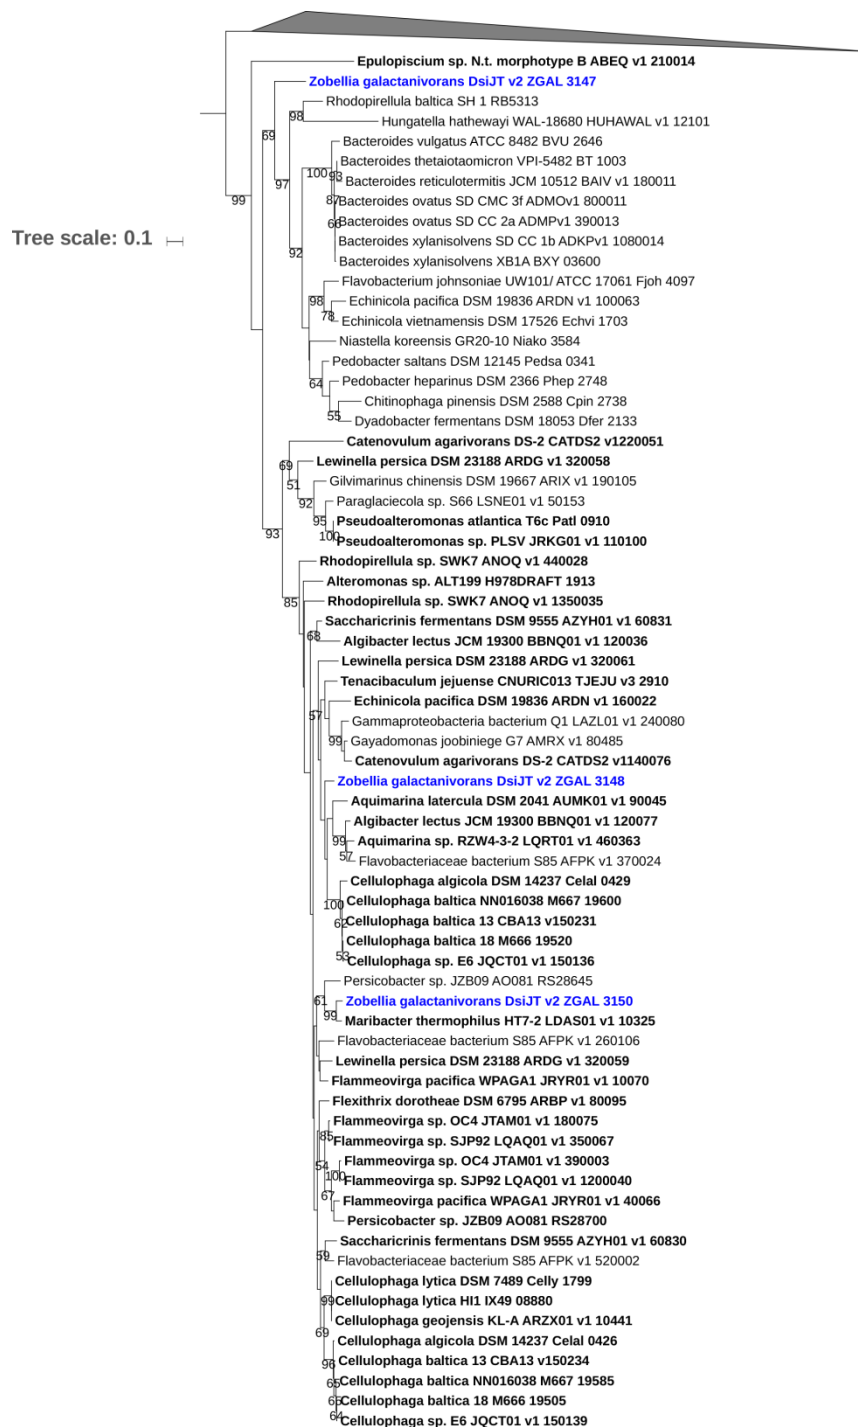

**Supplementary Figure 13. Phylogenetic relationship of GH127 (DagA) domains close to *Zobellia galactanivorans* GH127 PUL proteins.** The tree was generated with 549 domain protein sequences using a maximum likelihood method with 100 bootstrap replicates. Only the clade gathering *Z. galactanivorans* PUL sequences is represented here, the rest of the tree being collapsed. This clade is supported by 99% bootstrap. Bootstrap values superior or equal to 50% are shown. *Zobellia galactanivorans* GH127 PUL proteins are highlighted in blue. Proteins belonging to a similar PUL structure are highlighted in bold. The represented clade is divided into Clade 1, which includes only sequences from marine bacteria, and Clade 2, which contains sequences from bacteria originating from marine, human gut and soil ecosystems.

**Supplementary Table 1.** X-ray crystallography data collection statistics.

|                                                      | ZGAL_3152*             | ZGAL_3156*             |
|------------------------------------------------------|------------------------|------------------------|
| <b>Data collection</b>                               |                        |                        |
| Space group                                          | C121                   | P21                    |
| Cell dimensions                                      |                        |                        |
| <i>a</i> , <i>b</i> , <i>c</i> (Å)                   | 222.00 107.50 165.80   | 85.84 154.07 150.87    |
| $\alpha$ , $\beta$ , $\gamma$ (°)                    | 90.00 114.00 90.00     | 90.00 104.38 90.00     |
| Resolution (Å)                                       | 46.70-1.70 (1.74-1.70) | 49.17-2.79 (2.87-2.79) |
| <i>R</i> <sub>sym</sub> or <i>R</i> <sub>merge</sub> | 4.8 (38.3)             | 22.7 (129.1)           |
| <i>I</i> / $\sigma I$                                | 16.1 (3.1)             | 3.97 (0.87)            |
| Completeness (%)                                     | 99.6 (98.5)            | 99.0 (95.6)            |
| Redundancy                                           | 3.1 (3.1)              | 3.6 (3.6)              |
| CC1/2                                                | 99.9 (83.2)            | 97.8 (47.3)            |
| <b>Refinement</b>                                    |                        |                        |
| Resolution (Å)                                       | 46.70-1.70 (1.74-1.70) | 49.17-2.79 (2.87-2.79) |
| Total reflections                                    | 1226588                | 333244                 |
| Unique reflections                                   | 389746                 | 93118                  |
| <i>R</i> <sub>work</sub> / <i>R</i> <sub>free</sub>  | 14.7/17.6              | 23.1/26.6              |
| No. atoms                                            |                        |                        |
| Protein Chain A                                      | 5244                   | 2721                   |
| Protein Chain B                                      | 5256                   | 2709                   |
| Protein Chain C                                      | 5224                   | 2717                   |
| Protein Chain D                                      | 5228                   | 2711                   |
| Protein Chain E                                      |                        | 2735                   |
| Protein Chain F                                      |                        | 2741                   |
| Protein Chain G                                      |                        | 2730                   |
| Protein Chain H                                      |                        | 2745                   |
| Metal ions                                           | 4                      | 5                      |
| Water                                                | 2841                   | 92                     |
| <i>B</i> -factors                                    |                        |                        |
| Protein Chain A                                      | 18.4                   | 70.6                   |
| Protein Chain B                                      | 18.8                   | 71.1                   |
| Protein Chain C                                      | 18.7                   | 71.7                   |
| Protein Chain D                                      | 19.6                   | 71.7                   |
| Protein Chain E                                      |                        | 66.6                   |
| Protein Chain F                                      |                        | 66.3                   |
| Protein Chain G                                      |                        | 67.3                   |
| Protein Chain H                                      |                        | 66.7                   |
| Metal ions                                           | 23.5                   | 72.2                   |
| Water                                                | 29.5                   | 43.7                   |
| R.m.s. deviations                                    |                        |                        |
| Bond lengths (Å)                                     | 0.024                  | 0.010                  |
| Bond angles (°)                                      | 2.289                  | 1.19                   |

\* Data was collected on one crystal for each protein. *R*<sub>merge</sub> data for ZGAL\_3156 is not relevant as it was collected on an Eiger detector.

Supplementary Table 2. Primer sequences used for cloning genes for recombinant protein production.

| <i>Gene Locus</i> | <i>Nucleotides</i> | <i>Forward primer sequence</i>             | <i>Reverse primer sequence</i>            |
|-------------------|--------------------|--------------------------------------------|-------------------------------------------|
| ZGAL_1255         | 67-2844            | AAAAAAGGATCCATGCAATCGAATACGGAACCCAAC       | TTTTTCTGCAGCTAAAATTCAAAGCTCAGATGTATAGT    |
| ZGAL_1920         | 85-3210            | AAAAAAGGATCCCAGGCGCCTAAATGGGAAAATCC        | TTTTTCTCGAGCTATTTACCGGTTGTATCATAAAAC      |
| ZGAL_2310         | 85-3081            | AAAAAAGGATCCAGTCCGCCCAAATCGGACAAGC         | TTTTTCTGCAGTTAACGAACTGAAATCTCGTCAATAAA    |
| ZGAL_2310cat      | 85-2445            | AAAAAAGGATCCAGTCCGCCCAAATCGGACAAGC         | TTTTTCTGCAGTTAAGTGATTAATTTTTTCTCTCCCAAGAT |
| ZGAL_3145         | 130-1531           | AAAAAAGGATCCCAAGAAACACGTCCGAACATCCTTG      | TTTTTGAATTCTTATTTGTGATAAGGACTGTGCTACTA    |
| ZGAL_3146         | 55-1632            | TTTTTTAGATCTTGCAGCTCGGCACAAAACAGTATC       | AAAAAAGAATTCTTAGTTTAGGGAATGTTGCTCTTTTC    |
| ZGAL_3147         | 64-2041            | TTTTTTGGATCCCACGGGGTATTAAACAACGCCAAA       | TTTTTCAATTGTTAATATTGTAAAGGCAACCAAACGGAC   |
| ZGAL_3148         | 4-1966             | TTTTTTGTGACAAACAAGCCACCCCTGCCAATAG         | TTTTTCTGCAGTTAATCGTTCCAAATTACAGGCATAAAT   |
| ZGAL_3150         | 67-2080            | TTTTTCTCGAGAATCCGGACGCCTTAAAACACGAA        | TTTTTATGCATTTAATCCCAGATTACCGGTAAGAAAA     |
| ZGAL_3151*        | 118-1788           | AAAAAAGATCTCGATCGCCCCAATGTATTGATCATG       | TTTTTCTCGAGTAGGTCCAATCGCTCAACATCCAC       |
| ZGAL_3152         | 94-2077            | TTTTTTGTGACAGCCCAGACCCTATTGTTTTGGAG        | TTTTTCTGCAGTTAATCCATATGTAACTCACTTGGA      |
| ZGAL_3153         | 4-643              | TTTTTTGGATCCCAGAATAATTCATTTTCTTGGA AAAAATA | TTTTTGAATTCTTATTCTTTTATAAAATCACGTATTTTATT |
| ZGAL_3154         | 4-949              | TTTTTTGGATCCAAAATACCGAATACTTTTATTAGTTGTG   | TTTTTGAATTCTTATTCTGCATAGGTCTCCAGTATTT     |
| ZGAL_3155         | 4-1447             | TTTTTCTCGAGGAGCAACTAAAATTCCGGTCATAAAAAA    | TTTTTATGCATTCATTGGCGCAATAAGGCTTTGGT       |
| ZGAL_3156         | 4-1162             | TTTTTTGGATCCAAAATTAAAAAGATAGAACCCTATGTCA   | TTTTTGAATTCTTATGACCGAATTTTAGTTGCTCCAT     |
| ZGAL_3533         | 70-2490            | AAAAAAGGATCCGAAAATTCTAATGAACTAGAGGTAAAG    | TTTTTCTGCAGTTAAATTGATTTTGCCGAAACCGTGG     |
| ZGAL_3580         | 78-1752            | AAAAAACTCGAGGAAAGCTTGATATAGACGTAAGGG       | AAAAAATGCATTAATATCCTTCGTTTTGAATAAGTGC     |
| ZGAL_3599         | 64-3057            | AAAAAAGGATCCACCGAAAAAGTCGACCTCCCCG         | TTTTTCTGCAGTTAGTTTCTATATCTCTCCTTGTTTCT    |
| ZGAL_3601         | 52-2289            | AAAAAAGGATCCTGTTACCTA AAAAAGCTGATACGG      | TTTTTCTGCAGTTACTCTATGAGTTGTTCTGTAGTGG     |
| ZGAL_3613         | 58-2913            | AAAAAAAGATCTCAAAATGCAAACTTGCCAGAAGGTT      | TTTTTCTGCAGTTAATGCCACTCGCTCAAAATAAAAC     |
| ZGAL_3613cat      | 58-2625            | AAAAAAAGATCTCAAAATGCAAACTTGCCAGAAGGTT      | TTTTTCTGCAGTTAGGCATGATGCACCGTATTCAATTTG   |
| ZGAL_3633         | 60-2478            | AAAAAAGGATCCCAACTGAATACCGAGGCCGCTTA        | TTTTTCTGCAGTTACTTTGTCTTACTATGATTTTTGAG    |
| ZGAL_3638         | 96-1911            | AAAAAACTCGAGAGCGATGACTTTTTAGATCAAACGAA     | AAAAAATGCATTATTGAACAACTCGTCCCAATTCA       |
| ZGAL_4655         | 51-2538            | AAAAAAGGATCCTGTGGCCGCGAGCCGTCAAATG         | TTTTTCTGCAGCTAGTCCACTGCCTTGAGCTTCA        |

\*Cloned into pET20b, all other constructs were cloned into pFO4

Supplementary Table 3. Primers used in the deletion and complementation study. Restriction sites in the primer sequences are underlined.

| Primer  | Sequence (5' → 3')                     | Restriction site |
|---------|----------------------------------------|------------------|
| OFT0001 | TTCAACAGTATTTTCGTCGTCCCC               | PstI upstream    |
| OFT0002 | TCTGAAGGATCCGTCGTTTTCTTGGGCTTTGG       | BamHI            |
| OFT0003 | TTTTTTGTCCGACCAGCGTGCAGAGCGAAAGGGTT    | SalI             |
| OFT0004 | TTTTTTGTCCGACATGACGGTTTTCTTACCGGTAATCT | SalI             |
| OFT0005 | TAACAATTTGGGGTAAAATAGTGCC              |                  |
| OFT0006 | TTTACCGTCCCCGATATTAAAGCG               |                  |
| ORL664  | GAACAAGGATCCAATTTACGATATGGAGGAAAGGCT   | BamHI            |
| ORL665  | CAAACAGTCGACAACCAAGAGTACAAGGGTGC       | SalI             |
| ORL666  | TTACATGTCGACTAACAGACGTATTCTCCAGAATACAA | SalI             |
| ORL667  | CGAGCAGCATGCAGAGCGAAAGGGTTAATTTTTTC    | SphI             |
| ORL668  | CGACGAAGAGGTCATCAAACATTG               |                  |
| ORL669  | GGAGCATTGTGCGCTAAGTGCC                 |                  |
| ORL670  | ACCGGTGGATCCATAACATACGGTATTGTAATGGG    | BamHI            |
| ORL671  | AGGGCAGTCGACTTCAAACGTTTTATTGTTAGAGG    | SalI             |
| ORL672  | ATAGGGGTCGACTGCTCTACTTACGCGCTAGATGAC   | SalI             |
| ORL673  | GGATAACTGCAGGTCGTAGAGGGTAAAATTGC       | PstI             |
| ORL674  | ACGACCATACCCATATCGGGCG                 |                  |
| ORL675  | AGTGGTAAAACCTTTAAAGTTTCCCT             |                  |
| ORL676  | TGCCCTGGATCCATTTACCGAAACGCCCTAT        | BamHI            |
| ORL677  | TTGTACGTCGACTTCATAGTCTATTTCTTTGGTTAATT | SalI             |
| ORL678  | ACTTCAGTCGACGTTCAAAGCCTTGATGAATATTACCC | SalI             |
| ORL679  | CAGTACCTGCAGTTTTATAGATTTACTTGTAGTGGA   | PstI             |
| ORL680  | GTCGGTGCTTTAGGAAACGCTGG                |                  |
| ORL681  | CCGAATGGCCCGATTTTTTCGAC                |                  |
| 1978    | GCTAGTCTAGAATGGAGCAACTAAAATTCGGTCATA   | XbaI             |
| 1979    | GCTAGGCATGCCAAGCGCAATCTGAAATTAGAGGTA   | SphI             |
| 1980    | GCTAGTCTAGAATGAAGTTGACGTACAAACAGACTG   | XbaI             |
| 1981    | GCTAGGCATGC GGAAGACACGTGAATTATCTCGTA   | SphI             |
| 2088    | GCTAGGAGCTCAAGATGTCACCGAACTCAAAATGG    | SacI             |
| 2089    | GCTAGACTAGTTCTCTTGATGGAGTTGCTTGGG      | SpeI             |
| 2090    | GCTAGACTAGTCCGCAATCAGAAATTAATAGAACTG   | SpeI             |
| 2091    | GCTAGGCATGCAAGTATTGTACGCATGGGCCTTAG    | SphI             |
| 2102    | ACATCGATATGCCGGTTATGGAC                |                  |
| 2103    | GTTTTCGGATTCTTGTGCTTTAGG               |                  |

Supplementary Table 4. Bacterial strains and plasmids used for phenotyping and complementation studies.

| Strain or plasmid         | Relevant characteristics or phenotype <sup>a</sup>                                                                                                                                                                  | Reference  |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| <b>Strains</b>            |                                                                                                                                                                                                                     |            |
| <i>E. coli</i>            |                                                                                                                                                                                                                     |            |
| S17_1 $\lambda$ pir       | F <sup>+</sup> RP4-2-Tc::Mu <i>aphA</i> ::Tn7 <i>recA</i> $\lambda$ pir; Sm <sup>R</sup>                                                                                                                            | 13         |
| <i>Z. galactanivorans</i> |                                                                                                                                                                                                                     |            |
| Dsij <sup>T</sup>         | Wild type                                                                                                                                                                                                           | 14         |
| mZG_0007                  | $\Delta$ ZGAL_3152, obtained from Dsij <sup>T</sup>                                                                                                                                                                 | This study |
| mZG_0008                  | $\Delta$ ZGAL_3155, obtained from Dsij <sup>T</sup>                                                                                                                                                                 | This study |
| mZG_0011                  | $\Delta$ ZGAL_3159, obtained from Dsij <sup>T</sup>                                                                                                                                                                 | This study |
| mZG_0026                  | $\Delta$ ZGAL_3150, obtained from Dsij <sup>T</sup>                                                                                                                                                                 | This study |
| mZG_0031                  | Wild type (pYT356), obtained from Dsij <sup>T</sup> ; (Em <sup>R</sup> )                                                                                                                                            | This study |
| mZG_0037                  | $\Delta$ ZGAL_3155 (pYT356), obtained from mZG_0008; (Em <sup>R</sup> )                                                                                                                                             | This study |
| mZG_0039                  | $\Delta$ ZGAL_3155 (pYT360), obtained from mZG_0008; (Em <sup>R</sup> )                                                                                                                                             | This study |
| mZG_0041                  | $\Delta$ ZGAL_3159 (pYT356), obtained from mZG_0011; (Em <sup>R</sup> )                                                                                                                                             | This study |
| mZG_0043                  | $\Delta$ ZGAL_3159 (pYT361), obtained from mZG_0011; (Em <sup>R</sup> )                                                                                                                                             | This study |
| mZG_0047                  | $\Delta$ ZGAL_3150 / $\Delta$ ZGAL_3152, obtained from mZG_0026                                                                                                                                                     | This study |
| mZG_0054                  | $\Delta$ ZGAL_3581-ZGAL_3580, obtained from Dsij <sup>T</sup>                                                                                                                                                       | This study |
| <b>Plasmids</b>           |                                                                                                                                                                                                                     |            |
| pYT313                    | <i>sacB</i> -containing suicide vector; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                                                          | 15         |
| pYT354                    | <i>sacB</i> -containing suicide vector; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                                                          | 15         |
| pYT356                    | Suicide vector used for complementation; 2-kbp fragment inside the ZGAL_4579-4596 region fused with <i>F. johnsoniae ompA</i> promoter, and cloned into BamHI/XbaI sites of pLYL03; Ap <sup>R</sup> Em <sup>R</sup> | 15         |
| pFT2                      | 2.1-kbp region upstream ZGAL_3150 cloned into PstI and SalI sites of pYT313; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                     | This study |
| pFT5                      | Construct used to delete ZGAL_3150 in Dsij <sup>T</sup> ; 2-kbp region downstream ZGAL_3150 cloned into SalI and BamHI sites of pFT2; Ap <sup>R</sup> (Em <sup>R</sup> )                                            | This study |
| pRF8                      | 2-kbp region upstream ZGAL_3152 cloned into BamHI and SalI sites of pYT313; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                      | This study |
| pRF9                      | Construct used to delete ZGAL_3152 in Dsij <sup>T</sup> and mZG_0026; 2.2-kbp region downstream ZGAL_3152 cloned into SalI and SphI sites of pRF8; Ap <sup>R</sup> (Em <sup>R</sup> )                               | This study |
| pRF10                     | 1.9-kbp region upstream ZGAL_3155 cloned into BamHI and SalI sites of pYT313; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                    | This study |
| pRF11                     | Construct used to delete ZGAL_3155 in Dsij <sup>T</sup> ; 2.1-kbp region downstream ZGAL_3155 cloned into SalI and PstI sites of pRF10; Ap <sup>R</sup> (Em <sup>R</sup> )                                          | This study |
| pRF12                     | 2-kbp region upstream ZGAL_3159 cloned into BamHI and SalI sites of pYT313; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                      | This study |
| pRF13                     | Construct used to delete ZGAL_3159 in Dsij <sup>T</sup> ; 2.1-kbp region downstream ZGAL_3159 cloned into SalI and PstI sites of pRF12; Ap <sup>R</sup> (Em <sup>R</sup> )                                          | This study |
| pYT360                    | Promoterless ZGAL_3155 cloned into XbaI and SphI sites of pYT356; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                                | This study |
| pYT361                    | Promoterless ZGAL_3159 cloned into XbaI and SphI sites of pYT356; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                                | This study |
| pYT381                    | 2.1-kbp region upstream ZGAL_3581 cloned into SacI and SpeI sites of pYT354; Ap <sup>R</sup> (Em <sup>R</sup> )                                                                                                     | This study |
| pYT382                    | Construct used to delete ZGAL_3581-ZGAL_3580 in Dsij <sup>T</sup> ; 2.2-kbp region downstream ZGAL_3580 cloned into SpeI and SphI sites of pYT381; Ap <sup>R</sup> (Em <sup>R</sup> )                               | This study |

<sup>a</sup> Antibiotic resistance phenotypes: Ap<sup>R</sup>, ampicillin resistance; Em<sup>R</sup>, erythromycin resistance. Antibiotic resistance phenotypes without parentheses are expressed in *E. coli*. Antibiotic resistance phenotypes in parentheses are expressed in *Z. galactanivorans* but not *E. coli*.

## Supplementary References

1. Ndeh D, *et al.* Complex pectin metabolism by gut bacteria reveals novel catalytic functions. *Nature* 544, 65-70 (2017).
2. Fujita K, Takashi Y, Obuchi E, Kitahara K, Suganuma T. Characterization of a novel beta-L-arabinofuranosidase in *Bifidobacterium longum*: functional elucidation of a DUF1680 protein family member. *J Biol Chem* 289, 5240-5249 (2014).
3. Kiyohara M, *et al.* alpha-N-acetylgalactosaminidase from infant-associated bifidobacteria belonging to novel glycoside hydrolase family 129 is implicated in alternative mucin degradation pathway. *J Biol Chem* 287, 693-700 (2012).
4. Herve C, *et al.* Arabinogalactan proteins have deep roots in eukaryotes: identification of genes and epitopes in brown algae and their role in *Fucus serratus* embryo development. *New Phytol* 209, 1428-1441 (2016).
5. Lacombe JM, Pavia AA, Rocheville JM. New agent of glycosylation - trifluoromethanesulfonic anhydride - synthesis of alpha and beta-O-glycosyl-L-serine, alpha and beta-O-glycosyl-L-threonine and alpha and beta-O-glycosyl-L-hydroxyproline. *Can J Chem* 59, 473-481 (1981).
6. Knutsen S, Myslabodski D, Larsen B, Usov A. A modified system of nomenclature for red algal galactans. *Bot Mar* 37, 163-169 (1994).
7. Kolender AA, Matulewicz MC. Desulfation of sulfated galactans with chlorotrimethylsilane. Characterization of beta-carrageenan by 1H NMR spectroscopy. *Carbohydr Res* 339, 1619-1629 (2004).
8. Zablackis E, Santos GA. The carrageenan of *Catenella nipa* Zanaard., a marine red alga. *Bot Mar* 29, 319-322 (1986).
9. van de Velde F, Pereira L, Rollema HS. The revised NMR chemical shift data of carrageenans. *Carbohydr Res* 339, 2309-2313 (2004).
10. Jouanneau D, Boulenguer P, Mazoyer J, Helbert W. Enzymatic degradation of hybrid iota-/nu-carrageenan by *Alteromonas fortis* iota-carrageenase. *Carbohydr Res* 345, 934-940 (2010).
11. Michel G, *et al.* The kappa-carrageenase of *P. carrageenovora* features a tunnel-shaped active site: a novel insight in the evolution of Clan-B glycoside hydrolases. *Structure* 9, 513-525 (2001).

12. Robert X, Gouet P. Deciphering key features in protein structures with the new ENDscript server. *Nucleic Acids Res* 42, W320-324 (2014).
13. de Lorenzo V, Timmis KN. Analysis and construction of stable phenotypes in gram-negative bacteria with Tn5- and Tn10-derived minitransposons. *Methods Enzymol* 235, 386-405 (1994).
14. Barbeyron T, L'Haridon S, Corre E, Kloareg B, Potin P. *Zobellia galactanovorans* gen. nov., sp. nov., a marine species of *Flavobacteriaceae* isolated from a red alga, and classification of. *Int J Syst Evol Microbiol* 51, 985-997 (2001).
15. Zhu Y, *et al.* Genetic analyses unravel the crucial role of a horizontally acquired alginate lyase for brown algal biomass degradation by *Zobellia galactanivorans*. *Environ Microbiol* in the press, (2017).

# Supplementary material for: Carrageenan catabolism is encoded by a complex regulon in marine heterotrophic bacteria
**Source:** Nat Commun. 2017 Nov 22;8:1685. doi: 10.1038/s41467-017-01832-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Nomenclature for RNA-seq analysis (supplementary data 2-9).

File Name: Supplementary Data 2

Description: List of genes significantly up-regulated in kappa-carrageenan relative to D-galactose growing condition.

File Name: Supplementary Data 3

Description: List of genes significantly up-regulated in iota-carrageenan relative to D-galactose growing condition.

File Name: Supplementary Data 4

Description: List of genes significantly up-regulated in 3,6-anhydro-D-galactose relative to D-galactose growing condition.

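edgeR called 159 genes higher and 49 lower in D-AnG than in D-gal. The genes called higher changed by 2.19 to 11.55 on the log2 scale, with a median of 4.47. The 5 largest changes were those of *gapB* (ZGAL_4637; 11.55, standard error 1.23, edgeR adjusted p = 0.00117), ZGAL_14 (10.47, adjusted p = 0.0108), ZGAL_4237 (10.39), ZGAL_3887 (9.95, adjusted p = 5.03e-04) and *irpA2* (ZGAL_1365; 8.60, adjusted p = 1.71e-04). *gapB* is annotated as a glyceraldehyde 3-phosphate dehydrogenase and *irpA2* as an iron-regulated protein. The sizes and their order rest on D-AnG C, where ZGAL_14 had 26882 CPM against 1189 and 1983 in D-AnG A and B. Without C the values of *gapB* (ZGAL_4637), ZGAL_14, ZGAL_3887 and *irpA2* (ZGAL_1365) were 10.24, 7.61, 8.49 and 8.16, each still called. The authors' table gives no p for *gapB*, ZGAL_14 and ZGAL_4237 in D-AnG. The calls of ZGAL_14 and ZGAL_4237 were lost without D-gal A (adjusted p 0.150 and 0.149), B (0.137 and 0.177) or C (0.149 and 0.118). Without D-gal A, B or C, 55, 49 or 49 genes were called higher, and without IC B 101. Scaling changed the split into higher and lower: it was 40 and 201 by library size only and 94 and 91 with upper-quartile factors.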

File Name: Supplementary Data 5

Description: List of genes significantly down-regulated in kappa-carrageenan relative to D-galactose growing condition.

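The 5 genes called lower by edgeR in KC than in D-gal lie in 2 places on the plus strand. ZGAL_4251 (−5.23, standard error 0.54, edgeR adjusted p = 7.37e-04), *nfnB2* (ZGAL_4249; −4.73, adjusted p = 0.00122) and *qorA2* (ZGAL_4250; −4.00, adjusted p = 0.00555) are neighbours from 4964308 to 4966497. *ccpA1* (ZGAL_109; −4.74, adjusted p = 0.0134), a cytochrome c peroxidase gene that overlaps another CDS by 26 bases, and the lipoprotein gene ZGAL_108 (−4.35, adjusted p = 2.38e-04) lie from 124545 to 126456. The call of *ccpA1* was lost without D-gal C (0.0579), KC B (0.206) or KC C (0.0830), and that of *qorA2* without KC A (0.0646) or KC C (0.0612). Without KC A, 14 genes were called lower, and without KC C 3.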

File Name: Supplementary Data 6

Description: List of genes significantly down-regulated in iota-carrageenan relative to D-galactose growing condition.

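The 6 genes called lower by edgeR in IC than in D-gal were the SusD-like gene ZGAL_2218 (−5.59, edgeR adjusted p = 0.00318), the response regulator gene ZGAL_4633 (−5.55, adjusted p = 0.00510), the GH31 gene ZGAL_2211 (−5.14, adjusted p = 0.0404), ZGAL_2800 (−4.69, adjusted p = 0.0255), ZGAL_1834 (−4.26, adjusted p = 0.0330) and the membrane lipoprotein gene ZGAL_4531 (−3.07, adjusted p = 0.0128). The last of these was chosen after its value was seen. The call of ZGAL_2218 was lost without IC C (0.0525) and that of ZGAL_4633 without IC B (0.0631). ZGAL_2211 was called only without IC A (0.0545 to 0.453 without any other library). ZGAL_1834 was called only without KC A or IC B (0.0505 to 0.489 without any other), and ZGAL_2800 only without KC A, KC B, KC C or D-AnG A (0.0739 to 0.371 without any other). Without D-gal A, B or C the count was 2 each, without IC B 2, without IC C 1, without D-AnG B 3, and without KC A 20.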

File Name: Supplementary Data 7

Description: List of genes significantly down-regulated in 3,6-anhydro-D-galactose relative to D-galactose growing condition.

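The 49 genes called lower by edgeR in D-AnG than in D-gal changed by −6.54 to −2.34 on the log2 scale. The largest decreases were those of the lipoprotein gene ZGAL_1019 (−6.54, standard error 0.67, edgeR adjusted p = 6.83e-04), ZGAL_1398 (−6.23, adjusted p = 0.00946), the TonB-dependent receptor gene ZGAL_1252 (−5.75, adjusted p = 1.18e-05), the membrane protein gene ZGAL_3372 (−5.66, adjusted p = 0.0103) and the TonB-dependent receptor gene ZGAL_2503 (−5.56, adjusted p = 2.65e-04). The call of ZGAL_1398 was lost without D-AnG A (0.198) or D-AnG B (0.172), and that of ZGAL_3372 without D-AnG A (0.132), B (0.192) or C (0.128). The count was 22, 23 or 23 without D-gal A, B or C, 23 without D-AnG A, 14 without D-AnG B, 32 without IC C and 92 without KC A.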

File Name: Supplementary Data 8

Description: List of all the genes differentially expressed in at least one biological condition (KC, IC or D-AnG relative to D-gal) and sorted by chromosomal position. Genes were STATION BIOLOGIQUE UMR 8227- Place Georges Teissier - 29682 ROSCOFF Cedex, France considered differentially expressed with a Family-Wise-Error-Rate controlled at 5% (Bonferroni adjusted p-value <0.05).

File Name: Supplementary Data 9

Description: Full results for all annotated CDS (expression values before and after normalization, statistical analysis results).

File Name: Supplementary Data 10

Description: Limits of the borders for the carrageenolytic PULs considered for analysis for clustering based on sequence similarity. The organism numbering is from the MicroScope Microbial Genome Annotation and Analysis Platform (<https://www.genoscope.cns.fr/agc/microscope/home/index.php>).

File Name: Supplementary Data 11

Description: : List of the genes that were included in the clustering experiments (Fig. 9)

File Name: Supplementary Data 12

Description: Source file of the GH127 (DagA) phylogenetic tree represented in Supplementary Figure 13 (phylip format).

How the deposited data were processed for this re-analysis (not part of the article)

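RNA of *Z. galactanivorans* Dsij T was sequenced from cultures in synthetic Marine Mineral Medium with 0.4 g/L of d-galactose (D-gal), 3,6-anhydro-d-galactose (D-AnG), kappa-carrageenan (KC) or iota-carrageenan (IC), collected at an optical density of 0.7, with 3 cultures (A, B and C) for each of the 4 carbon sources. The authors treated the RNA with DNase, removed ribosomal RNA, made strand-specific libraries and sequenced them in a single-end run.

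The authors trimmed the reads with cutadapt, filtered them with PRINSEQ, mapped them with Bowtie2 (very-sensitive option) to the genome zobellia_gal_DsiJT_v2 and counted them on each CDS with HTSeq-count in union mode. The deposited table holds these raw counts for 4937 CDS and 12 libraries, without normalization. It also holds a normalized score per library, which is the raw count divided by a size factor per library and rounded by the authors with SARTools and DESeq2. Its log2 fold changes of KC, IC and D-AnG over D-gal come from the same DESeq2 run of the authors, and the paper's text does not say whether they were shrunken. In IC the deposited values of ZGAL_2155, ZGAL_3632 and ZGAL_3634 are −5.556, 4.294 and 4.756. DESeq2 gave −5.558, 4.294 and 4.754 here with a prior on the fold change, and −6.189, 4.591 and 5.030 without. For these genes the values argue against fold changes left without shrinkage. Its deposited p-values are given raw and with the authors' Bonferroni adjustment. Of its 56 columns, 35 were used. Coordinates, symbols and products are those of the deposited table.

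All values reported here start from the raw counts, apart from those marked as the authors' or the paper's. The counts on CDS summed to 1933849 to 7283856 per library. The table has 45 CDS without a count in any library, and 1194 CDS overlap another, whose counts are less certain because union counting discards reads on more than one CDS and the paper's text does not give its strand option. A count of 0 was read as up to 3 counts. Reads made by PCR without molecular identifiers are not independent molecules, so this limit covers counting error only. Replicate libraries differed by far more than counting error: chi-square per gene between replicate libraries was 11.2 or more.

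Tests were run in R 4.3.3 with edgeR 4.0.16 (filterByExpr by carbon source with a minimum count of 10 and a minimum total of 15, TMM factors, glmQLFit with robust=TRUE, glmQLFTest) on all 12 libraries with carbon source as the only term. This left 4552 CDS. KC, IC and D-AnG were each compared with D-gal, and KC with IC, which equals the difference of their changes from D-gal. A gene was called at a Bonferroni adjusted p under 0.05, the adjustment and threshold of the paper's methods. edgeR adds a prior count of 0.125 to its fold changes. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Lists of genes were tested as sets with fry (two-sided) in limma 3.58.1 on log-CPM with a prior count of 2, and their p-values were adjusted by Benjamini-Hochberg over the 24 tests of 6 lists in 4 comparisons. That adjustment and a list of agarase and porphyranase genes were added after the results were seen. Levels are CPM after TMM scaling, or RPKM where genes are compared with each other, as mean ± SD over 3 cultures.

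The genes named were fixed by a rule before the data were examined, as were the tests, the PUL, stress and GH2 lists and the 26 alternative settings. The rule names every gene that the paper's text, Table 1 or Fig. 3 names with expression data, and for each comparison the 5 called genes with the largest and the 5 with the smallest log2 fold change whose libraries do not overlap. It adds the called genes of the stress and GH2 lists, and the first and last gene of any run of at least 5 neighbouring CDS on 1 strand, outside both PULs, that are all called higher in KC. It gave 75 genes. These include ZGAL_3628, ZGAL_3639, ZGAL_3640 and ZGAL_4659, which the paper's text names singly or within a locus without an expression result. The paper's Table 1, Fig. 3 and Supplementary Data 2 to 8, and the first part of Supplementary Data 9, had been read by then, so their values count as seen. The stress list takes products with the words heat shock, universal stress or methionine sulfoxide reductase, and a wide list adds chaperones and other stress proteins. The words of the stress list follow the paper's examples of proteins induced in these libraries.

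The alternatives were DESeq2 1.42.0 with and without a prior on the fold change, limma's voom with sample quality weights, RLE, upper-quartile and library-size scaling, scaling without the 36 genes that take over 1% of a library, no filter on low counts, a mean count of at least 50, only the 6 libraries compared, the culture letter as a block, Benjamini-Hochberg adjustment, robust=FALSE, every library thinned to the smallest total, and each of the 12 libraries left out. Levels in D-gal were also computed as CPM without division by length, and stress genes with the wide list.

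The tests were run on simulated data first, with 200 genes changed by known amounts and counts drawn for the real genes from the means, spread and sizes of the real libraries. Of 4520 genes tested there, edgeR called 34.0% of the 197 changed genes in KC, 31% of 200 in IC and 25.8% of 198 in D-AnG, and 0 unchanged genes. DESeq2 called 54.3%, 54% and 51.0% with 2, 0 and 0 unchanged genes, and limma's voom 28.4%, 29% and 24.7% with 0. At a log2 fold change of 4, edgeR called 66%, 59% and 52.0%. A gene that is not called can therefore have changed.

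No library was left out of the values reported. The normalized score columns were used only to check the authors' size factors, and raw reads were not used here.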

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

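For the results in this part, the tests of reads shared between *susCD*-like genes, of agar in the KC preparation, of depth and IC library A for the ZGAL_3629 to ZGAL_3638 PUL, of depth and single KC libraries for *cgiA1*, and of other splits of the libraries for that PUL, and the adjustment of fry p-values over lists, were chosen only after the result was seen.

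KC and IC differed directly in 68 genes called higher in KC and 13 called lower by edgeR, the result of a test of the difference between their changes from D-gal. The paper compares each of them only with D-gal. With Benjamini-Hochberg adjustment the counts were 689 and 505. All 81 genes had every KC library on one side of every IC library, and 39.1% of the genes tested did, where chance gives 10%. No other split of the 6 libraries into 3 and 3 gave as many calls in either direction (1 split of 10 each, the real one). With 10 splits, this test alone cannot exclude chance. The counts changed when single libraries were left out, D-gal and D-AnG libraries outside this comparison among them. Without KC A the counts were 162 and 20. Higher genes numbered 9 without IC C, 10 without IC B, 14 without IC A, 21 without KC C, 32 without KC B, 40, 38 and 39 without D-gal A, B and C, and 44 without D-AnG B. Lower genes numbered 0 without KC C (573 at an unadjusted p under 0.05; with all libraries DESeq2 called 187 and limma's voom 207), 2 without IC C, 4 without KC B, 5 without each of D-gal B, D-gal C and IC B, 7 without D-AnG B and 8 without D-AnG A. The largest differences were those of ZGAL_2756 (9.13, standard error 1.28, adjusted p = 0.0266), ZGAL_2023 (8.21), ZGAL_4348 (8.03), ZGAL_1474 (7.78) and ZGAL_4575 (7.64). ZGAL_2756 had 0.380, 0.269 and 0.209 CPM in IC, on 4 counts in all, so its fold change depends on the prior count. KC A, with 5.99 CPM, lay far below KC B (254) and KC C (230). The same held for ZGAL_4348, with 44.3 CPM in KC A against 701 and 633. Calls of the 5 genes were lost without 1 library in up to 11 of 12 fits, among them every fit without IC B (adjusted p 0.505, 0.848, 0.0702, 0.143 and 0.0897). The lowest were ZGAL_2916 (−5.02), *tigA* (ZGAL_2450; −4.73), ZGAL_1194 (−3.90), ZGAL_3669 (−3.89) and *prsA* (ZGAL_2141; −3.60), each lost without KC C (adjusted p 0.402, 0.142, 0.316, 0.111 and 0.510). The tables argue against unequal depth as the cause, since thinning every library to one total left 71 genes higher and 10 lower. What stays open is a difference between the carbon sources, which is untested beyond these cultures, and a difference between single cultures.

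In the PUL of ZGAL_3629 to ZGAL_3638, 5 of 10 genes changed more in KC than in IC by the same test (ZGAL_3629, ZGAL_3630, ZGAL_3631, ZGAL_3637 and ZGAL_3638). Adjusted over the list alone 10 did, which is not independent evidence because the paper drew the list from these libraries. The differences ran from 2.48 to 4.69, with a median of 3.66 (limma's fry, adjusted p = 7.49e-05, two-sided). No other split of these libraries into 3 and 3 gave any such gene (1 split of 10, the real one), and with 10 splits this test alone cannot exclude chance. The count was 0 without KC C or any 1 IC library, with 10 genes at an unadjusted p under 0.05 in each case (DESeq2 and limma's voom called 10 with all libraries). It was 1 without any 1 D-gal library or KC B, 2 without D-AnG A or D-AnG B, 3 without D-AnG C, and 2 with the culture letter as a block. Depth does not account for the difference in level, since after thinning all 10 genes still had every KC library above every IC library. The calls fell to 3 after thinning, without ZGAL_3630 (adjusted p = 0.451) and ZGAL_3631 (0.217), and to 0 with only the 6 libraries compared (10 at an unadjusted p under 0.05). Nor does IC A alone, since over the 10 genes the lowest KC library was at least 1.62 times the higher of the other IC libraries. Agar, a galactan of other red algae, in the KC preparation might induce agar genes and could not be excluded. Among 7 agarase and porphyranase genes away from the PUL, 1 was called higher in KC than in D-gal (*porC*, ZGAL_3376, 7.85), and limma's fry gave an unadjusted p = 0.00108, where an exact test of 3 cultures against 3 cannot go under 0.1. Without *porC* the other 6 genes had a median of 0.85 and a fry p of 0.140. *porC* was also called higher in IC (3.94, edgeR adjusted p = 0.0150), so its rise is not confined to KC. That call in IC was lost without D-gal A (0.231), B (0.203) or C (0.156), IC A (0.0500, just over the threshold), IC B (0.0631) or IC C (0.0735). Directly, *porC* (ZGAL_3376) was higher in KC than in IC by 3.90 (edgeR adjusted p = 0.0112), which goes with agar. This call was lost without KC C (0.0732), IC A (0.118), IC B (0.173) or IC C (0.149). Over the 7 genes fry gave an unadjusted p of 0.0120 for KC over IC, and 0.151 without *porC*. Agar stays open as an explanation, because no table shows whether the preparation held any.

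*cgiA1* (ZGAL_4265) was higher in KC than in IC by a log2 fold change of 4.07, again a difference between changes that the paper gives only against D-gal. Its edgeR adjusted p of 0.0444 ranged from 1.2e-10 to 0.798 over 26 alternative settings, of which 13 called it. The call was lost without D-gal A (0.101), B (0.103) or C (0.113), KC B (0.138), KC C (0.160), IC A (0.441), IC B (0.603), IC C (0.700) or D-AnG C (0.0762). A single KC library does not account for the difference in level, although the call depends on KC B and KC C: whichever was left out, the others were at least 4.73 times the highest IC library. Depth does not account for it either, since the lowest KC library was 4.88 times the highest IC library after thinning to one total. A difference between the polysaccharides remains a hypothesis, found and tested on the same libraries, and agar in the KC preparation was not tested for this gene.

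A run of 6 neighbouring genes on the minus strand, ZGAL_3334 to ZGAL_3339 (3832508 to 3844739), was called higher in KC than in D-gal as a whole. The paper lists these genes in its supplementary tables but does not discuss them. They are annotated as a PKD-containing protein, a lipoprotein, and 2 pairs of a SusD-like protein and a TonB-dependent receptor. The log2 fold changes in KC were 6.08 to 9.84. In IC edgeR called 3 of the 6, and in D-AnG 0, with 1 at an unadjusted p under 0.05 (ZGAL_3334, which DESeq2 and limma's voom called). In KC, 5 were called without D-gal A, D-gal B, D-gal C, KC C or D-AnG C. In IC, 0 were called without D-gal A, B or C or IC C (5 each at an unadjusted p under 0.05, and 5 by DESeq2 and limma's voom with all libraries), 1 without IC B, and 2 without KC C, D-AnG A or D-AnG C. Directly, KC exceeded IC by 4.04 to 5.55, 4 of the 6 genes were called, and all 6 had every KC library above every IC library. That count was 1 without IC B or IC C, 2 without IC A or KC C, 3 without KC B and 5 without KC A. With only the 6 libraries compared it was 0 (6 at an unadjusted p under 0.05, and 6 by DESeq2 and limma's voom with all libraries). Depth is argued against as the cause, since after thinning the lowest KC library was at least 4.07 times the highest IC library for each gene. A single KC library is excluded too, because with each left out the mean of the others was at least 8.66 times the highest IC library. Reads shared with the *susCD*-like pair ZGAL_3580/ZGAL_3581 would give the run the ratio of that pair, but each gene of the run differed from ZGAL_3581 (0.16, standard error 0.48) by 4.18 standard errors or more. A response of the run to KC may be the explanation, as a hypothesis. Agar in the KC preparation stays open here as well.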

How the results depend on the processing

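No test in this part was chosen after the result was seen.

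Of the 186 log2 fold changes of named genes, 118 were called with edgeR, TMM and all 12 libraries and 68 were not. Over all alternatives, which gave 4834 values, 4327 kept the call, 423 lost it and 84 gained it, and none of the called ones changed direction. For 2 of them an alternative gave no value because the gene was filtered out. Calls within the PUL of ZGAL_3145 to ZGAL_3159 stayed at 12 to 15 genes in KC and 11 to 15 in IC, and those of ZGAL_3629 to ZGAL_3638 at 7 to 10 in KC. In D-AnG the latter stayed at 0 called, with edgeR, DESeq2 and limma's voom alike. At an unadjusted p under 0.05 there were 0 with all 12 libraries in edgeR and in limma's voom, and 1 with DESeq2, with only the 6 libraries compared, with the culture letter as a block, and without D-gal C, IC A or D-AnG B.

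DESeq2 without a prior called 232 genes higher and 75 lower in KC, 224 and 95 in IC, 589 and 241 in D-AnG, and 343 and 187 in KC over IC, with 76 higher in both carrageenans, 12 stress genes and 2 GH2 genes. With a prior on the fold change it called 232 and 75, 225 and 96, 591 and 247, and 348 and 189, with 76, 12 and 2. limma's voom called 455 and 116, 489 and 227, 863 and 477, and 374 and 207, with 108, 11 and 4. Benjamini-Hochberg adjustment, a less strict threshold by construction, gave 522 and 216, 392 and 246, 922 and 728, and 689 and 505, with 146, 16 and 4. For DESeq2 and voom the cause was not tested.

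Scaling by library size only lowered the median log2 fold change of all genes to −0.51 in KC, −0.83 in IC and −1.39 in D-AnG, so calls against D-gal shifted to the lower side. It gave 9 genes lower in KC, 36 higher and 26 lower in IC, 40 higher and 201 lower in D-AnG, 4 genes of the first PUL in D-AnG and 2 stress genes. In KC over IC the shift went the other way, with a median of 0.24, 100 genes higher and 4 lower. Upper-quartile factors (median −0.47 in D-AnG) gave 94 higher and 91 lower in D-AnG and 3 stress genes. With TMM, 76.4% of the genes called in D-AnG were higher, against 16.6% by library size only and 50.8% with upper-quartile factors.

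With only the 6 libraries compared, a fit with fewer samples, 2 genes were lower in KC, 82 higher in D-AnG, 25 higher in both carrageenans, 2 of ZGAL_3629 to ZGAL_3638 higher in IC, 0 stress genes (17 at an unadjusted p under 0.05; DESeq2 12 and voom 11 on all libraries), and 2 higher and 0 lower in KC than IC (736 and 628 at an unadjusted p under 0.05; DESeq2 343 and 187, voom 374 and 207). Thinning each library to 1933849 counts gave 10 genes lower in KC and put ZGAL_236 at rank 3 in KC. The wide list held 15 called stress genes. Without division by length, *cgiA2* and *cgiA1* had 52.4 and 30.0 CPM in D-gal, and ZGAL_3633 and ZGAL_4655 stood at percentiles 17.6 and 29.8. The cause of the change with thinning was not tested.

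The culture letters showed little pairing of the libraries: of 18 correlations between the deviations of same-lettered libraries, 4 were over 0.1. All 18 ran from −0.17 to 0.20, with a mean of 0.032, against −0.016 between libraries of other letters. The paper inoculated these media from triplicate pre-cultures, and its text does not say whether the letters mark them. A shared pre-culture is therefore not excluded. A fit with the letter as a block gave 8 genes lower in KC, 3 lower in IC, 28 lower in D-AnG, 38 higher and 7 lower in KC than IC, and 10 stress genes.

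Leaving out 1 library in turn leaves 2 in its group and fewer samples to estimate the spread. A lost call alone therefore does not show that the library left out drives a change. The smallest log2 fold change of the first PUL in KC was 2.29, 2.31 and 2.27 without D-gal A, B and C, and 2.29 with all libraries. With 1 library left out, genes higher in KC numbered 51 (D-gal B or C) to 141 (KC A), and lower 3 (KC C) to 14 (KC A). In IC they were 24 (D-gal B; 25 without D-gal A or C) to 71 higher, and 1 (IC C; 2 without IC B or any 1 D-gal library, 3 without D-AnG B) to 20 (KC A) lower. In D-AnG they were 49 (D-gal B or C; 55 without D-gal A, 101 without IC B) to 175 higher, and 14 (D-AnG B; 22, 23 and 23 without D-gal A, B and C, 23 without D-AnG A, 32 without IC C) to 92 (KC A) lower. In KC over IC they were 9 (IC C) to 162 (KC A) higher and 0 (KC C, 573 at an unadjusted p under 0.05) to 20 (KC A) lower. Both carrageenans shared 21 (D-gal A or B; 23 without D-gal C) to 42. The first PUL had 6 (D-gal B) to 10 genes in D-AnG, and the second 3 (D-gal A or B) to 8 (IC A) in IC, with 4 without D-gal C, IC B or IC C. Stress genes numbered 0 (D-gal B, 16 at an unadjusted p under 0.05) to 6, with 3 without D-gal A, KC B, KC C or IC B and 1 without D-gal C or D-AnG C. GH2 genes in KC numbered 1 to 2 (IC A). ZGAL_3581 ranked 1 to 2 (IC B or IC C) in IC, and ZGAL_236 always 1 in KC. In D-gal, *cgiA2* had 34.5 to 41.9 RPKM, *cgiA1* 18.0 to 21.2 and *cgiA3* 2.89 to 3.54, and the percentiles of ZGAL_3633 and ZGAL_4655 were 7.33 to 8.43 and 15.2 to 16.4. That leaving out KC A raised counts goes with its distance from KC B and KC C; the cause was not tested.

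Depth limits what can be called in the smallest libraries: in D-AnG C a count of 0 still allows 4.00 CPM, and in IC A 1.14 CPM.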

Differences from the paper's values

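No test in this part was chosen after the result was seen.

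For *cgiA3* (ZGAL_1973) in D-AnG, the paper's log2 fold change (Table 1) is 0.1, and the value here is −0.0503, a change of sign within a replicate SD of 0.62. Of the 26 alternatives set before the data were examined, 7 gave the paper's sign: DESeq2 with and without a prior, RLE factors, the culture letter as a block, and leaving out D-gal B, D-AnG A or D-AnG B. The other 19 did not. Table 1 states 87 log2 fold changes in all. The others differ from the values here by 0.50 at most, with a median of 0.13.

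For *cgrA* (ZGAL_3159) in IC, the paper's adjusted p is 0.0504, and edgeR gave an adjusted p of 1 here. None of the 26 alternatives set before the data were examined came within 1.5 times of the paper's value. limma's voom (7.37e-04) and Benjamini-Hochberg adjustment (0.0261) called the gene higher in IC.

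The paper's supplementary lists hold more genes than were called here. Genes higher in KC were 236 in the paper and 69 here, in IC 230 and 61, and in D-AnG 590 and 159. Genes lower in KC were 77 in the paper and 5 here, in IC 104 and 6, and in D-AnG 252 and 49. Of the 26 alternatives set before the data were examined, DESeq2 with and without a prior came within 1.5 times of the paper's value for all 6 counts. So did limma's voom for genes higher in D-AnG, from above with 863, and scaling by library size only for genes lower in D-AnG, with 201. The other alternatives did so for none of them. The paper's methods name DESeq2.

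The paper's numbers per library are 3.5 as the lowest and 11 as the highest, in units of 1e+06 reads passing filters. The sums of counts on CDS here were 1.93 and 7.28 in the same units. These are different quantities, since reads are lost in mapping and counting, and no alternative applies to them.

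The paper states that *cgiA2* (ZGAL_2155) was downregulated in KC and IC. In KC the log2 fold change here was −0.18 with an edgeR adjusted p of 1, none of the alternatives called it, and the authors' own deposited value is −0.189 with an adjusted p of 1. In IC it was −6.05, the paper's direction, with an edgeR adjusted p of 0.75. There it was called lower by DESeq2 with and without a prior, limma's voom, scaling by library size only, Benjamini-Hochberg adjustment, and without D-AnG C.

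The paper states that all genes of the PUL other than *cgrA* were upregulated in IC. Here 13 of the 15 were called, and ZGAL_3152 was not (2.87, edgeR adjusted p = 0.0548). It was called by DESeq2 with and without a prior, limma's voom, RLE and upper-quartile factors, a mean count of at least 50, only the 6 libraries compared, Benjamini-Hochberg adjustment, robust=FALSE, and without D-AnG C.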

Other observations

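For the results in this part, the tests of another scaling and of a few genes taking most of the counts for the number of calls in D-AnG, and of D-AnG library C for the stress genes were chosen only after the result was seen.

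More genes were called in D-AnG (159 higher and 49 lower) than in KC (69 and 5) or IC (61 and 6). No other split of the 6 libraries compared gave as many in either direction (1 split of 10 in each case, the real one). With 10 splits, this test alone cannot exclude chance. Depth is not the reason: with every library thinned to one total, 212 genes were called in D-AnG, 76 in KC and 62 in IC. Nor does the pattern rest on D-AnG C, the library with 48.1% of its counts in 20 genes, since 192 genes were called in D-AnG without it, 74 in KC and 75 in IC. The size of the contrast fell without any 1 D-gal library. Without D-gal A, B or C, 77, 72 or 72 genes were called in D-AnG, 59, 56 or 55 in KC and 27, 26 or 27 in IC. Other scalings left at least 185 calls in D-AnG, although they moved the split between higher and lower. A curve on coding length took up 0.626% of the variance of the D-AnG log2 fold changes across genes. Nor do a few genes taking most of the counts account for it. Genes over 1% of a library held 7.94% and 9.14% of the counts in D-AnG A and B, within the 7.47% to 14.4% of the KC and IC libraries, and the calls without D-AnG C are those given above. Leaving such genes out of the scaling moved no library by more than 0.0105 on the log2 scale and decided nothing. A wider response to D-AnG may be behind the pattern, as a hypothesis. It was not tested whether the number of calls differs between carbon sources.

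For the lists behind the paper's statements the real split also stood alone: 1 split of 10 for the genes of the PUL of ZGAL_3145 to ZGAL_3159 called in KC, in IC and in D-AnG, for those of ZGAL_3629 to ZGAL_3638 called in KC and in IC, and for the stress genes called in D-AnG. With 10 splits, this test alone cannot exclude chance. The rise of the stress genes may be part of the response to D-AnG. It does not come from D-AnG C alone, in which DnaK took 11.7% of the counts: without it limma's fry gave an unadjusted p = 1.29e-04 for the 19 genes, where an exact test on so few cultures cannot go under 0.1, and D-AnG A and B lay above every D-gal library for 19 of 19. Other causes of stress in these cultures were not tested.

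*cgiA2* (ZGAL_2155) was at a far lower level in IC than in D-gal and not in KC. It does not rest on IC A, where its count was 0: the lowest D-gal library was 33.7 times the highest of the other IC libraries. Nor does it rest on depth, since with every library thinned to one total the lowest D-gal count was 145 and the highest IC count 1. A decrease in IC may be the explanation, although edgeR did not call it (adjusted p 1.5e-05 to 1 over 26 alternatives). Its spread in D-AnG, from 1.44 to 49.4 CPM, enters the edgeR test, and without D-AnG C the gene was called (adjusted p = 0.0176).

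IC A had 1086 CDS without a count, against 116 to 699 in the other libraries. Its total of 2942136 is low but is not the reason: thinned to that total, KC B had 740 such CDS, IC B 361 and IC C 456. A uniform background of reads on every CDS in the D-gal libraries might also fill CDS that are silent, but over the CDS without a count in IC A the 90th percentile of the D-gal reads per kb was 72.1 times the 10th. Reads placed at random gave 1.31, and 1.34 at most in 100 simulations. Of the 1086 CDS, 1018 had counts in D-gal, with a median sum of 58.5. What made IC A differ remains open. No biological explanation was tested, since IC A, B and C received the same carbon source.

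In each carbon source other than D-gal, 1 library stood apart. Across genes, which are not replicates, the Pearson correlation of log2 CPM between replicates was 0.984 to 0.994 in D-gal. KC B and C correlated at 0.933 and KC A with them at 0.850 and 0.891. IC B and C correlated at 0.972 and IC A with them at 0.858 and 0.863, and D-AnG A and B at 0.970 and D-AnG C with them at 0.859 and 0.887. No cause was tested.

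Across genes, the log2 fold changes of KC and IC over D-gal correlated at 0.366 and had the same sign for 59.4% of genes. Unchanged groups simulated against the same D-gal libraries gave 0.491 (0.519 at most) and 66.6% (68.4% at most). All fold changes of those groups are chance variation, so they set no reference value for groups with real changes. The correlation and the shared sign therefore do not decide how alike KC and IC are. By the genes called higher in both, KC and IC shared 38, against 0.02 on average in the simulations.

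Higher genes in KC also formed runs around the second PUL, ZGAL_3624 to ZGAL_3633 with 10 genes and ZGAL_3637 to ZGAL_3640 with 4, beyond the limits of ZGAL_3629 and ZGAL_3638. These runs were singled out after their values were seen. *aldB* (ZGAL_4659), a lactaldehyde dehydrogenase gene named in the paper, changed by 1.34 in KC, 1.42 in IC and −0.83 in D-AnG, with an edgeR adjusted p of 1 each.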
